# Synchrony between midbrain gene transcription and dopamine terminal regulation is modulated by chronic alcohol drinking

**DOI:** 10.1038/s41467-025-56715-y

**Published:** 2025-02-25

**Authors:** Zahra Z. Farahbakhsh, Katherine M. Holleran, Jonathon P. Sens, Steve C. Fordahl, Madelyn I. Mauterer, Alberto J. López, Verginia C. Cuzon Carlson, Drew D. Kiraly, Kathleen A. Grant, Sara R. Jones, Cody A. Siciliano

**Keywords:** Addiction, Neurotransmitters, Genetics of the nervous system

## Abstract

Alcohol use disorder is marked by disrupted behavioral and emotional states which persist into abstinence. The enduring synaptic alterations that remain despite the absence of alcohol are of interest for interventions to prevent relapse. Here, 28 male rhesus macaques underwent over 20 months of alcohol drinking interspersed with three 30-day forced abstinence periods. After the last abstinence period, we paired direct sub-second dopamine monitoring via ex vivo voltammetry in nucleus accumbens core with RNA-sequencing of the ventral tegmental area. We found persistent augmentation of dopamine transporter function, kappa opioid receptor sensitivity, and putative dynorphin release – all inhibitory regulators which act to decrease extracellular dopamine. Surprisingly, though transcript expression was not altered, the relationship between gene expression and functional readouts of these encoded proteins was highly dynamic and altered by drinking history. These results outline the long-lasting synaptic impact of alcohol use and suggest that assessment of transcript-function relationships is critical for the rational design of precision therapeutics.

## Abstract (web summary)

How alcohol-induced plasticity evolves over protracted abstinence is not well understood. Here, authors show the long-lasting impact of drinking on dopamine transmission and that altered function is not explained by upstream gene transcription.

## Introduction

Alcohol Use Disorder (AUD) is defined by numerous symptoms involving over-prioritization and -dedication to alcohol use, including craving, excessive consumption, and continued use in the face of negative consequences^1^. Unfortunately, AUD is a chronic relapsing disorder, and even with treatment, relapse rates after achieving abstinence remain as high as 40–60%^2,3^. Decades of clinical and preclinical research has shown that protracted abstinence from chronic drinking is characterized by depression-like behaviors, increased response to alcohol-related cues, and greater stress-induced craving, making periods of abstinence a critical intervention point to treat individuals susceptible to relapse^4–10^. Leading models of AUD neurobiology posit that complex, alcohol-induced changes in gene expression and translation result in time-dependent, neural circuit-specific functional plasticity, which in turn drive the cardinal behavioral repertories of AUD^11–16^. Central to these models, the mesolimbic dopamine circuit, consisting of dopamine neurons projecting from the ventral tegmental area (VTA) to the nucleus accumbens core (NAc), undergoes dramatic functional plasticity in response to chronic alcohol exposure and there is wide consensus that this circuit plays an essential role in many facets of AUD^17–19^. Leveraging current detailed knowledge of alcohol-induced transcriptional plasticity and circuit function has enormous potential for developing more effective, targeted therapeutic interventions, and this possibility has captured the attention and efforts of the preclinical alcohol field at large.

Although alcohol-induced plasticity in the mesolimbic dopamine system is robust, the directionality and magnitude of functional alterations to the receptors and transporters governing dopamine dynamics are highly dependent on the exact parameters of alcohol exposure and the model species used, despite consistent behavioral sequalae^20,21^. Cross-species comparisons have allowed identification of a subset of dopaminergic regulators which display consistent alcohol-induced adaptations. These studies have demonstrated that the efficiency of the dopamine transporter and inhibitory drive of kappa-opioid receptors on presynaptic dopamine release are ubiquitously upregulated by alcohol exposure across species, strain, sex, alcohol exposure length, and alcohol exposure protocol^21–30^. The consistency of these alterations makes them attractive treatment targets, due to the likelihood of these changes being conserved in human drinkers and given that most therapeutics are administered without the benefit of detailed information as to the patient’s exact alcohol use history. However, it is unknown whether these alterations persist into abstinence.

Additionally, to date, our knowledge of alcohol-induced transcriptional and functional plasticity signatures is derived primarily from parallel investigations, and both literatures have largely utilized non-primate model species with limited gene homology to humans. Determining the degree to which transcriptional milieus can predict circuit plasticity profiles and advancing these hypotheses to primate species are critical next steps for the field. Here, we sought to determine whether alcohol-induced plasticity in dopamine reuptake and opioidergic control of axonal dopamine release persist into abstinence, and the degree to which lasting plasticity in dopamine synapses can be explained by upstream changes in somatic transcriptional profiles.

To answer these questions, we paired a model of chronic voluntary alcohol (ethanol) drinking and protracted abstinence with within-subject measures of dopamine terminal function and assessment of gene transcription. In an effort to maximize translational relevance and implications of gene expression quantification, rhesus macaque (*Macaca mulatta)* subjects were used, given that they display behavioral diversity which mirrors individual differences in human drinkers^31^, as well as homology to humans in genetic sequence^32^ and neural circuit architecture^33,34^. Following an induction protocol, subjects were allowed to self-administer alcohol under continuous access conditions for 12 months, followed by three one-month abstinence periods interspersed with three-month periods of re-access to alcohol. At the end of the third and final abstinence period, real-time dopamine release kinetics and inhibitory regulation by axonal kappa opioid receptors were measured directly via ex vivo fast-scan cyclic voltammetry in the NAc core (17 alcohol drinkers, 11 calorically yoked or housing controls). The findings of the voltammetry experiments included 1) that dopamine transporter and kappa opioid receptor plasticity persisted into protracted abstinence, 2) that changes in evoked dopamine release magnitude did not persist, except at the extremes of the input/output curve, 3) that G protein signaling was both necessary and sufficient for kappa opioid receptor inhibitory control of axonal dopamine release but did not account for alcohol-induced supersensitivity, 4) that kappa opioid receptor co-activation was necessary for corticotropin-releasing factor (CRF) receptor-mediated inhibition of dopamine release but was not altered by drinking history, and 5) that dynorphin release probability, measured using a time-resolved readout, was increased in protracted abstinence.

To probe mechanisms that may underly functional differences observed by fast-scan cyclic voltammetry, bulk RNA-sequencing of the VTA was conducted to measure gene expression upstream of dopamine terminals. Given the involvement of the mesolimbic system in addiction-related behaviors, we hypothesized that chronic alcohol consumption and abstinence would result in robust changes in VTA gene expression, and that plasticity in dopamine terminal function would be related to changes in the expression of dopamine-specific genes. Contrary to our hypothesis, we found zero differentially expressed genes in the VTA between drinkers and controls and minimal evidence for any network-level dysregulation. Unexpectedly, within-subject correlations between fast-scan cyclic voltammetry measures, such as release magnitude and rate of reuptake, and the expression of genes encoding for proteins thought to be functionally involved, such as D2-type autoreceptors and dopamine transporter, showed that VTA transcript expression and NAc function are often decorrelated in controls. Further, relationships between expression and function are experience-dependent, as drinking resulted in the emergence or change in directionality of many transcript × function relationships. These findings directly call into question the common assumption that transcriptional expression is positively correlated with functional outputs of the encoded proteins – instead, we show that the existence and directionality of these relationships are highly plastic and cannot be assumed. Together, this work probes the complex and dynamic relationships between function and gene expression and demonstrates multiple plasticity mechanisms by which chronic alcohol consumption and abstinence modulate the mesolimbic dopamine circuit.

## Results

### Subjects displayed wide individual difference in alcohol consumption

With the goal of translationally modeling human alcohol consumption and relapse, a drinking protocol was devised such that intake was voluntary, alcohol was available for prolonged periods, and macaques had access to alcohol restored after periods of forced abstinence^31,35–40^. Briefly, 17 alcohol drinking rhesus macaques underwent a schedule-induced polydipsia procedure to initiate voluntary alcohol consumption, followed by 12 months of 22 hours/day open access drinking, a month of forced abstinence, 3 months of open access alcohol reintroduction, a month of forced abstinence, 3 months of open access alcohol reintroduction, and one month of forced abstinence at the end of which subjects were necropsied (Fig. 1A). Through this protocol, individual differences emerged in average alcohol intakes (g/kg) during the first open access period (Fig. 1B), and both reintroduction periods (Fig. 1C), as well as the sum total of lifetime alcohol consumption (Fig. 1D). Blood was collected longitudinally over the course of alcohol access periods and assayed for blood alcohol concentration, which strongly correlated with the subject’s alcohol consumption during the collection day (Fig. 1E). Experiments were performed in two cohorts of subjects which each contained controls and drinkers, and did not differ in alcohol consumption levels (see Methods and Fig. S1A–D), body weight, or age (Fig. S1E, F). Immediately following necropsy, the brain was blocked into sections including the NAc and the VTA^41^. The NAc was kept under physiological conditions for live ex vivo slice recordings whereby fast-scan cyclic voltammetry was used to measure sub-second dopamine release dynamics and probe multiple aspects of dopamine terminal function. The VTA, taken from the same subjects, was flash frozen and subsequently bulk RNA-sequencing was used to probe upstream alcohol-induced changes in transcription. Altogether, this design allowed for the investigation of how chronic drinking and protracted abstinence alter presynaptic dopamine terminal function in the NAc core as well as transcriptional changes in the VTA. A unique feature of this within-subject design is the ability to assess relationships between endogenous gene expression in the midbrain soma and functional measurement of axonal dopamine release, reuptake, and regulation (Fig. 1F).

**Fig. 1:**
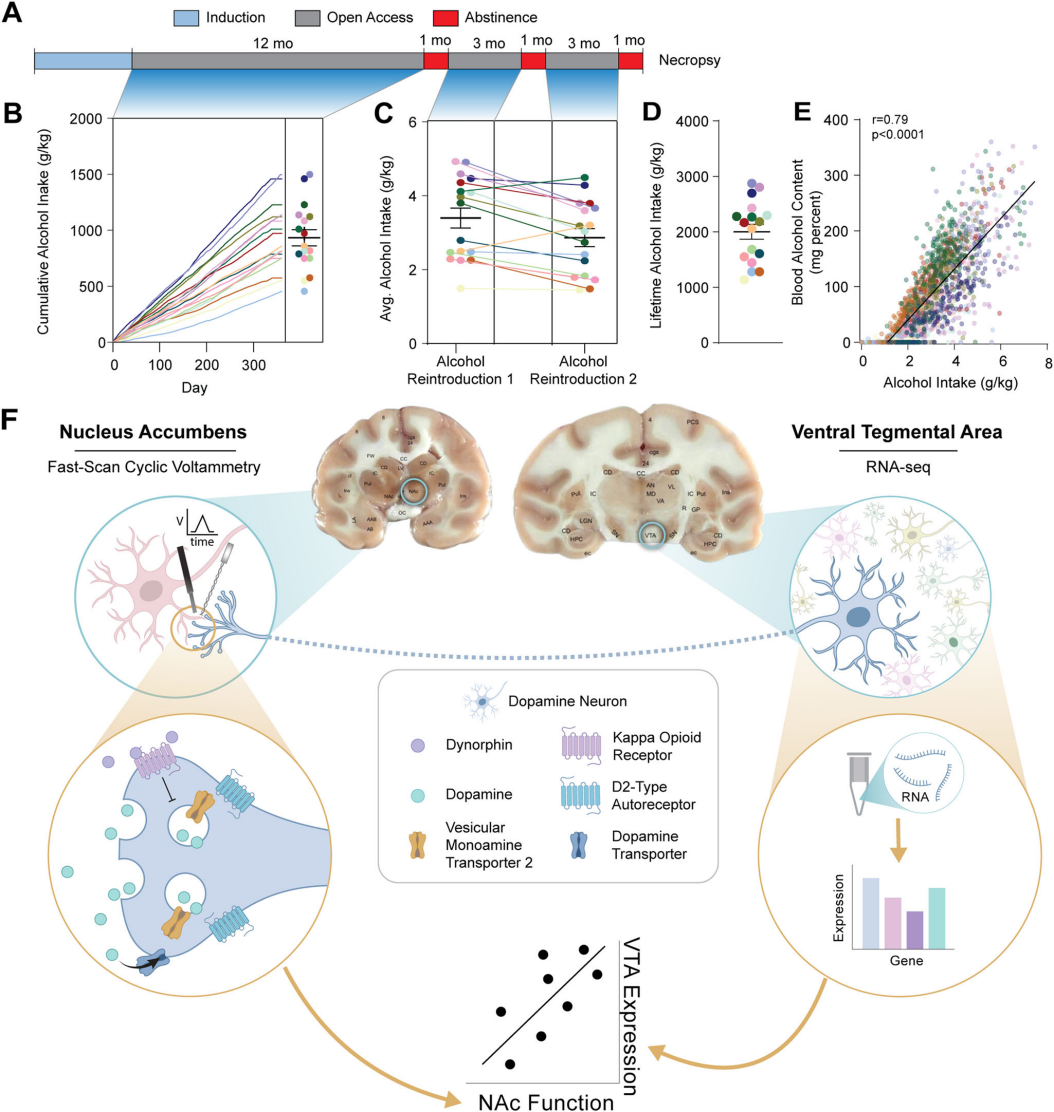
Diagram of experimental design and rationale. **A** Rhesus macaques (17 alcohol and 11 calorically yoked or housing controls) underwent a drinking (or housing control) protocol designed to uncover individual differences in drinking phenotypes between subjects. Briefly, a schedule induced polydipsia procedure was used to induce voluntary alcohol consumption, followed by 12 months of 22 hour/day open access drinking, a month of forced abstinence, 3 months of open access alcohol reintroduction, a month of forced abstinence, 3 months of open access alcohol reintroduction, and one month of forced abstinence at the end of which subjects were necropsied. **B**–**E** Drinking data from each epoch of the self-administration paradigm is shown, with color indicating the same subject throughout. **B** Cumulative alcohol intake was calculated over the first period of open access. **C** Average daily alcohol intake during each of the two alcohol reintroduction periods. **D** Lifetime intake in g/kg was calculated for each of the 17 alcohol-exposed subjects. **E** Blood alcohol concentration (in milligram percent [i.e. mg/dL]) was collected weekly, 7 hours after session start, for each subject and was strongly positively associated with the alcohol intake on the same day (two-tailed Pearson’s correlation). **F** After necropsy, the brain was blocked in coronal sections including the nucleus accumbens (NAc) core and the ventral tegmental area (VTA); dopamine dynamics were recorded from the NAc with fast-scan cyclic voltammetry, and gene expression from the upstream VTA region was assessed via bulk RNA-seq. Stimulation parameters and pharmacological manipulations were used to assess different features of dopamine terminal release in the NAc. These effects were then correlated with gene expression measures from the VTA to assess the relationship between terminal function and upstream transcription. Unless otherwise indicated, values indicate mean ± SEM. (drinkers: *n* = 17) Created in BioRender. Siciliano, C. (2025) https://BioRender.com/l92m987.

### Protracted abstinence from chronic drinking results in minimal transcriptional perturbation in the VTA

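RNA was sequenced from tissue of the ventral tegmental area (VTA), the midbrain region that holds the cell bodies of mesolimbic dopamine neurons, in 17 rhesus macaques that had drunk alcohol voluntarily and 11 controls, with 1 library per animal. Cohort 1 held 8 drinkers and 8 controls, and cohort 2 held 9 drinkers and 3 controls. The authors trimmed the reads with Trimgalore, quantified them with Salmon against the macaque genome Mmul_10, and deposited a table of estimated counts without normalization. The table has 16886 entries, of which 1 has no gene symbol and was left out, and each of the others is 1 Ensembl transcript identifier with 1 gene symbol, so the value of a gene is here the count listed for that transcript. Counts were rounded to whole numbers, after which 1309 transcripts had no count in any animal. Totals ranged from 12303977 to 27338712 counts per animal in controls, with a median of 22339445, and from 14338586 to 26743045 in drinkers, with a median of 21701278. Transcripts with at least 5 counts in at least 3 animals were kept, following the filter in the paper's methods, which left 13769. Drinkers and controls were compared by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, while principal components and modules used variance stabilized counts from DESeq2. In simulated counts of the same size with known changes in 200 transcripts, this test recovered 165 of them (82.5%), along with 29 other transcripts. The simulated changes were all of the same size, in transcripts that were not rare. They were far larger than the log2 fold change of −0.34 of VAPB, the transcript with the lowest p. Recovery of changes that small was not simulated. A change of normalization, filter or test could alter which transcripts pass, and each was varied.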

To search for potential mechanisms mediating long-term neuronal dysregulation induced by cycles of chronic alcohol consumption and abstinence, full transcriptomic RNA-sequencing was conducted on VTA tissue, which houses the somatic compartment of the mesolimbic dopamine circuit, following the alcohol self-administration procedure described above. Given the persistence of aberrant behaviors associated with heavy drinking, and the large body of work implicating the mesolimbic dopamine system in alcohol-related behaviors, we hypothesized that transcriptional networks, and dopamine neuron-specific genes in particular, would be markedly dysregulated following abstinence from chronic drinking. In stark contrast to our hypothesis, differential expression analysis showed that, following Benjamini-Hochberg false discovery rate adjustment, zero genes were differentially expressed between drinkers and controls (Fig. 2A). Also contrary to our hypothesis, but corroborating the lack of differential gene expression, dimensionality reduction via principal component analysis did not produce appreciable segregation between drinkers and controls across pairwise visualizations of the top five principal components (Figs. 2B, S2). This suggests that long periods of abstinence were not characterized by gross changes in the expression of individual genes in the VTA.

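Of the 13769 transcripts tested between 17 drinkers and 11 controls, 0 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and the lowest adjusted p was 0.517. An unadjusted p under 0.05 was found for 629 transcripts, which is 4.57% of those tested. The lowest unadjusted p-values belonged to VAPB, STMN1, MAP3K5, CASK and CADM2, each with an adjusted p of 0.517. VAPB (ENSMMUT00000101899.1) lies on chromosome 10 of Mmul_10 from 93559454 to 93621340, and its normalized count was 585 ± 76.5 (SD, n = 17) in drinkers and 738 ± 96.1 (SD, n = 11) in controls, a log2 fold change of −0.34 (standard error 0.075). STMN1 (ENSMMUT00000000943.4, chromosome 1 from 198894363 to 198900765) had 135 ± 87.7 normalized counts (SD, n = 17) in drinkers and 36.8 ± 18.4 (SD, n = 11) in controls, a log2 fold change of 1.85 (standard error 0.42). In cohort 1 the STMN1 counts of drinkers ran from 163 to 262 and those of controls from 14 to 66, while all cohort 2 animals lay between 5 and 102. CADM2 (ENSMMUT00000000846.3, chromosome 2 from 185956279 to 187037122) had a log2 fold change of 0.51 (standard error 0.12). MAP3K5 was listed at 0 in 19 of the 28 animals and CASK in 22, so their fold changes are not given. Among the transcripts marked in Fig. 2A, HYOU1 had a log2 fold change of 0.02 (standard error 0.062), PDCD2 of 0.13 (standard error 0.11) and COPS3 of −0.22 (standard error 0.65), each with an adjusted p of 1.0, and the sign of each changed under at least 1 alternative. PPFIA1 was at 0 in 23 animals and KDM3A in all 28. DESeq2's Wald test moved the count most among fits to all animals, to 11 transcripts, of which 8 were at 0 in at least 22 animals. Within cohort 1 alone, 5 transcripts passed and 1330 had an unadjusted p under 0.05, and within cohort 2 alone 0 passed and 481 did.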

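The top 5 principal components of the variance stabilized counts held 13.2%, 8.23%, 7.95%, 6.38% and 5.96% of the variance between the 28 animals. On the first component, drinkers scored 0.294 ± 7.69 (SD, n = 17) and controls −0.454 ± 5.87 (SD, n = 11), a difference far smaller than the spread between animals. Two-sided permutation tests of the group difference on the 5 components gave p-values from 0.242 to 0.784, and the lowest value after Benjamini-Hochberg adjustment was 0.488. The cohorts, by contrast, differed on the first component (permutation test, p = 0.014, not adjusted). Within cohort 1, the groups lay farthest apart on its second component, with scores of 3.91 ± 5.89 (SD, n = 8) in drinkers and −3.91 ± 5.72 (SD, n = 8) in controls (permutation test, p = 0.0181, adjusted p = 0.0906 over the 5 components). Cohort 2 held only 3 controls and was not tested alone.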

**Fig. 2:**
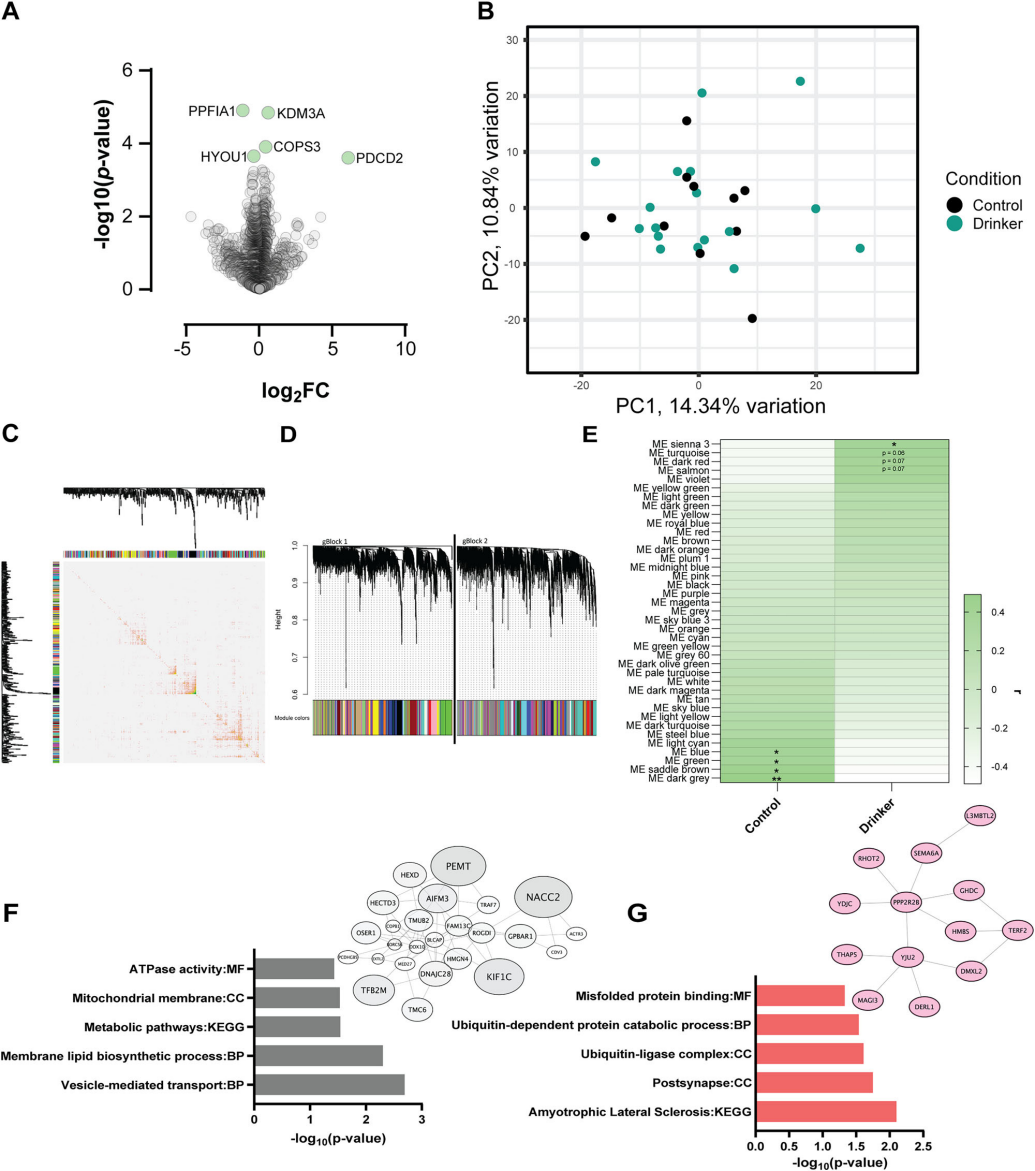
Minimal changes to the expression of individual genes or coexpression networks in midbrain following chronic alcohol intake and protracted abstinence. Deep sequencing was performed on the ventral tegmental area (VTA) from 28 macaques (paired-end 150 bp, roughly 150 million read pairs per sample). Reads were aligned to the *Macaca mulatta* genome (Mmul_10) and read counts were calculated and normalized for each subject. **A** A volcano plot of gene expression showing log_2_(fold change) between drinkers and controls and the raw p-value. After Benjamini Hochberg FDR <0.05 correction of p-values, zero genes were significantly different between drinkers and controls. While no genes passed false-discovery rate correction, the transcripts with the five lowest *p* values are labeled and highlighted in green. **B** Dimensionality reduction via principal component analysis did not produce appreciable segregation between drinkers and controls across pairwise visualizations of the top 2 principal components. **C** Adjacency plot of weighted co-expression between the top 500 genes defining modules after WGNA analysis. **D** Tree dendrogram of weighted gene co-expression. Module eigengenes that reached a threshold of 0.99 or above were included for network analysis. **E** Heatmap showing module-trait relationships by group from WGCNA analysis. Color axis indicates Pearson’s *r* value. **F** Genes and connectivity, and significant GO terms of interest of the *dark grey* module most correlated with controls. **G** Genes and connectivity, and significant GO terms of interest of the *sienna 3* module most correlated with alcohol drinkers. All statistical tests were two-tailed. (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001) (controls: *n* = 11; drinkers: *n* = 17).

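The deposited counts sum to far less per animal than the roughly 150M read pairs that the paper states, and all values given here use the deposited counts. Transcripts of the mitochondrial genome held a median of 46.3% of the counts in controls and 49.1% in drinkers. The 10 most abundant transcripts of each animal together held a median of 45.9% in controls and 48.5% in drinkers. In cohort 1, total counts averaged 21670000 ± 4180000 (SD, n = 8) in drinkers and 21320000 ± 5120000 (SD, n = 8) in controls, a difference smaller than the spread between animals (two-sided exact permutation test, p = 0.882). The mitochondrial share in cohort 1 was 49.0% ± 6.69 (SD, n = 8) in drinkers and 48.4% ± 9.09 (SD, n = 8) in controls (two-sided exact permutation test, p = 0.895).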

To evaluate whether transcriptional differences were maintained within networks of co-expressed genes, a weighted gene correlation network analysis was conducted^42^ (Fig. 2C, D). This analysis allows for the clustering of co-expressed genes into network modules, without a priori information of gene function^43^ (Supplemental Dataset 1). 

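Supplemental Dataset 1 gives 39 gene lists, among them the grey set of genes placed in no module, and together they name 9152 genes. Of these, 8533 passed the count filter. The network itself was not rebuilt, and the lists were used as the paper gives them. The eigengene of each list was taken as the first principal component of its genes' variance stabilized counts after scaling, signed to rise with the mean of those genes. It was correlated with group, drinkers as 1 and controls as 0, with 100000 permutations and Benjamini-Hochberg adjustment over the 39 lists. In simulated data without co-expression, every gene of 3 modules was shifted strongly in drinkers, and all 3 were recovered and 0 others were called. So strong a shift sets the eigengene by itself. The check covers the calculation only and does not show how weak a shift could be found in real modules.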

Through this analysis, we found 4 modules that were correlated with the control condition, and one module correlated with having a history of alcohol self-administration (Fig. 2E). 

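None of the 39 eigengenes correlated with group past an adjusted p of 0.05 over 28 animals (0 of 39), and 3 did at an unadjusted p under 0.05. The darkgrey eigengene was lower in drinkers, with a Pearson's r of −0.465 (two-sided permutation test, p = 0.0135, adjusted p = 0.409) and a Spearman's rho of −0.439 (permutation p = 0.0232). The green eigengene was lower in drinkers as well (r = −0.381, permutation p = 0.0457; rho = −0.376, permutation p = 0.0537), and violet was higher (r = 0.41, permutation p = 0.0304; rho = 0.349, permutation p = 0.0727), both with an adjusted p of 0.409. So 2 modules were higher in controls and 1 was higher in drinkers at the unadjusted threshold. With each animal left out in turn, r of darkgrey stayed between −0.514 and −0.412. Given cohort as a covariate, 1 eigengene passed the adjusted threshold, that of lightcyan (partial r = 0.577, adjusted p = 0.0472). The sign of the lightcyan eigengene depended on the scale of expression, with r = 0.366 over 28 animals on variance stabilized counts and −0.364 on log2 CPM, so no direction is given for it.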

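The darkgrey list names 109 genes, of which 105 passed the count filter, and its eigengene held 31.6% of their variance. The eigengene was −2.12 ± 5.16 (SD, n = 17) in drinkers and 3.28 ± 5.26 (SD, n = 11) in controls. KIF1C, which encodes a kinesin and lies on chromosome 16 of Mmul_10 from 4846282 to 4872330, was listed at a count of 0 in all 28 animals and gave no value. DDX10, an RNA helicase gene on chromosome 14 from 101899033 to 102172887, had 442 ± 60.4 normalized counts (SD, n = 17) in drinkers and 407 ± 54.9 (SD, n = 11) in controls. Its log2 fold change was 0.11 (standard error 0.084, adjusted p = 1.0 from edgeR's quasi-likelihood test). Across the 28 animals, DDX10 expression ran against the eigengene of its own module, with r = −0.482 (two-sided permutation test, p = 0.00964) and rho = −0.373 (permutation p = 0.0505), and r was −0.269 (permutation p = 0.186) without the 2 animals farthest from its median expression.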

Using gene ontology analysis, the module most correlated with controls, *dark grey*, was enriched for pathways including vesicle-mediated transport, such as the kinesin-like protein, KIF1C, and ATPase activity, such as probable ATP-dependent RNA helicase 10, DDX10 (Fig. 2F). 

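The sienna3 list, shown as sienna in the paper's text, names 47 genes, of which 45 passed the count filter. Its eigengene was −0.937 ± 3.86 (SD, n = 17) in drinkers and 1.45 ± 3.64 (SD, n = 11) in controls. The correlation with group was thus negative, r = −0.305 (two-sided permutation test, p = 0.115, adjusted p = 0.409) and rho = −0.303 (permutation p = 0.123). With the mean z-score of the genes in place of the eigengene, r was 0.109. SEMA6A, a semaphorin gene on chromosome 6 of Mmul_10 from 114078830 to 114212491, had 389.5 ± 266 normalized counts (SD, n = 17) in drinkers, 4 of which were at 0, and 411 ± 199 (SD, n = 11) in controls. Its log2 fold change of −0.08 (standard error 0.65) lay within the error. SEMA6A followed the eigengene across animals with r = 0.536 (permutation p = 0.00302) and rho = 0.63 (permutation p = 0.00047), and r was 0.491 (permutation p = 0.0108) without the 2 animals farthest from its median expression.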

The module *sienna*, most correlated with alcohol drinkers, was enriched for genes involved in the postsynapse, such as semaphorin 6 A (sema6a) and misfolded protein binding, among others (Fig. 2G). From this data, we concluded that there were minimal global changes in gene expression within the VTA that were induced by repeated cycles of chronic alcohol drinking and long-term abstinence and thus, behavioral effects of abstinence are likely maintained through mechanisms beyond up- or downregulation of specific genes or networks.

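Within the 16 animals of cohort 1, 6 of the 39 eigengenes differed between drinkers and controls past an adjusted p of 0.05, and 11 did at an unadjusted p under 0.05. After a correction for the GC content of transcripts, chosen after these values were seen, 0 passed (lowest adjusted p = 0.139) and 7 had an unadjusted p under 0.05. The darkgrey eigengene had r = −0.709 in cohort 1 (permutation test, p = 0.00298, n = 8 and 8) and r = 0.121 in cohort 2 (permutation test, p = 0.714, n = 9 and 3). For green the values were −0.682 and 0.0562, and for lightcyan, whose sign depends on the scale of expression, 0.763 and −0.14. The difference between the cohorts was not tested for modules. From the absence of differentially expressed genes, the lack of separation on the principal components and the small number of correlated modules, the paper concludes that drinking and abstinence brought minimal global changes in VTA expression, and it proposes that the behavioral effects are kept up by mechanisms other than up- or downregulation of single genes or networks.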

### Alcohol consumption constrains dynamic range of accumbal dopamine release and augments reuptake rate

In parallel, we sought to assess if functional alterations in accumbal dopamine terminals were present in these subjects. Voltammetric detection of extracellular dopamine concentration was used to monitor evoked release and reuptake kinetics in real-time in ex vivo brain slices^44^. We first assessed the excitability of dopamine terminals by comparing release magnitude across a range of stimulation intensities (50-900 µA, single pulse, 4 ms, monophasic stimulations) (Fig. 3A). We found that, while groups displayed similar EA_50_ values (Excitatory Amplitude 50, or the stimulation amperage required to produce a half-maximal excitatory dopamine response), the relationship between stimulation intensity and dopamine release was altered by alcohol history such that drinkers showed decreased dopamine release evoked by high intensity stimulations. Further, chronic drinking and abstinence resulted in decreased dynamic range of dopamine release, as measured by the differential between the upper and lower plateaus of the input-output curve (Fig. 3B–D). For the remainder of experiments, release was evoked by 350 µA stimulations, near the shared EA_50_ for drinkers and controls (Fig. 3E).

**Fig. 3:**
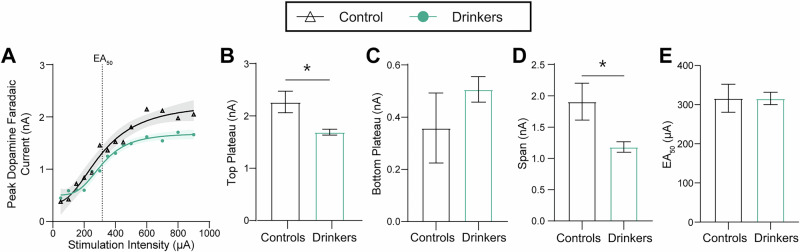
Chronic voluntary alcohol consumption retricts dynamic range of accumbal dopamine release. **A** An input-output curve showing the peak dopamine release (nA) evoked by single pulse stimulations across ascending intensities (50–900 µA). Curves were fit with a 4-parameter sigmoidal regression, and best-fit values are shown with 95% confidence band and half-maximal excitatory amperage (EA_50_) indicated (controls: EA_50_ = 316.4 µA; drinkers: EA_50_ = 315.9 µA). **B**–**D** Comparison of best-fit values between drinkers and controls. **B** Subjects with ethanol history have an attenuated upper asymptote compared to controls, indicative of decreased maximal dopamine release magnitude (unpaired *t*-test; *t*_26_ = 2.710, *p* = 0.0118). **C** There is no difference between groups at the bottom of the curve plateau (unpaired *t*-test; *t*_26_ = 1.033, *p* = 0.3110). **D** Drinkers show a decreased span of the input-output curve [upper plateau minus lower plateau] compared to control subjects suggesting a lower dynamic range of dopamine release (unpaired *t*-test; *t*_26_ = 2.365, *p* = 0.0258). **E** There was no difference in the EA_50_ between drinkers and controls (unpaired *t*-test; *t*_26_ = 0.01, *p* = 0.99). (controls: *n* = 3; drinkers: *n* = 7) All statistical tests were two-tailed and values indicate mean ± SEM. (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001).

Evidence suggests that ongoing alcohol intake produces a hypodopaminergic state through increased activity of inhibitory presynaptic regulators, including increased rate of dopamine reuptake from the extracellular space through augmented DAT efficiency^21,22,25,26,28–30^, but whether this effect is maintained throughout protracted abstinence from voluntary alcohol drinking remains untested. One pulse stimulations (350 µA, 4 ms, monophasic) were used to evoke dopamine release (Fig. 4A). Observed peak dopamine concentrations are a product of the amount of dopamine released and the rate of ongoing dopamine reuptake, parameters which can be dissociated using Michaelis-Menten modeling. Using this approach, we found no group difference in dopamine release evoked by a 350 µA stimulation (Fig. 4B). However, maximal rate of dopamine reuptake (V_max_) was increased in subjects with a history of chronic alcohol self-administration (Fig. 4C). These results are consistent with a hypodopaminergic state^45–47^, which is consistently observed in the mesolimbic system of humans with AUD and thought to be critical to symptomatology^48–52^, and provide evidence that this state persists in prolonged abstinence.

**Fig. 4:**
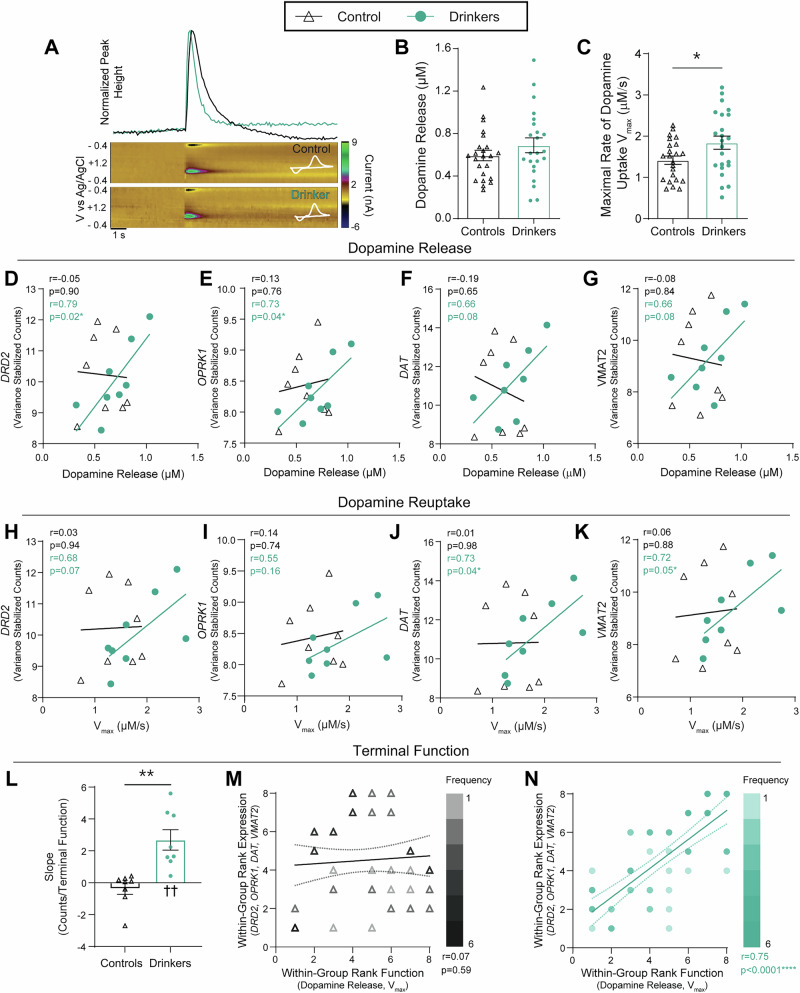
Chronic drinking induced long-lasting changes in dopamine reuptake concomitant with synchrony between upstream transcription and downstream dopamine release dynamics. **A** Representative normalized concentration versus time traces, pseudo-color plots, and current by voltage traces for a drinker and a control subject. **B** There was no difference in dopamine release between drinkers and controls (unpaired *t*-test; *t*_44_ = 1.13, *p* = 0.2647). **C** Alcohol history increased the rate of dopamine reuptake (V_max_) (unpaired *t*-test; *t*_44_ = 2.239, *p* = 0.0302). **D**–**K** The best-fit linear regression is plotted and Pearson’s correlation coefficient *r* and *p* values are reported as an inset. Covariance between expression and function emerged following drinking: *r* values of 0.6 or greater were observed for **(D)** the dopamine receptor 2 (*DRD2*), **(E)** the kappa opioid receptor (*OPRK1*), **(F)** the dopamine transporter (*DAT*), **(G)** and the vesicular monoamine transporter 2 (*VMAT2*). **H** For *DRD2*, there was a trend towards a positive correlation between gene expression and V_max_ in drinkers, not controls. **I** Expression of *OPRK1* was not correlated with V_max_ in either group. V_max_ and transporter expression did not correlate in controls, but in drinkers, V_max_ showed a positive correlation with the expression of *DAT* **(K)** and *VMAT2* (**J**). **L** The mean slope of gene expression over terminal function was greater in drinkers (unpaired *t*-test; *t*_14_ = 4.14, *p* = 0.001). The mean slope differed from zero in drinkers (one sample *t*-test; t_7_ = 4.18. *p* = 0.004), but not in controls (one sample *t*-test; t_7_ = 1.01, *p* = 0.35). **M**, **N** The best-fit linear regression is shown with a 95% confidence band. Inset: Spearman’s *r*- and *p*-values. **M** There was no correlation between expression of homosynaptic regulators and terminal release in control subjects. **N** Alcohol history induced a positive correlation between gene expression and function. All statistical tests were two-tailed and unless otherwise indicated, values indicate mean ± SEM. (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001, ^††^*p* ≤ 0.01 vs 0) (controls: *n* = 8 [23 slices]; drinkers: *n* = 8 [23 slices]).

### Chronic drinking induces intercompartmental synchrony between somatic transcription and axonal dopamine dynamics

We next asked how these persistent changes in dopamine terminal function were maintained through abstinence, considering that the abstinence period is 5-10 fold longer than the biological half-life/turnover rate of the dopamine transporter protein (3-6 days)^53,54^, and it can therefore be reasonably assumed that none of the dopamine transporters present in the brain at this point have ever interacted directly with alcohol or its metabolites. To address this question, we assessed the within-subject relationship between dopamine terminal function in the NAc and the upstream expression of genes known to encode for regulators of dopamine release and reuptake localized on accumbal dopamine terminals arising from the VTA. Thus, dopamine release (Fig. 4D–G) and V_max_ (Fig. 4H–K) were correlated with the VTA expression of a priori selected genes encoding for: the D2-type dopamine autoreceptor (*DRD2;* ENSMMUG00000014334), the kappa opioid receptor (*OPRK1*; ENSMMUG00000065247), the dopamine transporter (*SLC6A3;* ENSMMUG00000005198; referred to throughout by the gene alias *DAT*), and the vesicular monoamine transporter-2 (*SLC18A2;* ENSMMUG00000014817; referred to throughout by the gene alias *VMAT2*). 

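These correlations use the 16 animals of cohort 1, 8 drinkers and 8 controls, in which both VTA expression and dopamine terminal function were measured. Fast-scan cyclic voltammetry records dopamine evoked by electrical stimulation in slices of the nucleus accumbens (NAc), and each animal's dopamine release and Vmax, the maximal rate of reuptake, were taken from the paper's Source Data. Median total counts per animal were 21858617 in these drinkers and 22379693 in these controls. Expression was computed from the deposited counts as variance stabilized counts over all 28 animals. Across the 16 animals, these values followed the expression values in the paper's Source Data with an r of at least 0.995 for 8 of 10 genes, but with r = 0.756 for DRD2 and r = 0.77 for ARRB1. Within each group, Pearson's r and Spearman's rho were given two-sided exact permutation p-values over all pairings of the 8 animals, which are numbered 1 to 8 within each group in ascending order of animal number, and Benjamini-Hochberg adjustment covered the 32 correlations of 8 genes with release and Vmax in both groups. Each r was computed again without the 2 animals farthest from the group's median expression. The difference between the groups' correlations was tested with 100000 permutations of the group labels. All 16 animals belong to 1 cohort, so the cohorts do not enter.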

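On Mmul_10, DRD2 lies on chromosome 14 from 106549673 to 106616381, OPRK1 on chromosome 8 from 53869933 to 53895542, DAT on chromosome 6 from 1339149 to 1388879 and VMAT2 on chromosome 9 from 117717367 to 117756390. In cohort 1, DRD2 had 473 ± 603 normalized counts (SD, n = 8) in drinkers and 569 ± 591 (SD, n = 8) in controls. Over both cohorts the listed DRD2 transcript was at a count of 0 in 5 animals, 3 drinkers and 2 controls, while OPRK1, DAT and VMAT2 had counts in every animal. The OPRK1 count was far lower, with 150.0 ± 108 normalized counts (SD, n = 8) in drinkers and 179 ± 145 (SD, n = 8) in controls. DAT and VMAT2 varied over a wider range, from 80 to 18395 counts for DAT and from 2 to 3448 for VMAT2 over the 28 animals. Variance stabilized DAT counts in controls fell into separate clusters, 4 animals between 10.2 and 10.4 and 4 between 12.5 and 13.9, so no correlation of DAT is given in controls.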

The receptors encoded by *DRD2* and *OPRK1* are G_i/o_ coupled GPCRs which are highly expressed on presynaptic dopamine terminals in the NAc core, and activation of either receptor results in decreased dopamine release and dopamine terminal excitability^55–57^. The expression of both *DRD2* and *OPRK1* in the VTA was surprisingly not correlated with dopamine release in the NAc in controls, but showed a positive correlation in drinkers (Fig. 4D–E). 

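In drinkers, DRD2 expression and dopamine release had a Pearson's r of 0.417 (two-sided exact permutation test, p = 0.311, adjusted p = 0.989, n = 8) and a Spearman's rho of 0.439 (exact p = 0.279). Without the 2 drinkers farthest from the median DRD2 expression, r was −0.476, so the positive value rested on those animals. In controls, r was −0.0152 (exact permutation p = 0.971) and rho −0.119 (exact p = 0.793). OPRK1 expression correlated with release in drinkers with r = 0.736 (exact permutation p = 0.0352, adjusted p = 0.298, n = 8) and rho = 0.762 (exact p = 0.0368). Without the 2 drinkers farthest from the median OPRK1 expression, r was 0.231, while it stayed between 0.542 and 0.812 with any single drinker left out. Leaving out the extremes also narrows the range of expression, which by itself lowers r, so the fall does not show that the relation rested on them. In controls, OPRK1 gave r = 0.133 (exact permutation p = 0.757) and rho = 0.0 (exact p = 1.0). The correlations did not differ between the groups past the spread, with permutation p-values of 0.39 for DRD2 (adjusted p = 0.662) and 0.218 for OPRK1 (adjusted p = 0.544).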

*DRD2* expression was also not correlated with V_max_ in controls but showed a trend toward a positive correlation in drinkers (Fig. 4H) and neither group showed a relationship between V_max_ and *OPRK1* expression (Fig. 4I). 

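For Vmax and DRD2, r was 0.284 in drinkers (two-sided exact permutation test, p = 0.488, n = 8) and 0.112 in controls (exact permutation p = 0.782, n = 8). Spearman's rho was 0.195 in drinkers (exact p = 0.652) and 0.0238 in controls (exact p = 0.977). The value in drinkers changed sign, to −0.419, without the 2 animals farthest from the median DRD2 expression, and without drinker 8 alone it was −0.0174. For Vmax and OPRK1, r was 0.549 in drinkers (exact permutation p = 0.148, adjusted p = 0.676; rho = 0.571, exact p = 0.151) and 0.136 in controls (exact permutation p = 0.754). It fell to 0.0278 in drinkers without the 2 animals farthest from the median OPRK1 expression. The difference between groups had a permutation p of 0.761 for DRD2 and 0.414 for OPRK1.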

The transporters encoded by *DAT* and *VMAT2* are enriched in dopamine-releasing neurons in the VTA and are responsible for the reuptake through the cytoplasmic membrane and the vesicular packaging of dopamine, respectively (Fig. 1E)^47,58,59^. Once again, only in drinkers, expression of the *DAT* and *VMAT2* transporter encoding genes in the VTA showed a trend toward a positive correlation with dopamine release (Fig. 4F, G) and were positively correlated with V_max_ (Fig. 4J, K). Thus, across these a priori genes of interest, variance stabilized read counts from the VTA and dopamine dynamics in the NAc did not correlate in control subjects, contrary to the canonical assumption that transcript expression is tightly related to protein expression and thereby function.

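In drinkers, dopamine release correlated with DAT expression with r = 0.702 (two-sided exact permutation test, p = 0.0516, n = 8; rho = 0.762, exact p = 0.0368) and with VMAT2 expression with r = 0.694 (exact permutation p = 0.0559; rho = 0.69, exact p = 0.0694). Vmax correlated with DAT with r = 0.724 (exact permutation p = 0.0426; rho = 0.81, exact p = 0.0218) and with VMAT2 with r = 0.705 (exact permutation p = 0.0539; rho = 0.833, exact p = 0.0154). Each of the 4 correlations had an adjusted p of 0.298 over the 32. Without the 2 drinkers farthest from the median expression of each gene, r with release fell to 0.177 for DAT and 0.114 for VMAT2, and r with Vmax to 0.516 and 0.532. The narrower range of expression can also give such a fall. With any single drinker left out, r with release stayed between 0.456 and 0.812 for DAT and between 0.48 and 0.842 for VMAT2. Without drinker 8, r of DAT with Vmax was 0.595, and without drinker 6 r of VMAT2 with Vmax was 0.949. In controls, VMAT2 gave r = −0.0593 with release (exact permutation p = 0.882, n = 8) and r = 0.0526 with Vmax (exact permutation p = 0.898). For VMAT2, the group difference had a permutation p of 0.133 with release and 0.143 with Vmax, each with an adjusted p of 0.458.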

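In the 8 controls, the 6 correlations of DRD2, OPRK1 and VMAT2 with release and Vmax had exact permutation p-values of 0.754 or more and adjusted p-values of 0.989. All 6 were below 0 once the 2 controls farthest from the median expression were left out, between −0.78 for OPRK1 with release (exact permutation p = 0.0792) and −0.0635 for VMAT2 with Vmax (exact permutation p = 0.878). A score of dopamine neuron content was taken as the first principal component of 13 dopamine neuron marker genes without the gene itself. Given this score as a covariate, all 6 were positive, from 0.218 for DRD2 with release to 0.738 for VMAT2 with Vmax (exact permutation p = 0.0417). VMAT2 followed the score in these controls with r = 0.992, so the last value rests on the little variation left. Here and below, p-values given the score permute residuals over all orders and are approximate. DAT is not included, because its control values fell into separate clusters.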

The a priori aim of the analyses described above was to assess how increased transcriptional expression might be driving persistent changes in dopamine reuptake throughout abstinence. Unexpectedly, these analyses revealed a striking pattern which was apparent across comparisons whereby the expression of individual genes appeared decorrelated with dopamine release and reuptake in controls, but displayed synchrony between expression and function in animals with a history of alcohol use. Indeed, a comparison of the slopes of the linear regressions for each group revealed that a history of alcohol intake and abstinence increased the mean slope compared to controls (Fig. 4L). 

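In drinkers, all 8 correlations of DRD2, OPRK1, DAT and VMAT2 with release and Vmax were positive, and 7 of them stayed positive whichever animal was left out. The exception was DRD2 with Vmax.

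**Figure D1:**
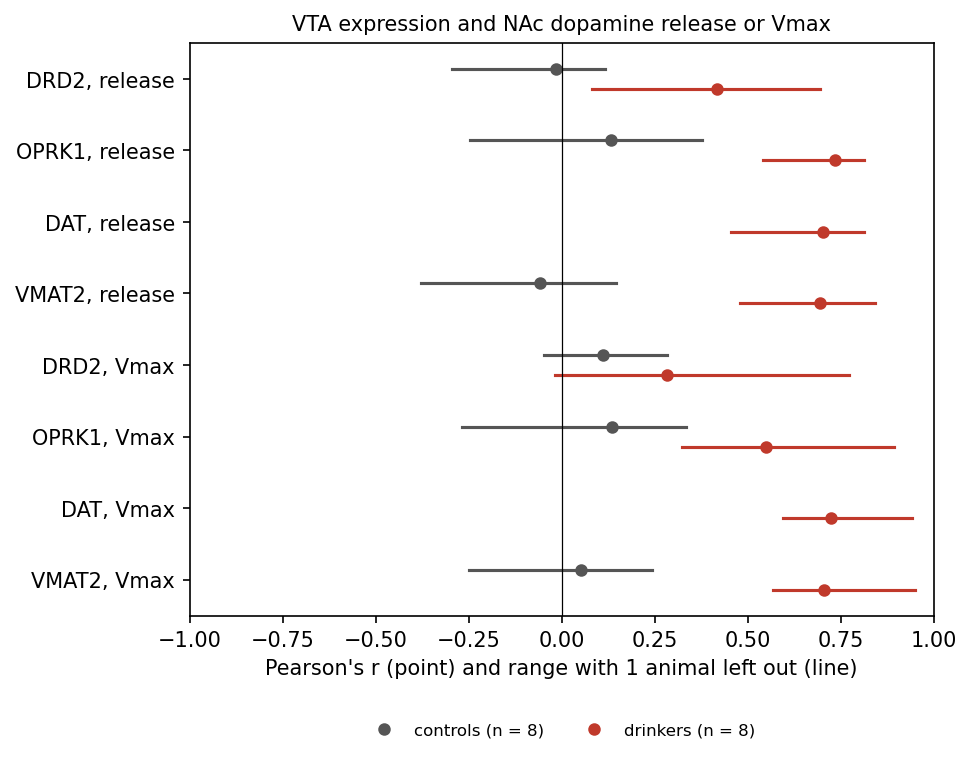
Pearson's r (horizontal axis, no unit) between VTA expression and NAc dopamine release or Vmax for 4 genes, in 8 drinkers (red) and 8 controls (grey). Points are r over all 8 animals, lines span the lowest to the highest r with 1 animal left out, and DAT is not drawn in controls because its expression falls into 2 clusters; the drinkers' points lie between 0.284 and 0.736 and the controls' between −0.0593 and 0.136.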

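The 8 slopes of a group come from the same 8 animals, so whole animals were permuted here and the mean of the 8 correlations was compared in place of the mean slope. The mean was higher in drinkers by 0.581, a difference that did not exceed the spread under permutation of the group labels (two-sided permutation test, 100000 resamples, p = 0.219). The alternative that moved it most was a partial correlation given the dopamine neuron marker score, under which the difference was −0.263 (permutation p = 0.229).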

Further, comparison within each group revealed that drinkers showed a positive mean slope, whereas the mean slope for controls did not differ from zero (Fig. 4L). This pattern raises the intriguing possibility that cycles of alcohol use and abstinence may alter the fundamental relationship between somatic transcriptional activity and axonal function independent of changes, or lack thereof, in transcript expression levels. 

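The mean correlation was 0.601 in drinkers (two-sided exact permutation of expression profiles against function profiles, p = 0.0522, n = 8) and 0.0209 in controls (exact permutation p = 0.953, n = 8). In controls its sign changed without control 1, to −0.283, and without control 5, to −0.179, and given the dopamine neuron marker score it was 0.322 (exact permutation p = 0.0457). In drinkers the mean rose to 0.796 (exact permutation p = 0.00992) without drinker 6 and was 0.379 (exact permutation p = 0.271) without drinker 8. It was 0.0879 (exact permutation p = 0.793) without the 2 drinkers farthest from the median expression of each gene, which can be different animals for different genes. Given the marker score it was 0.0596 (exact permutation p = 0.728).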

To explore this possibility, data were transformed to a within-group rank order for each dependent variable. Thus, each subject was assigned a value from 1 to 8 denoting lowest to highest expression for each of the 4 transcripts, paired with a 1 to 8 value indicating rank order of V_max_ and a 1 to 8 value indicating rank order of dopamine release magnitude. This allowed all 8 correlations (64 total x-y pairs per group) to be plotted and analyzed in a single coordinate plane with rank-expression on the y-axis and rank-function on the x-axis. Overall, there was no discernable relationship between gene expression and function in controls, with an *r*-value approaching zero (Fig. 4M). On the other hand, there was a strong positive relationship, indicating tight synchrony between gene expression and terminal function, after chronic alcohol consumption and abstinence (Fig. 4N).

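In controls, the 64 pairs of ranks correlated with a coefficient of 0.0327 (two-sided exact permutation of animals, p = 0.931, n = 8). The coefficient changed sign without control 1, to −0.348, as it did without control 2 or control 5. Given the dopamine neuron marker score it was 0.366 (exact permutation p = 0.0357).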

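In drinkers, the 64 pairs of ranks correlated with a coefficient of 0.633. The pairs come from 8 animals, and with the animal as the unit permuted over all orders the two-sided exact p was 0.0255. Without the 2 drinkers farthest from the median expression of each gene the coefficient was 0.285 (exact permutation p = 0.368). Without drinker 2 or drinker 8 it was 0.519 (exact permutation p = 0.0786 for each), and without drinker 4 it was 0.561 (exact permutation p = 0.0972). Given the dopamine neuron marker score it fell to 0.0952 (exact permutation p = 0.502). The coefficient was higher than in controls by 0.60, a difference within the spread under permutation of the group labels (permutation p = 0.161). On the paper's Source Data expression values, used only after the results were seen, the coefficient in drinkers was 0.753 (exact permutation p = 0.00898). From the positive rank relation in drinkers, the paper concludes that expression and terminal function are in tight synchrony after alcohol consumption and abstinence.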

Given the surprising, experience-dependent induction of intercompartmental synchrony between transcription and function, and the striking degree of similarity across the correlations in drinkers, we next sought to probe the veracity of these findings and test whether these relationships showed selectivity for the genes of interest. Thus, we next performed a secondary analysis on a set of genes selected *a posteriori*. This set was matched in size (4 transcripts) and type of encoded protein (2 GPCR encoding genes, and 2 solute carrier-family transporter encoding genes), but were selected based on known enrichment in non-dopamine releasing neurons within the VTA^58^. 

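On Mmul_10, the dopamine receptor genes DRD1 and DRD5 lie on chromosome 6 from 172866688 to 172871404 and on chromosome 5 from 8822532 to 8829969, the glutamate transporter gene VGLUT2 on chromosome 14 from 43185523 to 43227407 and the GABA transporter gene VGAT on chromosome 10 from 73985887 to 73990741. Both receptors had low counts. In cohort 1, DRD1 had 54.4 ± 24.7 normalized counts (SD, n = 8) in drinkers and 54.4 ± 23.9 (SD, n = 8) in controls, and DRD5 60.7 ± 26.1 and 61.2 ± 24.5 (SD, n = 8 each). The transporters had more, with 3607 ± 1952 and 2297 ± 1226 for VGLUT2 and 2142 ± 635 and 2044 ± 707 for VGAT (SD, n = 8 each). No cohort 1 animal was at 0 for any of the 4.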

Expression of the genes encoding for dopamine receptor 1 (*DRD1*; ENSMMUG00000005147), dopamine receptor 5 (*DRD5*; ENSMMUG00000002783), vesicular glutamate transporter 2 (*SLC17A6;* ENSMMUG00000020368; referred to throughout by the gene alias *VGLUT2*), and vesicular GABA transporter (*SLC32A1;* ENSMMUG00000003376; referred to throughout by the gene alias *VGAT*) was thus compared with dopamine release and reuptake using the same analyses as described above (Fig. S3A-H).

Importantly, we found that transcriptional expression of these *a posteriori*-selected genes within the VTA were poor predictors of downstream dopaminergic function within the NAc in both controls and drinkers, corroborating the relationships observed in drinkers for dopamine-regulating transcripts are unlikely to be epiphenomenological. 

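Of the 16 correlations of DRD1, DRD5, VGLUT2 and VGAT with release or Vmax, 1 had an exact permutation p under 0.05. In drinkers, r ranged from −0.532 for VGLUT2 with Vmax (two-sided exact permutation test, p = 0.189, n = 8) to 0.268 for DRD1 with release (exact permutation p = 0.532). In controls, apart from DRD5, r ranged from −0.0553 for DRD1 with Vmax (exact permutation p = 0.897, n = 8) to 0.258 for VGAT with Vmax (exact permutation p = 0.533). Spearman's rho lay between −0.357 and 0.476 in drinkers, with exact p-values of 0.243 or more.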

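DRD5 expression and dopamine release had r = 0.80 in the 8 controls (two-sided exact permutation test, p = 0.0144, adjusted p = 0.298 over 32 correlations) and rho = 0.81 (exact p = 0.0218). It stayed between 0.721 and 0.882 with each control left out in turn, and was 0.478 (exact permutation p = 0.325) without the 2 controls farthest from the median DRD5 expression. In drinkers r was −0.0747 (exact permutation p = 0.863, n = 8) and rho 0.0238 (exact p = 0.977). The difference between the groups had a permutation p of 0.0208, which was 0.333 after adjustment over 16 differences. For Vmax, DRD5 gave r = 0.518 in controls (exact permutation p = 0.195) and −0.0894 in drinkers (exact permutation p = 0.841).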

Across the *a posteriori*-selected gene set, there was only one positive correlation found: that between *DRD5* expression and dopamine release in controls (Fig. S3B) that was lost in drinkers. Further, the mean slope of the linear regressions did not differ from zero in both controls and drinkers (Fig. S3I). Likewise, when gene expression and terminal function were transformed to a within-group rank order, as described above, there was no correlation between rank expression and rank function in drinkers or controls (Fig. S3J-K). 

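The mean of the 8 correlations of this set was −0.0799 in drinkers (two-sided exact permutation of animals, p = 0.647, n = 8) and 0.226 in controls (exact permutation p = 0.389, n = 8). The difference of −0.306 lay within the spread (permutation test of the group labels, p = 0.284). Both means were close enough to 0 to change sign under single alternatives. The mean in drinkers was 0.022 without drinker 2, and that in controls was −0.176 without the 2 animals farthest from the median expression of each gene.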

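The coefficient over the 64 rank pairs was −0.0208 in drinkers (two-sided exact permutation of animals, p = 0.917, n = 8) and 0.158 in controls (exact permutation p = 0.566, n = 8). In drinkers, leaving out each animal in turn gave values from −0.143 to 0.0848. In controls the coefficient was −0.242 without the 2 animals farthest from the median expression of each gene. The difference between the groups was −0.179 (permutation p = 0.53).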

In the dopamine-regulating transcripts, the apparent induction of synchrony between transcription and function occurred in the absence of differential expression of these transcripts between groups (Fig. S4). 

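In the 16 animals of cohort 1, variance stabilized DRD2 counts were 10.4 ± 0.764 (SD, n = 8) in drinkers and 10.6 ± 0.62 (SD, n = 8) in controls (two-sided exact permutation test over 12870 splits, p = 0.513). The difference was −0.044 for OPRK1 (exact permutation p = 0.705), 0.133 for DAT (exact permutation p = 0.853) and 0.00312 for VMAT2 (exact permutation p = 0.995), each smaller than the spread between animals. Among the other 4 genes, VGLUT2 differed most, with 12.2 ± 0.521 (SD, n = 8) in drinkers and 11.8 ± 0.519 (SD, n = 8) in controls (exact permutation p = 0.11). No adjusted p over the 10 genes with values was under 0.05, the lowest being 0.985, and 0 of the 10 had an unadjusted p under 0.05. Over all 28 animals, edgeR's log2 fold change was −0.02 for DRD2 (standard error 0.79), −0.26 for OPRK1 (standard error 0.33), −0.26 for DAT, listed as SLC6A3 (standard error 0.78), and −0.59 for VMAT2, listed as SLC18A2 (standard error 0.76), each with an adjusted p of 1.0.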

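Across the 17 drinkers of both cohorts, expression of 10 genes was correlated with lifetime alcohol intake in g/kg, and 0 of the 10 had an adjusted or unadjusted p under 0.05. The largest correlations were r = 0.439 for DRD2 (two-sided permutation test, p = 0.0772, adjusted p = 0.454) and r = −0.423 for ARRB1 (permutation p = 0.0908, adjusted p = 0.454). Spearman's rho was 0.383 (permutation p = 0.129) and −0.387 (permutation p = 0.126). The DRD2 correlation was 0.672 among the 8 drinkers of cohort 1 and −0.0115 among the 9 of cohort 2, and that of ARRB1 was −0.708 and −0.251. Without the 2 animals farthest from the median intake, r was 0.491 for DRD2 (permutation p = 0.0637) and −0.534 for ARRB1 (permutation p = 0.042, adjusted p = 0.319). An unadjusted p under 0.05 was also found for ARRB1 given cohort (r = −0.525, permutation p = 0.0322, adjusted p = 0.322) and for DRD2 on log2 CPM (r = 0.517, permutation p = 0.0334, adjusted p = 0.334). The other 8 genes ranged from −0.202 for DRD1 to 0.18 for VMAT2, with permutation p-values of 0.433 or more.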

Of interest, neither dopamine release, dopamine reuptake, nor transcriptional expression levels correlated with lifetime alcohol intake in the drinkers (Figs. S5, S6). Together, these data show that a history of alcohol consumption induces synchrony between the transcriptional activity of autoregulatory dopaminergic modulators during protracted abstinence. Broadly, these results also call into question long-held assumptions regarding transcriptional control of synaptic function.

### Supersensitivity of axonal kappa opioid receptors in the accumbens persists into protracted abstinence

One of the inhibitory regulators of terminal dopamine release, the kappa opioid receptor, has been shown to play a causal role in behaviors characteristic of AUD and may serve as a potential therapeutic target. A large body of work across species and methods of alcohol administration has shown that sensitivity of the kappa opioid receptor is augmented by chronic, ongoing alcohol exposure, resulting in hyperpolarization of dopamine terminals and thereby likely contributing to the hypodopaminergic state seen in AUD^24,27–30^. The importance of alcohol-induced plasticity of the kappa opioid receptor system is underscored by findings highlighting a role for selective kappa opioid receptor antagonists in the treatment of AUD^28,60–65^. Despite the apparent importance of kappa opioid receptor activity in ongoing drinking behaviors, the precise signaling mechanisms underlying kappa opioid receptor inhibition of dopamine release remains unclear, and whether drinking-induced plasticity in this system persists beyond the acute withdrawal phase remains untested.

To functionally assess the sensitivity of kappa opioid receptor regulation of presynaptic dopamine release, a selective, unbiased kappa opioid receptor agonist, U50,488 was bath applied to ex vivo slices and 1 pulse dopamine release was recorded and compared to pre-drug baseline values (Fig. 5A). Dopamine release was inhibited to a greater degree across concentrations of U50,488 in drinkers compared to controls, demonstrating that supersensitivity of the kappa opioid receptor persists through long-term periods of abstinence (Fig. 5B). In separate slices, a non-selective inhibitor, 500 µM barium chloride (BaCl_2_)^66^, was used to block G protein-coupled inwardly rectifying K^+^ channels (GIRKs)—a downstream effector activated by kappa opioid receptors among others^67,68^, which act to reduce membrane excitability. Bath application of BaCl_2_ induced a greater increase in evoked dopamine release in drinkers compared to controls, suggesting augmented basal GPCR-mediated inhibitory regulation of dopamine terminals in the NAc core (Fig. 5C).

**Fig. 5:**
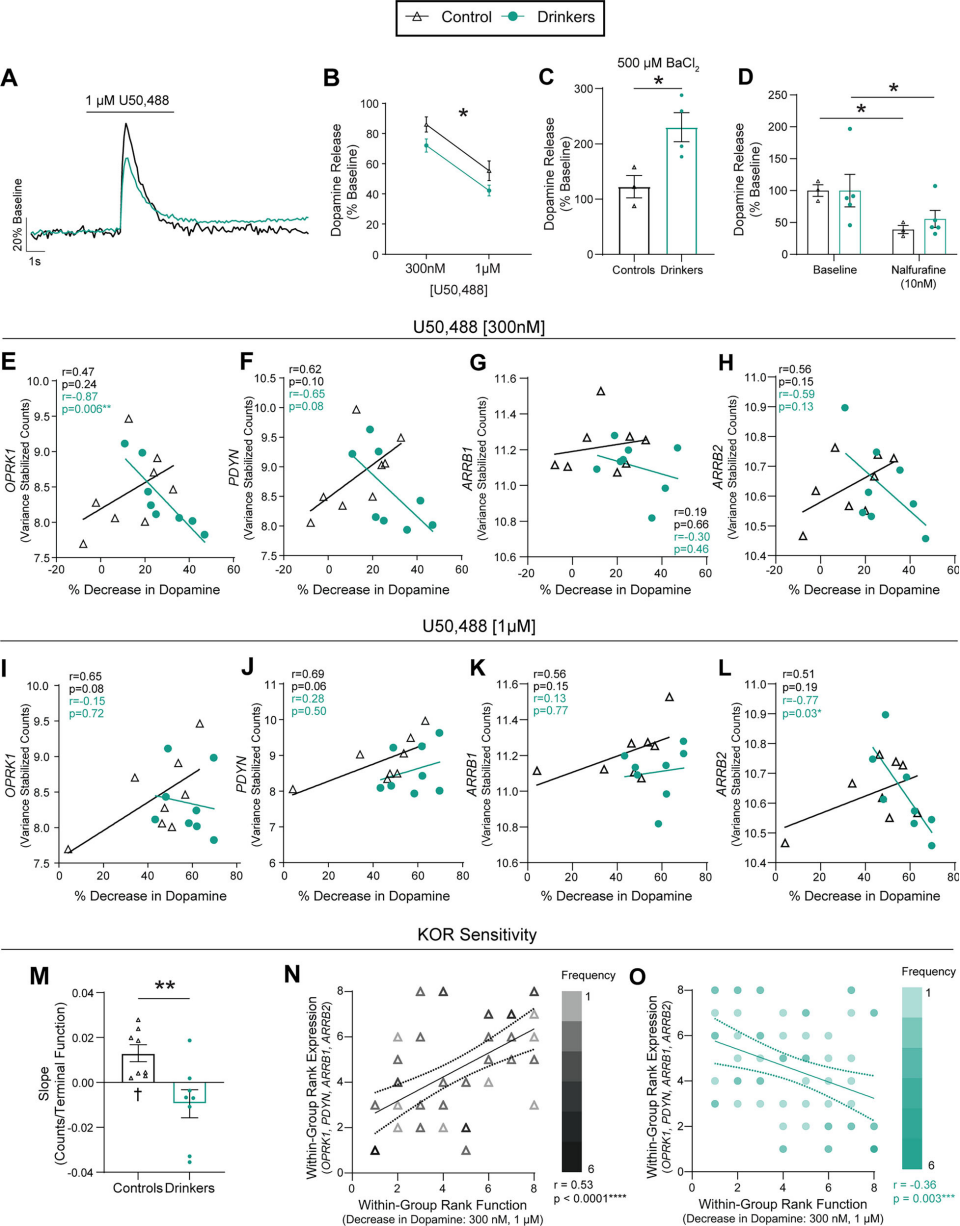
Chronic drinking drove persistent upregulation of kappa opioid receptor control of dopamine release and altered function-transcription relationships. **A** Representative dopamine release (1 µM U50,488). **B** U50,488 decreased dopamine release to a greater extent in drinkers (repeated measures two-way ANOVA; dose: F_1, 14_ = 79.28, *p* < 0.0001; group: F_1, 14_ = 4.81, *p* < 0.05; dose x group: F_1, 14_ = 0.01, *p* = 0.91). **C** BaCl_2_ increased dopamine release to a greater extent in drinkers (unpaired *t*-test; *t*_5_ = 3.41, *p* = 0.02; controls: *n* = 3, drinkers: *n* = 4). **D** Nalfurafine decreased dopamine release in both groups (two-way ANOVA; concentration: F_1, 6_ = 30.76, *p* = 0.0015; group: F_1, 6_ = 0.10, *p* = 0.76; concentration x group: F_1, 6_ = 0.75, *p* = 0.42; Šídák’s test: baseline vs. nalfurafine; controls: *t*_6_ = 4.06, *p* = 0.01, *n* = 3; drinkers: *t*_6_ = 3.82, *p* = 0.02, *n* = 5). **E**–**O** Best-fit linear regression. Inset: Pearson’s *r* and *p*-values. **E** Change in dopamine release by U50,488 (300 nM) was correlated with *OPRK1* expression in drinkers, not controls. **F** U50,488 potency was not correlated with *PDYN*, (**G**) *ARRB1*, or (**H**) *ARRB2* expression in either group. **I** There was no association between *OPRK1* expression and efficacy of 1 µM U50,488 in controls. **J** Efficacy was not associated with *PDYN* or (**K**) *ARRB1* in either group. **L** *ARRB2* and efficacy were not correlated in controls, but negatively correlated in drinkers. **M** Mean slope of the regressions was greater in controls (unpaired *t*-test; *t*_14_ = 3.08, *p* = 0.008). The mean slope for controls (one sample *t*-test; *t*_7_ = 3.45, *p* = 0.01), but not drinkers (one sample *t*-test; *t*_7_ = 1.52, *p* = 0.17), was greater than zero. **N** In controls, ranked expression was positively correlated with rank sensitivity. **O** This association was reversed in drinkers. All statistical tests were two-tailed. Unless otherwise indicated, values indicate mean ± SEM. (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001, ^†^*p* ≤ 0.05 vs 0) (unless otherwise noted, controls: *n* = 8; drinkers: *n* = 8).

### G protein activity is necessary and sufficient for kappa opioid receptor inhibition of axonal dopamine release, but does not account for alcohol-induced supersensitivity

We next sought to determine which pathway was involved in the supersensitization of the receptor seen with a history of alcohol intake. Many agonists of the kappa opioid receptor are biased toward either the G protein or β-arrestin signaling cascades downstream of the receptor^69,70^. Each of these pathways has been shown to drive differential cellular and behavioral outcomes of kappa opioid receptor activation^71–73^. Thus, we aimed to elucidate whether kappa opioid receptor control of dopamine release in the NAc was mediated via the G protein or the β-arrestin pathway. To achieve this goal, we utilized various pharmacological agents with specificity towards targets involved in the G protein or β-arrestin signaling cascades (Fig. S7A). An unbiased agonist, such as U50,488, activates both pathways to a similar degree and, in combination with inhibitors of the β-arrestin and G protein pathways, can be used to dissociate the necessity of each in the induction of kappa opioid receptor-mediated dopamine inhibition. Compound 101 (CMPD101) is a GRK2/3 inhibitor, which results in inhibition of β-arrestin signaling by preventing phosphorylation necessary for its recruitment. Thus, in the presence of CMPD101, application of U50,488 would result in preferential recruitment of effectors in the G protein pathway, thereby testing the necessity of the β-arrestin cascade^74^. N-ethylmaleimide (NEM), in contrast, is a sulfhydryl alkylating agent shown to inhibit G protein signaling, therefore in combination with U50,488, the β-arrestin pathway would be preferentially activated and G protein necessity revealed^75^.

On separate slices from both drinkers and controls, either NEM (50 µM) or CMPD101 (30 µM) was bath applied and evoked dopamine was allowed to re-stabilize. Subsequently, U50,488 (1 µM) was added to the bath to determine agonist-induced effects on dopamine release in the presence of each inhibitor. When normalized to pre-drug baseline dopamine release, there was a differential effect of NEM and CMPD101 through consecutive wash-ons with U50,488 (Fig. S7B). When NEM was present, there was no change in dopamine release with the application of U50,488, suggesting that the G protein pathway is necessary for the effect, but there was a near significant decrease in dopamine release in the presence of CMPD101 (Fig. S7C). The ability of NEM to block kappa opioid receptor inhibition of dopamine release supports the idea that kappa opioid receptor-mediated dopamine downregulation is mediated through G protein downstream signaling cascades.

Given the necessity of G protein signaling in kappa opioid receptor-mediated dopamine inhibition, we next wanted to determine whether this signaling cascade was sufficient to regulate release. To this end, nalfurafine, a biased kappa opioid receptor agonist which preferentially activates G protein signaling over the β-arrestin pathway^76^, was used on separate slices. Indeed, nalfurafine was sufficient to inhibit release in both drinkers and controls; however, in contrast to U50,488, there were no group differences in the ability of nalfurafine to decrease release magnitude (Fig. 5D). Together, these pharmacological results suggest that G protein signaling may be crucial to kappa opioid receptor-mediated dopamine inhibition, but increased receptor sensitivity induced by chronic drinking may be due to alterations in other signaling mechanisms such as β-arrestin activity.

### Chronic drinking reverses the intercompartmental relationship between somatic transcription and axonal kappa opioid receptor regulation

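U50488 is a kappa opioid receptor agonist, and its effect was measured in the same 16 animals of cohort 1 as the percent decrease in evoked dopamine release at 300 nM and at 1 µM, taken from the paper's Source Data. VTA expression was computed from the deposited counts. On Mmul_10, the dynorphin precursor gene PDYN lies on chromosome 10 from 64501675 to 64517638, the β-arrestin genes ARRB1 and ARRB2 on chromosome 14 from 68302360 to 68398044 and on chromosome 16 from 4535669 to 4546632. In cohort 1, PDYN had 227 ± 193 normalized counts (SD, n = 8) in drinkers and 303 ± 230.2 (SD, n = 8) in controls, and ARRB1 529 ± 81.2 and 587 ± 89.7 (SD, n = 8 each). The listed ARRB2 transcript did not pass the count filter, which left 12 correlations of 3 genes at 2 concentrations in both groups. Benjamini-Hochberg adjustment covered those 12.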

To determine whether this altered function in the NAc core was associated with upstream VTA transcriptional changes, the magnitude of U50,488-induced decrease in dopamine release in the NAc was correlated with the expression of genes in the VTA encoding the kappa opioid receptor (*OPRK1*),the precursor to its primary endogenous ligand, prodynorphin (*PDYN*; ENSMMUG00000009984), β-arrestin 1 (*ARRB1*; ENSMMUG00000017529), and β-arrestin 2 (*ARRB2*; ENSMMUG00000017654). Both β-arrestins are important effectors of kappa opioid receptor, contributing to ligand-gated and constitutive activity^77–79^. The concentrations of U50,488 used, 300 nM, and 1 µM, allowed us to probe two facets of the kappa opioid receptor’s control over dopamine release: sensitivity (moderate concentration, 300 nM), and efficacy (saturating concentration, 1 µM)^28^. 

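In drinkers, OPRK1 expression correlated with the decrease in dopamine release at 300 nM U50488 with r = −0.859 (two-sided exact permutation test, p = 0.00667, adjusted p = 0.0801 over 12 correlations, n = 8). The ranks were perfectly reversed, with rho = −1.0 (exact p = 4.96e-05, the smallest p that 8 animals allow). The correlation was −0.899 (exact permutation p = 0.00694) without the 2 drinkers farthest from the median expression and stayed between −0.902 and −0.788 with each drinker left out in turn. In controls r was 0.441 (exact permutation p = 0.276, n = 8) and rho 0.548 (exact p = 0.171). The correlations differed between the groups (permutation of the group labels, p = 0.0066, adjusted p = 0.0396 over 6 differences). Given the dopamine neuron marker score as a covariate, the alternative that moved it most, r in drinkers was −0.481 (exact permutation p = 0.228).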

When comparing *OPRK1* expression and the decrease in dopamine release at 300 nM U50,488, a linear association was only observed in drinkers, such that the greater the *OPRK1* expression in the VTA, the lower the sensitivity of the kappa opioid receptor (Fig. 5C). There was also a trend toward this negative correlation in drinkers with *PDYN* expression and potency of U50,488, respectively (Fig. 5D). 

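For PDYN at 300 nM, r was −0.649 in drinkers (two-sided exact permutation test, p = 0.0833, adjusted p = 0.288, n = 8) and 0.588 in controls (exact permutation p = 0.126, adjusted p = 0.302, n = 8). Spearman's rho was −0.667 in drinkers (exact p = 0.0831) and 0.738 in controls (exact p = 0.0458). Without the 2 animals farthest from the median PDYN expression, r was −0.645 in drinkers and 0.86 in controls. Given the dopamine neuron marker score, r was 0.123 in drinkers (exact permutation p = 0.779) and 0.192 in controls (exact permutation p = 0.639). The difference between the groups had a permutation p of 0.0194 and an adjusted p of 0.0582.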

There was no significant relationship between *ARRB1* or *ARRB2* expression in the VTA and the effect of U50,488 at 300 nM in the NAc, (Fig. 5G, H). 

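ARRB1 expression and the decrease at 300 nM had r = 0.00153 in drinkers (two-sided exact permutation test, p = 0.997, n = 8) and r = 0.385 in controls (exact permutation p = 0.34, n = 8). Spearman's rho was 0.119 (exact p = 0.793) and 0.357 (exact p = 0.389). With each drinker left out in turn, r ran from −0.387 to 0.361. ARRB2 did not pass the count filter, and without the filter r was −0.211 in drinkers (exact permutation p = 0.75, n = 8) and 0.321 in controls (exact permutation p = 0.464, n = 8).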

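At 1 µM U50488, OPRK1 gave r = 0.633 in controls (two-sided exact permutation test, p = 0.0959, adjusted p = 0.288, n = 8; rho = 0.643, exact p = 0.0962) and r = −0.142 in drinkers (exact permutation p = 0.719, n = 8). Without the 2 controls farthest from the median OPRK1 expression, r was −0.0865, a fall that the narrower range of expression can also give. With any single control left out it stayed between 0.453 and 0.718. PDYN gave r = 0.674 in controls (exact permutation p = 0.0644, adjusted p = 0.288; rho = 0.857, exact p = 0.0107) and r = 0.288 in drinkers (exact permutation p = 0.478). In controls it stayed between 0.599 and 0.735 with each animal left out in turn, and was 0.521 without the 2 farthest. The groups did not differ past the spread for either gene (permutation p = 0.243 for OPRK1 and 0.412 for PDYN).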

At the high concentration (1 µM) of U50,488, *OPRK1* and *PDYN* showed a trend toward a positive correlation in controls alone (Fig. 5I, J). *ARRB1* expression in the VTA was not significantly correlated with kappa opioid receptor-mediated inhibition of accumbal dopamine release in drinkers or controls (Fig. 5K). However, in drinkers only, there was a correlation between the ability of the high dose of U50,488 to inhibit dopamine release and *ARRB2* expression, whereby greater inhibition was associated with lower transcriptional expression (Fig. 5L). 

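At 1 µM, ARRB1 gave r = 0.0967 in drinkers (two-sided exact permutation test, p = 0.816, n = 8) and r = 0.227 in controls (exact permutation p = 0.618, n = 8), with rho of 0.0238 (exact p = 0.977) and 0.31 (exact p = 0.462). Both values rose without the 2 animals farthest from the median ARRB1 expression, to 0.811 in drinkers (exact permutation p = 0.0542) and 0.673 in controls (exact permutation p = 0.142).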

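The deposited table lists ARRB2 as transcript ENSMMUT00000024819.4. Its count was 0 in 23 of the 28 animals, 14 drinkers and 9 controls, and at least 5 in 2 animals. The highest count in cohort 1 was 9 in drinkers and 25 in controls. Without the count filter, r between ARRB2 and the decrease at 1 µM was −0.392 in drinkers (two-sided exact permutation test, p = 0.5, n = 8) and 0.286 in controls (exact permutation p = 0.411, n = 8), values that rest on the few animals above 0, so these counts cannot show whether ARRB2 expression is related to the effect.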

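The 6 correlations of OPRK1, PDYN and ARRB1 with the decrease in release at 300 nM and 1 µM were all positive in controls. In drinkers, 3 of the 6 were negative and 3 positive.

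**Figure D2:**
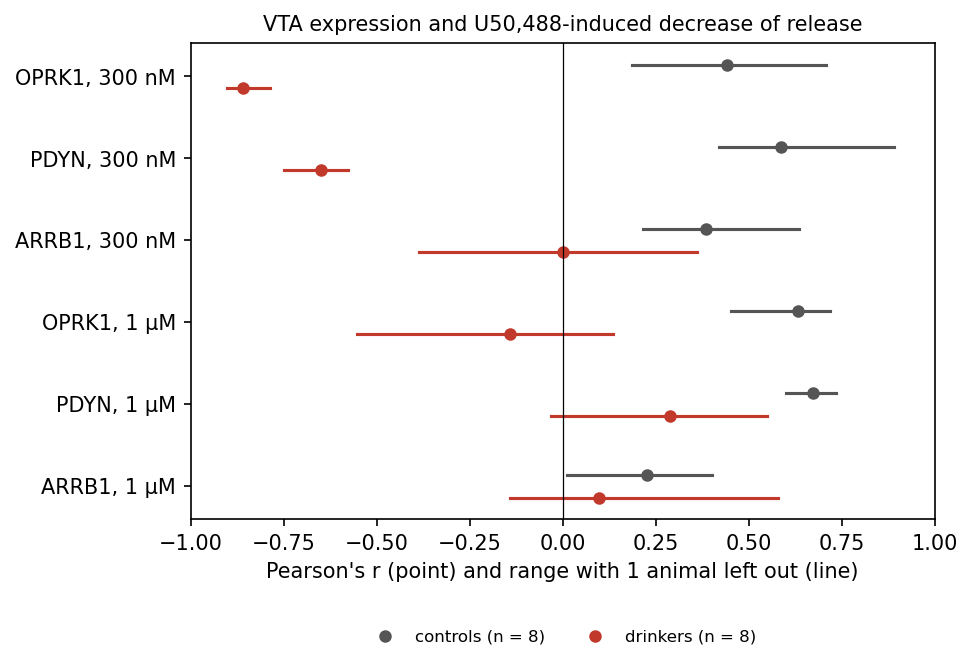
Pearson's r (horizontal axis, no unit) between VTA expression of OPRK1, PDYN and ARRB1 and the percent decrease in dopamine release at 300 nM or 1 µM U50488, in 8 drinkers (red) and 8 controls (grey). Points are r over all 8 animals and lines span the lowest to the highest r with 1 animal left out; OPRK1 at 300 nM lies at −0.859 in drinkers and 0.441 in controls.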

Qualitatively similar to the alterations in expression × function relationships for dopamine release dynamics reported above, the slope of the best-fit linear regressions between *OPRK1*, *PDYN*, *ARRB1*, and *ARRB2* expression in the VTA and kappa opioid receptor agonist-induced inhibition of accumbal dopamine release displayed an alcohol-induced sign change.

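The mean of the 6 correlations of OPRK1, PDYN and ARRB1 with the decrease in release was −0.211 in drinkers (two-sided exact permutation of animals, p = 0.394, n = 8) and 0.491 in controls (exact permutation p = 0.111, n = 8). The difference of −0.702 exceeded the spread under permutation of the group labels (permutation test, 100000 resamples, p = 0.0301). With each animal left out in turn it ran from −0.834 to −0.568, and the permutation p was above 0.05 without drinker 4, drinker 5, drinker 7, control 1 or control 4. Given the dopamine neuron marker score, the difference was −0.102 (permutation p = 0.692). ARRB2 is not part of these means.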

To probe the expression × function relationship pattern, we directly compared the slopes between drinkers and controls and found that controls showed a positive mean slope that was greater than that seen in drinkers (Fig. 5M). Similar to the effect seen with homosynaptic regulators of dopamine release, this effect on the association between kappa opioid receptor-mediated regulation and expression of kappa opioid receptor-associated proteins supports the hypothesis that a history of alcohol intake and protracted abstinence modulates the relationship of transcriptional activity in the somatic compartment (VTA) with downstream functional outcomes (NAc core). To further probe the modulation of this relationship by alcohol history, dependent variables were again rank ordered. The lowest expression of *OPRK1, PDYN, ARRB1*, and *ARRB2*, and the lowest potency and efficacy of kappa opioid receptor control of dopamine release to the highest expression and greatest action of the receptor were assigned a value of 1 to 8, respectively. This allowed for all 8 of the correlations to be plotted and analyzed in a single coordinate plane with rank-expression on the y-axis and rank-function on the x-axis. 

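The 48 pairs of ranks of OPRK1, PDYN and ARRB1 expression with the decrease in release correlated in controls with a coefficient of 0.575, and with the 8 animals as the unit permuted the two-sided exact p was 0.0491. The coefficient stayed positive with each control left out in turn, but the exact permutation p was above 0.05 in 6 of the 8 cases, and without control 1 the coefficient was 0.435 (exact permutation p = 0.164).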

In control subjects, there was a strong positive correlation between kappa opioid receptor transcript expression and the ability of U50,488 to inhibit dopamine release, suggesting synchrony between VTA transcription and functional sensitivity of axonal kappa opioid receptors in the NAc (Fig. 5N). A history of chronic alcohol self-administration and abstinence reverses this effect such that in drinkers, more VTA expression of *OPRK1, PDYN, ARRB1*, and *ARRB2* is correlated with less kappa opioid receptor control over accumbal dopamine release (Fig. 5O). Thus, voluntary alcohol intake and protracted abstinence can reverse the relationship between expression of genes encoding elements of the kappa opioid receptor system and its ability to inhibit dopamine release in the NAc.

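In drinkers, the coefficient over the 48 rank pairs was −0.286 (two-sided exact permutation of animals, p = 0.186, n = 8). The difference from controls was −0.861 (permutation of the group labels, p = 0.00508). Given the dopamine neuron marker score as a covariate, the coefficient was 0.0794 in drinkers (exact permutation p = 0.68) and 0.202 in controls (exact permutation p = 0.422). From the negative relation in drinkers beside the positive relation in controls, the paper concludes that a history of alcohol self-administration and abstinence reverses the relation between expression of these genes and kappa opioid receptor control of dopamine release.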

These effects were once again independent of differential gene expression between drinkers and controls (Fig. S4B, S4I-K) and did not correlate with lifetime alcohol intake (Fig. S5B, S5I-K), demonstrating that alcohol self-administration, and abstinence in particular, modulates the relationship between transcription and function independent of overall transcript expression levels in the VTA. 

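Variance stabilized PDYN counts in cohort 1 were 10.33 ± 0.305 (SD, n = 8) in drinkers and 10.45 ± 0.303 (SD, n = 8) in controls (two-sided exact permutation test, p = 0.428), and ARRB1 counts were 10.77 ± 0.084 and 10.83 ± 0.0886 (exact permutation p = 0.197). Over all 28 animals, the log2 fold change was −0.37 for PDYN (standard error 0.35) and −0.06 for ARRB1 (standard error 0.086), each with an adjusted p of 1.0 from edgeR's quasi-likelihood test. With lifetime intake, r was 0.0617 for OPRK1 (permutation p = 0.813, n = 17) and 0.0166 for PDYN (permutation p = 0.949, n = 17), while ARRB1 had a negative correlation (r = −0.423, permutation p = 0.0908) that passed an unadjusted p of 0.05 given cohort (r = −0.525, permutation p = 0.0322, adjusted p = 0.322).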

We also assessed whether the ratio of ligand to receptor (*PDYN/OPRK1*) expression in the VTA was correlated with functional measures in the NAc core, given the close relationship between endogenous ligand levels and receptor sensitivity and previous work showing alcohol experience-dependent relationships with this ratio^62^. 

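Normalized counts in cohort 1 averaged 227 for PDYN against 150 for OPRK1 in drinkers, and 303 against 179 in controls. The ratio of variance stabilized PDYN to OPRK1 counts, which are on a log2 scale, lies near 1 and is not a ratio of counts. This ratio averaged 1.01 ± 0.0191 (SD, n = 8) in drinkers and 1.02 ± 0.0129 (SD, n = 8) in controls. Against the percent of baseline release at 300 nM U50488, its r was 0.106 in drinkers (two-sided exact permutation test, p = 0.801, n = 8; rho = 0.0, exact p = 1.0) and −0.502 in controls (exact permutation p = 0.205, n = 8; rho = −0.214, exact p = 0.619). At 1 µM, r was −0.595 in drinkers (exact permutation p = 0.122; rho = −0.667, exact p = 0.0831) and −0.321 in controls (exact permutation p = 0.35; rho = −0.381, exact p = 0.36). Adjusted p-values over the 4 correlations were 0.411 or more, and 0 of the 4 had an unadjusted p under 0.05. Without the 2 animals farthest from the median ratio, r changed sign in drinkers at 300 nM, to −0.45, and in controls at 1 µM, to 0.253.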

There was no relationship between *PDYN/OPRK1* VTA expression and accumbal dopamine regulation in either the drinkers or controls (Fig. S8). Ultimately, this demonstrates that the supersensitivity of the kappa opioid receptor which is induced by chronic alcohol self-administration^21,27–30^ persists at least one month into abstinence and is associated with an inversion of the relationship between expression of *OPRK1*, *PDYN, ARRB1*, and *ARRB2* and the ability of kappa opioid receptors to inhibit dopamine release.

### Kappa opioid receptor activation is necessary for CRF-mediated dopamine inhibition

Given that responses to stressors are altered during abstinence and in light of evidence suggesting that CRF can affect the function of kappa opioid receptors^80,81^, we also probed potential interactions between the CRF and kappa opioid receptor systems in regulating dopamine release in the NAc. Urocortin, an endogenous CRF receptor agonist, had no effect on dopamine release when bath applied alone in control and alcohol slices (Fig. S9A). However, the application of U50,488 in the presence of urocortin decreased dopamine release in both controls and drinkers similarly (Fig. S9B). When urocortin was applied after U50,488, CRF receptor activation was able to further decrease dopamine release in both groups (Fig. S9C). Urocortin had no effect on dopamine release in the presence of a kappa opioid receptor antagonist, norbinaltorphimine (NorBNI) (Fig. S9D). Together, this suggests that kappa opioid receptor activation is necessary for CRF-mediated dopamine inhibition, and that activation of the CRF receptor is able to occlude the supersensitization of the kappa opioid receptor system seen at this abstinence timepoint.

### Alcohol history increases dynorphin release probability

Prior work as well as the results presented up to this point have examined the effect of exogenous activation of the kappa opioid receptor system on dopamine release dynamics in the NAc. Here, we sought to stimulate the release of endogenous ligands of the kappa opioid receptor and infer the effects of kappa opioid receptor activation by examining dopamine release before and after application of a kappa opioid receptor antagonist. To measure endogenous activation of the kappa opioid receptor, the highly selective kappa opioid receptor antagonist NorBNI (10 nM) was used; any change in dopamine release magnitude due to the application of NorBNI is attributable to the blockade of endogenous activation of kappa opioid receptors, putatively by dynorphin, the primary known endogenous ligand of kappa opioid receptors. This pharmacological strategy was employed such that NorBNI-induced disinhibition of dopamine release evoked by multi-pulse stimulations was used as a proxy for dynorphin release probability. In both drinkers and controls, dopamine release was measured in response to 5 pulse stimulations delivered at 5 to 100 Hz to establish a pre-drug baseline, then these stimulations were repeated in the presence of the kappa opioid receptor antagonist NorBNI.

In controls, NorBNI did not modulate release magnitude across the stimulation frequency curve (Fig. 6A–C), indicating no measurable impact of endogenous dynorphin release evoked by the stimulations. In drinkers on the other hand, application of NorBNI produced a clear disinhibition of dopamine release (Fig. 6D). A comparison of release over stimulation frequencies before and after NorBNI application in drinkers showed a significant effect of NorBNI on dopamine release such that, predominantly at high frequency stimulations, NorBNI increased dopamine release (Fig. 6E). NorBNI also increased the area under the curve (AUC) of dopamine over stimulation intensities in subjects with a history of alcohol self-administration (Fig. 6F). The increase of dopamine release with NorBNI seen in drinkers suggests that kappa opioid receptors on terminals were endogenously activated by high frequency stimulations after chronic alcohol intake and protracted abstinence, most likely via increased release probability of dynorphin.

**Fig. 6:**
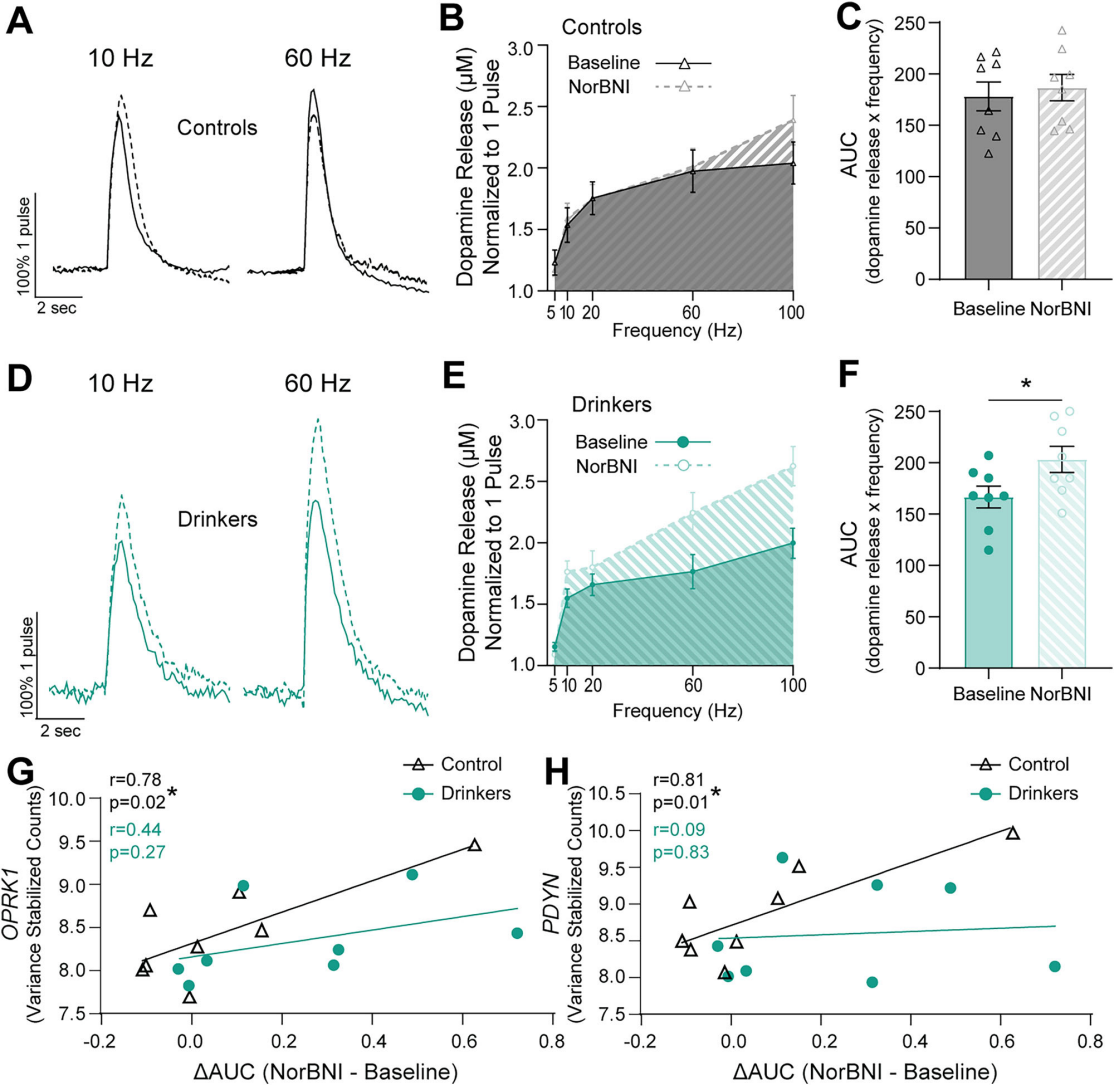
Chronic alcohol consumption increased dynorphin release probability in long-term abstinence. **A** Representative traces indicating dopamine release in controls at 10 Hz and 60 Hz normalized to 1 pulse dopamine release before and after NorBNI. **B** Dopamine release in controls with and without NorBNI across stimulation frequencies. **C** There was no effect of a history of ethanol intake, but there was an effect of NorBNI, on the area under the curve (AUC) of dopamine release across frequencies (mixed model two-way ANOVA: ethanol history: F_1, 14_ = 0.03, *p* = 0.88; drug: F_1, 14_ = 6.152, *p* = 0.03). NorBNI had no effect on AUC of dopamine release in controls (Šídák’s test: baseline vs. NorBNI in controls: *t*_14_ = 0.66, *p* = 0.77). **D** Representative traces indicating dopamine release in controls at 10 Hz and 60 Hz normalized to 1 pulse dopamine release with and without NorBNI. **E** Dopamine release in drinkers with and without application of NorBNI across stimulation frequencies. AUC of dopamine release is visually represented by figure shading. **F** NorBNI administration increased the AUC of normalized dopamine release in drinkers suggesting significant dynorphin release at these stimulation intensities after chronic alcohol self-administration (mixed model two-way ANOVA: ethanol history: F_1, 14_ = 0.03, *p* = 0.88; drug: F_1, 14_ = 6.152, *p* = 0.03; Šídák’s test: baseline vs. NorBNI in drinkers: *t*_14_ = 2.85, *p* = 0.03). **G**, **H** Upstream expression of *OPRK1* and *PDYN* were correlated within-subject with the proportion of change in AUC of dopamine release. The best-fit linear regression is shown for each group. Inset: Pearson’s *r* and *p*-values. **G** Expression of *OPRK1* in the ventral tegmental area was positively correlated with the change in dopamine release with NorBNI administration in controls, not drinkers. **H** *PDYN* expression was also only correlated with the dynorphin release probability in controls, not drinkers. All statistical tests were two-tailed. Unless otherwise indicated, values indicate mean ± SEM. (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001) (controls: *n* = 8; drinkers: *n* = 8).

Interestingly, dynorphin release probability, quantified as the percent change in pre- and post-drug AUC for each group, was positively correlated with upstream *OPRK1* and *PDYN* RNA levels in controls, but not drinkers (Fig. 6G, H). These effects were once again not associated with previous lifetime alcohol intake and occurred in the absence of group differences in expression of these genes (Figs. S4, S5, S6). 

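Norbinaltorphimine (NorBNI) blocks the kappa opioid receptor, and the change in the area under the curve of dopamine release after NorBNI was taken for each of the 16 cohort 1 animals from the paper's Source Data. In controls, this change correlated with OPRK1 expression with r = 0.799 (two-sided exact permutation test, p = 0.021, adjusted p = 0.0419 over 4 correlations, n = 8) and with PDYN expression with r = 0.835 (exact permutation p = 0.00972, adjusted p = 0.0389). Spearman's rho was 0.69 for each (exact p = 0.0694). In the Source Data's units, control 5 had a change of 0.627, while the other 7 controls lay between −0.109 and 0.155. Without that animal, r was 0.421 for OPRK1 (exact permutation p = 0.338) and 0.62 for PDYN (exact permutation p = 0.146). Without the 2 controls farthest from the median expression, r was 0.535 for OPRK1 and 0.271 for PDYN. Both relations thus rested on a few animals. Given the dopamine neuron marker score, r in controls was 0.694 for OPRK1 and 0.715 for PDYN (exact permutation p = 0.0554 and 0.0407). In drinkers, r was 0.436 for OPRK1 (exact permutation p = 0.274, n = 8; rho = 0.738, exact p = 0.0458) and 0.0854 for PDYN (exact permutation p = 0.846; rho = 0.214, exact p = 0.619). The OPRK1 correlation in drinkers was 0.863 without the 2 animals farthest from the median expression (exact permutation p = 0.0306, adjusted p = 0.122) and 0.811 given the dopamine neuron marker score (exact permutation p = 0.0161, adjusted p = 0.0646). Without those animals that of PDYN was 0.291 (exact permutation p = 0.64). The difference between the groups was within the spread for both genes (permutation p = 0.388 for OPRK1 and 0.174 for PDYN).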

In sum, this suggests that chronic alcohol intake and long-term abstinence augments kappa opioid receptor control over dopamine release through the increase in release probability of dynorphin in the NAc and via a mechanism that disrupts the synchrony between functional release and upstream transcription.

## Discussion

The mesolimbic dopamine system undergoes dramatic neuroplasticity after chronic alcohol consumption and is a target for existing and promising therapeutics for AUD. A wealth of literature has suggested that the dopamine system is hypofunctional after chronic alcohol exposure, creating a hypodopaminergic state that is implicated in impaired decision-making associated with AUD. Here, we used RNA-seq and fast-scan cyclic voltammetry to assess upstream transcription in the VTA and its relationship to downstream dopamine terminal function, respectively, at the end of a one-month abstinence period in drinkers with a history of alcohol intake (and calorically-yoked and housing controls). Though no genes were differentially expressed between drinkers and controls, and most expression networks were unchanged by a history of alcohol self-administration and repeated episodes of abstinence, clear functional changes at the dopamine terminal were seen after protracted abstinence. The maximal rate of dopamine reuptake, kappa opioid receptor sensitivity, and dynorphin release probability were upregulated in drinkers compared to controls, supporting the hypothesis of a hypodopaminergic state during abstinence. To determine potential mechanisms by which these long-lasting changes were maintained, measures of dopamine terminal function were correlated with VTA expression of genes encoding for regulators of these pathways. In the case of dopamine release dynamics, synchrony between function and transcription was only present in drinkers, while there was a reversal in the relationship between kappa opioid receptor/dynorphin transcription and receptor sensitivity in these subjects. Together, this work demonstrates that abstinence is characterized by persistent modulation of dopamine terminal activity that is associated with changes in the dynamic relationship between gene transcription and function. Importantly, these results suggest that, for any disorder, assessment of transcript-function relationships is critical for the rational design of gene-based precision therapeutics.

Clinical literature has shown that AUD is associated with marked hypofunction of dopaminergic activity in the ventral striatum which can be observed into abstinence^48,49,51,52^. Here we demonstrate that multiple inhibitory regulators of dopaminergic activity, dopamine transporters and kappa opioid receptors, are functionally upregulated in protracted abstinence from alcohol, providing a putative mechanism for the lasting hypodopaminergic state observed in AUD. Minimal work has assessed the persistence of plasticity at specific receptors and transporters into protracted abstinence and the molecular mechanisms that underly them. By demonstrating augmented dopamine reuptake, kappa opioid receptor sensitivity, and dynorphin release probability that exists after protracted abstinence, we highlight functional processes that are disrupted with chronic alcohol consumption and offer evidence supporting the potential utility of these pathways as therapeutic targets during the critical abstinence intervention point. Though more work needs to be done, the initial findings suggest that kappa opioid receptor control of dopamine release is G protein mediated while alcohol-induced upregulation may be related to altered β-arrestin. Together, this suggests that biased kappa opioid receptor ligands may be a beneficial approach to developing therapeutics for AUD and limiting off-target effects.

Initially, we hypothesized that plasticity that persisted into abstinence might be explained by alcohol-induced changes in gene expression. Surprisingly, there were no differentially expressed genes and few altered gene networks between subjects with a history of alcohol self-administration and controls. With an approximately 93% sequence identity homology between humans and rhesus macaques^32^, the dataset generated from this work may still inform future investigations into the mechanisms underlying AUD and therapeutic targets. Importantly, there was no significant differential expression of genes encoding for proteins that make up the dopamine and kappa opioid receptor systems (e.g., *VMAT2*, *DRD2*, *OPRK1*). This is in line with previous post-mortem human work demonstrating no difference in overall expression of *OPRK1* or *PDYN* in the nucleus accumbens of individuals with a history of AUD, but that AUD is associated with complex co-expression and transcriptional coordination of dopamine related genes^62^. When we correlated upstream transcription of these genes with downstream function of dopamine terminals, we found that, although they were not differentially expressed, transcription of these genes of interest was closely associated with differential function. Understanding the complex relationship between transcription and function is critical to the interpretation of RNA-seq data which is often used to draw conclusions regarding circuit and synaptic activity. Typically, gene expression is assumed to be indicative of protein expression, despite reports that protein and transcript levels are often inversely correlated^82^. Previous work has also demonstrated that the ratio between RNA and protein levels is dependent on tissue type^83^ or aging^84^, but here, we go a step further by comparing transcript expression with measures of protein function and showed that this relationship, or lack thereof, is dynamic and experience-dependent. For example, the correlation between transcription and function, which is often assumed to exist, in some cases is not even present in controls but rather only induced with long term alcohol exposure and abstinence. For other genes and functions, a history of alcohol intake eliminates or even reverses the correlation between transcription and terminal activity that is seen in controls. Ultimately, altered transcription does not imply directionality or the presence of changes in function and vice versa; rather the relationship between transcriptional expression and function should not be stated or implied without quantitative assessments supporting any given claim. While the current dataset cannot speak to causality between the expression and function of any given transcript, we show that across dopamine-related transcripts a history of alcohol drinking and abstinence causally alters the likelihood that expression × function correlations emerge.

More research will certainly be needed to elucidate the mechanisms underlying the observed changes in synchrony between transcript expression and function. Experience-dependent shifts in a plethora of biological processes such as alterations in rate of protein translation, post-translational modifications, and trafficking could potentially explain these results. For example, a higher level of DNA transcription may not be reflected in RNA read counts if the RNA is being translated to protein at a faster rate, resulting in a decorrelation between RNA counts and protein expression. This could occur through a range of mechanisms including rate of 5’ capping, mRNA stability, or localization. Even in cases where a given gene is primarily regulated at the level of transcription and RNA levels are correlated with protein expression, if post-transcriptional alterations, such as RNA editing or alternative splicing, dictates protein activity, transcript expression × function relationships may not be present. Likewise, any number of post-translational modifications could alter functional outputs independent of transcript expression, through differential trafficking, affinity states, and rates of protein degradation. These examples only constitute a small number of possible explanations.

Surprisingly, not only did we observe that experience-dependent plasticity in the presence or directionality of transcript expression × function relationships appear to be the rule rather than the exception, but the control condition was most associated with a lack of a correlation between transcript expression and functional output. It is intriguing to speculate that in an alcohol-naïve system, dopamine release, reuptake and regulation may be primarily through fast, local mechanisms at the presynaptic terminal, such that a full range of activity can be achieved with a minority of the available receptors and transporters (i.e. operating in a ‘spare receptor reserve’ mode); on the other hand, the emergence of expression × function relationships after chronic alcohol and protracted abstinence, despite no change in transcript levels, may indicate that the system is operating under conditions where the range of cellular activity is dictated by the availability of protein present at synaptic sites at a given time (i.e. in a ‘spare receptor depleted’ mode). If this is the case, it would likely produce a restricted range of function (e.g. Fig. 3) and a much less plastic system, even though there may be no observable change in transcript expression or function in a cross-sectional measurement. Given the presence of wide-spread alterations in transcript expression × function relationships observed across protein classes in protracted abstinence, it is important to consider whether these changes in synchrony may contribute to inflexibility of dopaminergic signaling to precipitate relapse-related behaviors.

Finally, this work was exclusively conducted in male subjects, and it will thus be critical to perform parallel investigations in female subjects to determine whether this plasticity and modulation of transcription × function relationship is consistent across sexes. Nonetheless, here we show that alcohol intake induces long-lasting functional changes that are present after protracted abstinence and are characterized by a reorganization of the relationship between gene expression and functional measures of dopamine terminal activity. In an animal and experimental model with great translational relevance, this work offers insights into the biological changes during abstinence, a crucial timepoint for therapeutic intervention for AUD, and highlights the complexity of a biological relationship often taken for granted.

## Methods

### Subjects

Subjects were 28 male rhesus macaques (*Macaca mulatta*) between the ages of 7 and 8.3 years across two cohorts (“Rhesus 10” [alias: Cohort 1] and “Rhesus 14” [alias: Cohort 2], cohort details at www.matrr.com). Weights of the subjects ranged from 7 to 12.6 kg. Animals were individually housed in quadrant cages (0.8 × 0.8 × 0.9 m) with constant temperature (20–22 °C) and humidity (65%) and an 11 h light cycle (lights on at 8:00 AM). Animals had visual, auditory, and olfactory contact with other conspecifics, in addition to 2 h of pair housing each day. Body weights were measured weekly. All procedures were conducted in accordance with the Guide for the Care and Use of Laboratory Animals and approved by the Oregon National Primate Research Center Institutional Animal Care and Use Committee.

### Drinking procedure

Monkeys (17 alcohol drinkers and 11 calorically yoked or housing controls) were trained to obtain fluids and their meals from an operant panel that replaced one of the walls of their home cage, as described previously^31,40^. Briefly, the panels had two spouts, one to each side of a 15-inch video display screen. Near each spout, the display showed a set of three stimulus lights (white, red, and green) that indicated an active session or food or fluid availability, respectively. A centrally located recessed dowel activated the fluid spouts, and an infrared finger poke activated the pellet dispenser (env-203-1000; Med Associates). Each spout was connected via Nalgene tubing to a 1 L fluid reservoir set on a digital scale (Adventurer Pro Balances AV4101C; Ohaus). Dowel pulls, finger pokes, and fluid consumption were recorded every 500 ms via a computerized system (Dell Optiplex) using custom hardware and programming using a National Instruments interface and Labview software. Schedule-induced polydipsia, as described previously^31,40^, was used to induce alcohol self-administration in daily 16 h sessions. Briefly, a 1 g banana food pellet (Research Diets) was dispensed every 300 s (fixed time, 300 s) until a water volume equivalent to 1.5 g/kg of 4% (w/v) ethanol was consumed. Following at least 30 days of water induction, 4% ethanol replaced water. In 30-day increments, each animal consumed increasing doses of 4% ethanol: 0.5 g/kg/d, 1.0 g/kg/d, then 1.5 g/kg/d. Following consumption of the programmed volume, water was immediately available, and any remaining pellets were available on a fixed-ratio 1 (FR-1) schedule after a 2 h time-out. Following completion of ethanol induction, daily 22 h open access sessions were performed, during which water and ethanol were concurrently available. Food pellets were available on a FR-1 schedule in at least three daily meals in 2 h intervals starting at the session onset. Data were downloaded, husbandry tasks were performed, food and fluids were replenished, and fresh fruit was provided each day by technicians during the 2 h break.

After drinking was initiated, subjects had 12 months of open access to alcohol for 22 hours a day. 6 months into this period, an endocrine profile was collected. After 12 months of alcohol access, subjects underwent a one-month abstinence period. Following this abstinence period, subjects returned to open access alcohol exposure for three months, then underwent another one-month withdrawal period, returned to three months of open access alcohol exposure, and finally underwent one month of withdrawal at the end of which subjects were necropsied. During open access, blood was collected weekly for blood ethanol concentration measurements. Behavioral data collection and analysis was blind to voltammetry and RNA-seq results.

### Tissue preparation

Tissue preparation was described previously^37,41^. Briefly, monkeys were anesthetized with ketamine (10 mg/kg), maintained on isoflurane, and perfused with ice-cold oxygenated monkey perfusion solution [containing (in mM) 124 NaCl, 23 NaHCO3, 3 NaH2PO4, 5 KCl, 2 MgSO4, 10 d-glucose, 2 CaCl2]. Brains were quickly removed and 4-6 mm sections were made along the coronal plane using a brain matrix (Electron Microscopy Sciences), with the brain knife position guided by each individual’s MRI. An isolated tissue block containing only the striatum (caudate, putamen, and nucleus accumbens) was placed in ice-cold oxygenated monkey perfusion solution and transported on ice for slicing.

### In vitro voltammetry

Fast-scan cyclic voltammetry was then used to characterize presynaptic dopamine release and uptake as well as the ability of kappa opioid receptors to decrease dopamine release, or kappa opioid receptor sensitivity, in the NAc core. Voltammetric detection of dopamine in brain slices has been used by the authors and others to examine receptor regulation of dopamine release and uptake kinetics^29,85,86^. A ceramic blade attached to a vibrating tissue slicer was used to prepare 250-μm-thick coronal brain sections containing the NAc core. The tissue was immersed in oxygenated artificial CSF (aCSF) containing the following (in mM): 126 NaCl, 2.5 KCl, 1.2 NaH2PO4, 2.4 CaCl2, 1.2 MgCl2, 25 NaHCO3, 11 glucose, and 0.4 l-ascorbic acid, pH adjusted to 7.4. Once sliced, the tissue was transferred to testing chambers containing bath aCSF (32 °C), which flowed at 2 ml/min. A carbon fiber microelectrode (50–150 μm length, 7 μm diameter) and bipolar stimulating electrode were placed in close proximity on the tissue. Extracellular dopamine was recorded by applying a triangular waveform (−0.4 to +1.2 to −0.4 V vs Ag/AgCl, 400 V/s) to the recording electrode and scanning every 100 ms. This waveform allows for the assessment of oxidation and reduction peaks for dopamine, and has been used extensively to detect dopamine in brain^44^. Dopamine release was evoked by 1 pulse stimulations (350 μA, 4 ms, monophasic) applied to the tissue every 5 min, based on the shared EA_50_ between drinkers and controls. When a stable baseline was established (three collections within 10% variability) and predrug measures were taken, the selective kappa opioid receptor agonist U50,488 (0.3 μm and 1 μm, cumulatively) was bath applied to the slice, and stimulations continued until stability was reached at each concentration.

### Voltammetry analysis

For all acquisition and analysis of FSCV data, Demon voltammetry and analysis software was used^87^. Recording electrodes were calibrated by recording responses (in electrical current; in nanoamperes) to a known concentration of dopamine (3 μm) using a flow-injection system. This was used to convert electrical current to dopamine concentration. Baseline recordings (i.e., after stabilization criteria were met but prior to drug application) FCSV data were modeled using Michaelis–Menten kinetics (K_M_ set to 160 nM), which allows for the determination of evoked dopamine release and the maximal rate of dopamine uptake (V_max_). Investigators were blind to group assignment during data collection and analysis of voltammetry data.

### Tissue preparation and RNA-seq

RNA was extracted from frozen tissue biopsies using the AllPrep DNA/RNA/miRNA Universal Kit (Qiagen Sciences, Germantown, MD, USA) following manufacture’s protocol by the ONPRC Primate Genetics Core. RNA integrity was confirmed with a 2100 Bioanalyzer (Agilent Technologies, Palo Alto). Samples were sequenced on Illumina NovaSeq 6000. The Vanderbilt Creative Data Solutions Shared Resource (RRID:SCR_022366) assisted with bulk RNAseq preprocessing and analysis. Paired-end RNA sequencing reads (150 bp long) were trimmed and filtered for quality using Trimgalore v0.6.7 (Krueger et al. 2021). Trimmed reads were quantified using Salmon^88^ v1.9.0 with the Mmul10 *Macaca mulatta* genome. Sample read counts were normalized using DESeq2 v1.36.0^89^. Features counted fewer than 5 times across at least 3 samples were filtered. For pairwise comparisons aligned read counts were analyzed for differential gene expression using the Biojupies analysis package with default settings^90^.

### Weighted gene correlation network analysis (WGCNA)

We performed weighted correlation with individual sample weights determined with the ‘signed hybrid’ network (where negatively correlated genes are assumed not connected)^91^. The soft thresholding power was determined using scale-free topology of each sample as a fit index. From the determined scale of independence and mean connectivity calculated, we used a soft thresholding power of eight to perform WGCNA. To identify unique modules, a one-step network was constructed using blockwise modules constructed with unsigned topological overlap matrices. To identify distinct modules, we utilized the Dynamic Tree Cut method. Of note, only module eigengenes that reached a threshold of 0.99 or above were included for subsequent network analysis. The edge and node data for all modules were exported to the external R package cytoHubba^92^ to determine significant hub objects via the topological analysis method, Maximal Clique Centrality (MCC). The top 25 eigengenes with the (MCC) scores for a specific module were visualized using Cytoscape software to highlight important hubs and for ease of visualization^93^.

To determine the relationship between modules, the Pearson correlation coefficients between module eigengenes was calculated. Similarly, the relationship between individual eigengenes and with treatment (‘controls’ versus ‘drinkers’) were calculated using a Pearson correlation. Heatmaps and pathway analyses for WGCNA figures included all genes assigned to a specific module.

### Drugs

CMPD101 was obtained from Hellobio. NEM, BaCl_2_, U50,488, and NorBNI were received from Sigma Aldrich, and nalfurafine was received from Fisher. Each drug was made fresh as a stock solution at 1 mM for NorBNI, or 10 mM for U50,488, CMPD101, NEM, and BaCl_2_. Stock solutions were then added to the aCSF reservoir to reach the final concentration.

### Statistics

Statistical analyses were performed using GraphPad Prism (V10). For all pairwise comparisons between two conditions or groups, we utilized paired or unpaired *t*-tests, respectively. Comparisons across three or more variables were made using one-way ANOVAs or two-way ANOVAs (followed by Šídák’s multiple comparisons when planned comparisons were made or interactions were detected). For correlation analyses, Pearson’s correlation coefficient was used for continuous variables and Spearman’s correlation coefficient was used for ordinal variables. In both cases, correlations were performed within-group only, as required to meet assumptions of bivariate normality in correlative analyses^94–97^. Primary fast-scan cyclic voltammetry measures were collected from Cohort 1, thus all voltammetry x gene expression correlations only include that subset of subjects. Cohort 2 was used for follow-up fast-scan cyclic voltammetry experiments and therefore did not have the correlated measured recorded. Bulk gene expression and drinking behavior x gene expression analyses included both cohorts. All tests were two-tailed and *p* values <0.05 were considered to be statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Dataset 1

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The sequencing data generated in this study have been deposited in the GEO database under accession code GSE244557. Source data are provided with this paper.

## References

[1] American Psychiatric Association. American Psychiatric Association, 2013. Diagnostic and Statistical Manual of Mental Disorders (5th Ed.). American Journal of Psychiatry 10.1176/appi.books.9780890425596.744053 (2013).

[2] Hunt, W. A., Barnett, L. W. & Branch, L. G. Relapse rates in addiction programs. *J. Clin. Psychol.***27**, 455–456 (1971).5115648 10.1002/1097-4679(197110)27:4<455::aid-jclp2270270412>3.0.co;2-r

[3] McLellan, A. T., Lewis, D. C., O’Brien, C. P. & Kleber, H. D. Drug dependence, a chronic medical illness implications for treatment, insurance, and outcomes evaluation. *J. Am. Med. Assoc*. 10.1001/jama.284.13.1689 (2000).10.1001/jama.284.13.168911015800

[4] Courtney, K. E., Schacht, J. P., Hutchison, K., Roche, D. J. O. & Ray, L. A. Neural substrates of cue reactivity: association with treatment outcomes and relapse. *Addict. Biol.***21**, 3–22 (2016).26435524 10.1111/adb.12314PMC4986996

[5] Holleran, K. M. et al. Ketamine and MAG Lipase Inhibitor-Dependent Reversal of Evolving Depressive-Like Behavior During Forced Abstinence From Alcohol Drinking. *Neuropsychopharmacology***41**, 2062–2071 (2016).26751284 10.1038/npp.2016.3PMC4908652

[6] Lee, K. M., Coehlo, M., McGregor, H. A., Waltermire, R. S. & Szumlinski, K. K. Binge alcohol drinking elicits persistent negative affect in mice. *Behav. Brain Res.***291**, 385–398 (2015).26048424 10.1016/j.bbr.2015.05.055PMC4513951

[7] Litt, M. D., Cooney, N. L., Kadden, R. M. & Gaupp, L. Reactivity to alcohol cues and induced moods in alcoholics. *Addict. Behav.***15**, 137–146 (1990).2343787 10.1016/0306-4603(90)90017-r

[8] Pang, T. Y., Renoir, T., Du, X., Lawrence, A. J. & Hannan, A. J. Depression-related behaviours displayed by female C57BL/6J mice during abstinence from chronic ethanol consumption are rescued by wheel-running. *Eur. J. Neurosci.***37**, 1803–1810 (2013).23551162 10.1111/ejn.12195

[9] Sinha, R. et al. Enhanced Negative Emotion and Alcohol Craving, and Altered Physiological Responses Following Stress and Cue Exposure in Alcohol Dependent Individuals. *Neuropsychopharmacology***34**, 1198–1208 (2009).18563062 10.1038/npp.2008.78PMC2734452

[10] Stevenson, J. R. et al. Abstinence following Alcohol Drinking Produces Depression-Like Behavior and Reduced Hippocampal Neurogenesis in Mice. *Neuropsychopharmacology***34**, 1209–1222 (2009).18563059 10.1038/npp.2008.90PMC2844649

[11] Egervari, G., Siciliano, C. A., Whiteley, E. L. & Ron, D. Alcohol and the brain: from genes to circuits. *Trends Neurosci***44**, 1004–1015 (2021).34702580 10.1016/j.tins.2021.09.006PMC8616825

[12] Koob, G. F. & Volkow, N. D. Neurocircuitry of Addiction. *Neuropsychopharmacology***35**, 217–238 (2010).19710631 10.1038/npp.2009.110PMC2805560

[13] Lovinger, D. M. & Roberto, M. Synaptic Effects Induced by Alcohol. in 1–92 (Springer, Berlin, Heidelberg, 2023). 10.1007/7854_2022_412.

[14] Nieto, S. J., Grodin, E. N. & Ray, L. A. On the path toward personalized medicine: implications of pharmacogenetic studies of alcohol use disorder medications. *Expert Rev. Precis. Med. Drug Dev.***5**, 43–54 (2020).34291172 10.1080/23808993.2020.1724510PMC8291052

[15] Ron, D. & Barak, S. Molecular mechanisms underlying alcohol-drinking behaviours. *Nat. Rev. Neurosci.***17**, 576–591 (2016).27444358 10.1038/nrn.2016.85PMC5131788

[16] Sinha, R. Stress and Addiction: A Dynamic Interplay of Genes, Environment, and Drug Intake. *Biol. Psychiatry***66**, 100–101 (2009).19555787 10.1016/j.biopsych.2009.05.003PMC2730917

[17] Engel, J. A. & Jerlhag, E. Chapter 9 - Alcohol: mechanisms along the mesolimbic dopamine system. in Progress in Brain Research (eds. Diana, M., Di Chiara, G. & Spano, P.) vol. 211 201–233 (Elsevier, 2014).10.1016/B978-0-444-63425-2.00009-X24968782

[18] Heilig, M., Goldman, D., Berrettini, W. & O’Brien, C. P. Pharmacogenetic approaches to the treatment of alcohol addiction. *Nat. Rev. Neurosci.***12**, 670–684 (2011).22011682 10.1038/nrn3110PMC3408029

[19] Niehaus, J. L., Cruz-Bermúdez, N. D. & Kauer, J. A. Plasticity of Addiction: A Mesolimbic Dopamine Short-Circuit? *Am. J. Addict.***18**, 259–271 (2009).19444729 10.1080/10550490902925946PMC3125054

[20] Abrahao, K. P., Salinas, A. G. & Lovinger, D. M. Alcohol and the Brain: Neuronal Molecular Targets, Synapses, and Circuits. *Neuron***96**, 1223–1238 (2017).29268093 10.1016/j.neuron.2017.10.032PMC6566861

[21] Siciliano, C. A., Karkhanis, A. N., Holleran, K. M., Melchior, J. R. & Jones, S. R. Cross-Species Alterations in Synaptic Dopamine Regulation After Chronic Alcohol Exposure. *Handb. Exp. Pharmacol.***248**, 213–238 (2018).29675581 10.1007/164_2018_106PMC6195853

[22] Budygin, E. A. et al. Effects of chronic alcohol exposure on dopamine uptake in rat nucleus accumbens and caudate putamen. *Psychopharmacology (Berl.)***193**, 495–501 (2007).17492432 10.1007/s00213-007-0812-1

[23] Karkhanis, A., Holleran, K. M. & Jones, S. R. Dynorphin/Kappa Opioid Receptor Signaling in Preclinical Models of Alcohol, Drug, and Food Addiction. International Review of Neurobiology vol. 136 (Elsevier Inc., 2017).10.1016/bs.irn.2017.08.00129056156

[24] Karkhanis, A. N., Huggins, K. N., Rose, J. H. & Jones, S. R. Switch from excitatory to inhibitory actions of ethanol on dopamine levels after chronic exposure: Role of kappa opioid receptors. *Neuropharmacology***110**, 190–197 (2016).27450094 10.1016/j.neuropharm.2016.07.022PMC5028299

[25] Melchior, J. R. & Jones, S. R. Chronic ethanol exposure increases inhibition of optically targeted phasic dopamine release in the nucleus accumbens core and medial shell ex vivo. *Mol. Cell. Neurosci.***85**, 93–104 (2017).28942046 10.1016/j.mcn.2017.09.007PMC5698100

[26] Mittleman, G. et al. Dopamine dynamics associated with, and resulting from, schedule-induced alcohol self-administration: analyses in dopamine transporter knockout mice. *Alcohol***45**, 325–339 (2011).21354763 10.1016/j.alcohol.2010.12.006PMC3095708

[27] Nealey, K. A., Smith, A. W., Davis, S. M., Smith, D. G. & Walker, B. M. Κ-Opioid Receptors Are Implicated in the Increased Potency of Intra-Accumbens Nalmefene in Ethanol-Dependent Rats. *Neuropharmacology***61**, 35–42 (2011).21338616 10.1016/j.neuropharm.2011.02.012PMC3955175

[28] Rose, J. H. et al. Supersensitive kappa opioid receptors promotes ethanol withdrawal-related behaviors and reduce dopamine signaling in the nucleus accumbens. *Int. J. Neuropsychopharmacol.***19**, 1–10 (2016).10.1093/ijnp/pyv127PMC488666726625893

[29] Siciliano, C. A. et al. Voluntary ethanol intake predicts κ-opioid receptor supersensitivity and regionally distinct dopaminergic adaptations in macaques. *J. Neurosci.***35**, 5959–5968 (2015).25878269 10.1523/JNEUROSCI.4820-14.2015PMC4397597

[30] Siciliano, C. A. et al. Increased presynaptic regulation of dopamine neurotransmission in the nucleus accumbens core following chronic ethanol self-administration in female macaques. *Psychopharmacology (Berl.)***233**, 1435–1443 (2016).26892380 10.1007/s00213-016-4239-4PMC4814331

[31] Grant, K. A. et al. Drinking Typography Established by Scheduled Induction Predicts Chronic Heavy Drinking in a Monkey Model of Ethanol Self-Administration. *Alcohol. Clin. Exp. Res.***32**, 1824–1838 (2008).18702645 10.1111/j.1530-0277.2008.00765.xPMC2847427

[32] Gibbs, R. A. et al. Evolutionary and Biomedical Insights from the Rhesus Macaque Genome. *Science***316**, 222–234 (2007).17431167 10.1126/science.1139247

[33] Balsters, J. H., Zerbi, V., Sallet, J., Wenderoth, N. & Mars, R. B. Primate homologs of mouse cortico-striatal circuits. *eLife***9**, e53680 (2020).32298231 10.7554/eLife.53680PMC7162658

[34] Haber, S. N. & Knutson, B. The Reward Circuit: Linking Primate Anatomy and Human Imaging. *Neuropsychopharmacology***35**, 4–26 (2010).19812543 10.1038/npp.2009.129PMC3055449

[35] Allen, D. C., Gonzales, S. W. & Grant, K. A. Effect of repeated abstinence on chronic ethanol self-administration in the rhesus monkey. *Psychopharmacology (Berl.)***235**, 109–121 (2018).29051997 10.1007/s00213-017-4748-9PMC5922986

[36] Baker, E. J., Farro, J., Gonzales, S., Helms, C. & Grant, K. A. Chronic Alcohol Self-Administration in Monkeys Shows Long-Term Quantity/Frequency Categorical Stability. *Alcohol. Clin. Exp. Res.***38**, 2835–2843 (2014).25421519 10.1111/acer.12547PMC4244650

[37] Cuzon Carlson, V. C. et al. Synaptic and Morphological Neuroadaptations in the Putamen Associated with Long-Term, Relapsing Alcohol Drinking in Primates. *Neuropsychopharmacology***36**, 2513–2528 (2011).21796110 10.1038/npp.2011.140PMC3194078

[38] Shnitko, T. A., Gonzales, S. W. & Grant, K. A. Low cognitive flexibility as a risk for heavy alcohol drinking in non-human primates. *Alcohol***74**, 95–104 (2019).30097387 10.1016/j.alcohol.2018.04.007PMC6202248

[39] Shnitko, T. A., Gonzales, S. W., Newman, N. & Grant, K. A. Behavioral Flexibility in Alcohol-Drinking Monkeys: The Morning After. *Alcohol. Clin. Exp. Res.***44**, 729–737 (2020).31984521 10.1111/acer.14289PMC7236888

[40] Vivian, J. A. et al. Induction and Maintenance of Ethanol Self-Administration in Cynomolgus Monkeys (Macaca fascicularis): Long-Term Characterization of Sex and Individual Differences. *Alcohol. Clin. Exp. Res.***25**, 1087–1097 (2001).11505038

[41] Daunais, J. B. et al. MRI-guided dissection of the nonhuman primate brain: A case study. *Methods***50**, 199–204 (2010).19364532 10.1016/j.ymeth.2009.03.023PMC2828512

[42] Langfelder, P. & Horvath, S. WGCNA: an R package for weighted correlation network analysis. *BMC Bioinformatics***9**, 559 (2008).19114008 10.1186/1471-2105-9-559PMC2631488

[43] Zhang, B. & Horvath, S. A General Framework for Weighted Gene Co-Expression Network Analysis. *Stat. Appl. Genet. Mol. Biol*. **4**, 17 (2005).10.2202/1544-6115.112816646834

[44] Ferris, M. J., Calipari, E. S., Yorgason, J. T. & Jones, S. R. Examining the complex regulation and drug-induced plasticity of dopamine release and uptake using voltammetry in brain slices. *ACS Chem. Neurosci.***4**, 693–703 (2013).23581570 10.1021/cn400026vPMC3656744

[45] Cragg, S. J. & Rice, M. E. DAncing past the DAT at a DA synapse. *Trends Neurosci***27**, 270–277 (2004).15111009 10.1016/j.tins.2004.03.011

[46] Ferris, M. J. et al. Dopamine transporters govern diurnal variation in extracellular dopamine tone. *Proc. Natl. Acad. Sci. USA***111**, E2751–2759 (2014).24979798 10.1073/pnas.1407935111PMC4084435

[47] Jones, S. R. et al. Profound neuronal plasticity in response to inactivation of the dopamine transporter. *Proc. Natl. Acad. Sci.***95**, 4029–4034 (1998).9520487 10.1073/pnas.95.7.4029PMC19957

[48] Hietala, J. et al. Striatal D2 dopamine receptor binding characteristics in vivo in patients with alcohol dependence. *Psychopharmacology (Berl.)***116**, 285–290 (1994).7892418 10.1007/BF02245330

[49] Martinez, D. et al. Alcohol Dependence Is Associated with Blunted Dopamine Transmission in the Ventral Striatum. *Biol. Psychiatry***58**, 779–786 (2005).16018986 10.1016/j.biopsych.2005.04.044

[50] Melis, M., Spiga, S. & Diana, M. The Dopamine Hypothesis of Drug Addiction: Hypodopaminergic State. in International Review of Neurobiology vol. 63 101–154 (Academic Press, 2005).10.1016/S0074-7742(05)63005-X15797467

[51] Volkow, N. D. et al. Decreases in dopamine receptors but not in dopamine transporters in alcoholics. Alcohol. Clin. Exp. Res. 10.1111/j.1530-0277.1996.tb05936.x (1996).10.1111/j.1530-0277.1996.tb05936.x8986209

[52] Volkow, N. D. et al. Profound Decreases in Dopamine Release in Striatum in Detoxified Alcoholics: Possible Orbitofrontal Involvement. *J. Neurosci.***27**, 12700–12706 (2007).18003850 10.1523/JNEUROSCI.3371-07.2007PMC6673312

[53] Fleckenstein, A. E., Pögün, S., Carroll, F. I. & Kuhar, M. J. Recovery of dopamine transporter binding and function after intrastriatal administration of the irreversible inhibitor RTI-76 [3 beta-(3p-chlorophenyl) tropan-2 beta-carboxylic acid p-isothiocyanatophenylethyl ester hydrochloride]. *J. Pharmacol. Exp. Ther*. **279**, 200–206 (1996).8858994

[54] Kimmel, H. L., Carroll, F. I. & Kuhar, M. J. Withdrawal from repeated cocaine alters dopamine transporter protein turnover in the rat striatum. *J. Pharmacol. Exp. Ther.***304**, 15–21 (2003).12490570 10.1124/jpet.102.038018

[55] Ford, C. P. The role of D2-autoreceptors in regulating dopamine neuron activity and transmission. *Neuroscience***282**, 13–22 (2014).24463000 10.1016/j.neuroscience.2014.01.025PMC4108583

[56] Svingos, A. L., Chavkin, C., Colago, E. E. O. & Pickel, V. M. Major coexpression of κ-opioid receptors and the dopamine transporter in nucleus accumbens axonal profiles. *Synapse***42**, 185–192 (2001).11746715 10.1002/syn.10005

[57] Tejeda, H. A. & Bonci, A. Dynorphin/kappa-opioid receptor control of dopamine dynamics: Implications for negative affective states and psychiatric disorders. *Brain Res***1713**, 91–101 (2019).30244022 10.1016/j.brainres.2018.09.023

[58] Morales, M. & Margolis, E. B. Ventral tegmental area: cellular heterogeneity, connectivity and behaviour. *Nat. Rev. Neurosci.***18**, 73–85 (2017).28053327 10.1038/nrn.2016.165

[59] Mulvihill, K. G. Presynaptic regulation of dopamine release: Role of the DAT and VMAT2 transporters. *Neurochem. Int.***122**, 94–105 (2019).30465801 10.1016/j.neuint.2018.11.004

[60] Anderson, R. I. & Becker, H. C. Role of the Dynorphin/Kappa Opioid Receptor System in the Motivational Effects of Ethanol. *Alcohol. Clin. Exp. Res.***41**, 1402–1418 (2017).28425121 10.1111/acer.13406PMC5522623

[61] Bazov, I. et al. The endogenous opioid system in human alcoholics: Molecular adaptations in brain areas involved in cognitive control of addiction. *Addict. Biol.***18**, 161–169 (2013).21955155 10.1111/j.1369-1600.2011.00366.x

[62] Bazov, I. et al. Dynorphin and κ-Opioid Receptor Dysregulation in the Dopaminergic Reward System of Human Alcoholics. *Mol. Neurobiol.***55**, 7049–7061 (2018).29383684 10.1007/s12035-017-0844-4PMC6061161

[63] Domi, E. et al. Preclinical evaluation of the kappa-opioid receptor antagonist CERC-501 as a candidate therapeutic for alcohol use disorders. *Neuropsychopharmacology***43**, 1805–1812 (2018).29463912 10.1038/s41386-018-0015-yPMC6046052

[64] Walker, B. M., Zorrilla, E. P. & Koob, G. F. Systemic κ-opioid receptor antagonism by nor-binaltorphimine reduces dependence-induced excessive alcohol self-administration in rats. *Addict. Biol.***16**, 116–119 (2011).20579007 10.1111/j.1369-1600.2010.00226.xPMC2988980

[65] Walker, B. M. & Koob, G. F. Pharmacological evidence for a motivational role of kappa-opioid systems in ethanol dependence. *Neuropsychopharmacol. Publ. Am. Coll. Neuropsychopharmacol.***33**, 643–652 (2008).10.1038/sj.npp.1301438PMC273927817473837

[66] Zang, W.-J., Yu, X.-J. & Boyett, M. R. Barium block of the muscarinic potassium current in guinea-pig atrial cells. *Pflüg. Arch.***430**, 348–357 (1995).10.1007/BF003739097491258

[67] Henry, D. J., Grandy, D. K., Lester, H. A., Davidson, N. & Chavkin, C. Kappa-opioid receptors couple to inwardly rectifying potassium channels when coexpressed by Xenopus oocytes. *Mol. Pharmacol.***47**, 551–7 (1995).7700253

[68] Monaghan, A. S., Baines, D. L., Kemp, P. J. & Olver, R. E. Inwardly rectifying K+ currents of alveolar type II cells isolated from fetal guinea-pig lung: regulation by G protein- and Mg2+-dependent pathways. *Pflüg. Arch.***433**, 294–303 (1996).10.1007/s0042400502809064645

[69] Dogra, S. & Yadav, P. N. Biased agonism at kappa opioid receptors: Implication in pain and mood disorders. *Eur. J. Pharmacol.***763**, 184–190 (2015).26164787 10.1016/j.ejphar.2015.07.018

[70] El Daibani, A. et al. Molecular mechanism of biased signaling at the kappa opioid receptor. *Nat. Commun.***14**, 1338 (2023).36906681 10.1038/s41467-023-37041-7PMC10008561

[71] Bruchas, M. R. et al. Stress-Induced p38 Mitogen-Activated Protein Kinase Activation Mediates κ-Opioid-Dependent Dysphoria. *J. Neurosci.***27**, 11614–11623 (2007).17959804 10.1523/JNEUROSCI.3769-07.2007PMC2481272

[72] Ehrich, J. M. et al. Kappa opioid receptor-induced aversion requires p38 MAPK activation in VTA dopamine neurons. *J. Neurosci.***35**, 12917–12931 (2015).26377476 10.1523/JNEUROSCI.2444-15.2015PMC4571610

[73] White, K. L. et al. The G Protein–Biased κ-Opioid Receptor Agonist RB-64 Is Analgesic with a Unique Spectrum of Activities In Vivo. *J. Pharmacol. Exp. Ther.***352**, 98–109 (2015).25320048 10.1124/jpet.114.216820PMC4279099

[74] Lowe, J. D. et al. Role of G Protein–Coupled Receptor Kinases 2 and 3 in μ -Opioid Receptor Desensitization and Internalization. *Mol. Pharmacol.***88**, 347–356 (2015).26013542 10.1124/mol.115.098293PMC4518089

[75] Shapiro, M. S., Wollmuth, L. P. & Hille, B. Modulation of Ca2+ channels by PTX-sensitive G-proteins is blocked by N- ethylmaleimide in rat sympathetic neurons. *J. Neurosci.***14**, 7109–7116 (1994).7525895 10.1523/JNEUROSCI.14-11-07109.1994PMC6577248

[76] Schattauer, S. S., Kuhar, J. R., Song, A. & Chavkin, C. Nalfurafine is a G-protein biased agonist having significantly greater bias at the human than rodent form of the kappa opioid receptor. *Cell. Signal.***32**, 59–65 (2017).28088389 10.1016/j.cellsig.2017.01.016PMC5779083

[77] Beaulieu, J.-M. & Caron, M. G. β-Arrestin Goes Nuclear. *Cell***123**, 755–757 (2005).16325568 10.1016/j.cell.2005.11.010

[78] Kang, J. et al. A Nuclear Function of β-Arrestin1 in GPCR Signaling: Regulation of Histone Acetylation and Gene Transcription. *Cell***123**, 833–847 (2005).16325578 10.1016/j.cell.2005.09.011

[79] Morgenweck, J., Frankowski, K. J., Prisinzano, T. E., Aubé, J. & Bohn, L. M. Investigation of the role of βarrestin2 in kappa opioid receptor modulation in a mouse model of pruritus. *Neuropharmacology***99**, 600–609 (2015).26318102 10.1016/j.neuropharm.2015.08.027PMC4739521

[80] Kang-Park, M., Kieffer, B. L., Roberts, A. J., Siggins, G. R. & Moore, S. D. Interaction of CRF and Kappa Opioid Systems on GABAergic Neurotransmission in the Mouse Central Amygdala. *J. Pharmacol. Exp. Ther.***355**, 206–211 (2015).26350161 10.1124/jpet.115.225870PMC4613963

[81] Land, B. B. et al. The dysphoric component of stress is encoded by activation of the dynorphin κ-opioid system. *J. Neurosci.***28**, 407–414 (2008).18184783 10.1523/JNEUROSCI.4458-07.2008PMC2612708

[82] Moritz, C. P., Mühlhaus, T., Tenzer, S., Schulenborg, T. & Friauf, E. Poor transcript-protein correlation in the brain: negatively correlating gene products reveal neuronal polarity as a potential cause. *J. Neurochem.***149**, 582–604 (2019).30664243 10.1111/jnc.14664

[83] Franks, A., Airoldi, E. & Slavov, N. Post-transcriptional regulation across human tissues. *PLOS Comput. Biol.***13**, e1005535 (2017).28481885 10.1371/journal.pcbi.1005535PMC5440056

[84] Wei, Y.-N. et al. Transcript and protein expression decoupling reveals RNA binding proteins and miRNAs as potential modulators of human aging. *Genome Biol***16**, 41 (2015).25853883 10.1186/s13059-015-0608-2PMC4375924

[85] Kelly, R. S. & Wightman, R. M. Detection of dopamine overflow and diffusion with voltammetry in slices of rat brain. *Brain Res***423**, 79–87 (1987).3676822 10.1016/0006-8993(87)90827-4

[86] Patel, J. C. & Rice, M. E. Monitoring Axonal and Somatodendritic Dopamine Release Using Fast-Scan Cyclic Voltammetry in Brain Slices. in Dopamine: Methods and Protocols (ed. Kabbani, N.) 243–273 (Humana Press, Totowa, NJ, 2013). 10.1007/978-1-62703-251-3_15.10.1007/978-1-62703-251-3_1523296788

[87] Yorgason, J. T., España, R. A. & Jones, S. R. Demon Voltammetry and Analysis software: Analysis of cocaine-induced alterations in dopamine signaling using multiple kinetic measures. *J. Neurosci. Methods***202**, 158–164 (2011).21392532 10.1016/j.jneumeth.2011.03.001PMC3149733

[88] Patro, R., Duggal, G., Love, M. I., Irizarry, R. A. & Kingsford, C. Salmon provides fast and bias-aware quantification of transcript expression. *Nat. Methods***14**, 417–419 (2017).28263959 10.1038/nmeth.4197PMC5600148

[89] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol***15**, 550 (2014).25516281 10.1186/s13059-014-0550-8PMC4302049

[90] Torre, D., Lachmann, A. & Ma’ayan, A. BioJupies: Automated Generation of Interactive Notebooks for RNA-Seq Data Analysis in the Cloud. *Cell Syst***7**, 556–561.e3 (2018).30447998 10.1016/j.cels.2018.10.007PMC6265050

[91] Sens, J. P., Hofford, R. S. & Kiraly, D. D. Effect of germ-free status on transcriptional profiles in the nucleus accumbens and transcriptomic response to chronic morphine. *Mol. Cell. Neurosci.***126**, 103874 (2023).37315877 10.1016/j.mcn.2023.103874PMC10921993

[92] Chin, C.-H. et al. cytoHubba: identifying hub objects and sub-networks from complex interactome. *BMC Syst. Biol.***8**, S11 (2014).25521941 10.1186/1752-0509-8-S4-S11PMC4290687

[93] Shannon, P. et al. Cytoscape: A Software Environment for Integrated Models of Biomolecular Interaction Networks. *Genome Res***13**, 2498–2504 (2003).14597658 10.1101/gr.1239303PMC403769

[94] Janse, R. J. et al. Conducting correlation analysis: important limitations and pitfalls. *Clin. Kidney J.***14**, 2332–2337 (2021).34754428 10.1093/ckj/sfab085PMC8572982

[95] Yule, G. U. Notes on the Theory of Association of Attributes in Statistics. *Biometrika***2**, 121–134 (1903).

[96] Simpson, E. H. The Interpretation of Interaction in Contingency Tables. *J. R. Stat. Soc. Ser. B Methodol.***13**, 238–241 (1951).

[97] Pearson, K., Lee, A. & Bramley-Moore, L. Mathematical Contributions to the Theory of Evolution. VI. Reproductive or Genetic Selection. Part I. Theoretical. and Part II. On the Inheritance of Fertility in Man. And Part III. On the Inheritance of Fecundity in Thoroughbred Race-Horses. [Abstract]. *Proc. R. Soc. Lond*. **64**, 163–167 (1898).

# Supplementary material for: Synchrony between midbrain gene transcription and dopamine terminal regulation is modulated by chronic alcohol drinking
**Source:** Nat Commun. 2025 Feb 25;16:1944. doi: 10.1038/s41467-025-56715-y
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Materials for

### **Synchrony between midbrain gene transcription and dopamine terminal regulation is modulated by chronic alcohol drinking**

Zahra Z. Farahbakhsh<sup>1</sup>, Katherine M. Holleran<sup>2</sup>, Jonathon P. Sens<sup>2</sup>, Steve C. Fordahl<sup>3</sup>, Madelyn I. Mauterer<sup>2</sup>, Alberto J. López<sup>1</sup>, Verginia C. Cuzon Carlson<sup>4</sup>, Drew D. Kiraly<sup>2</sup>, Kathleen A. Grant<sup>4</sup>, Sara R. Jones<sup>2</sup>, Cody A. Siciliano<sup>1</sup>✉

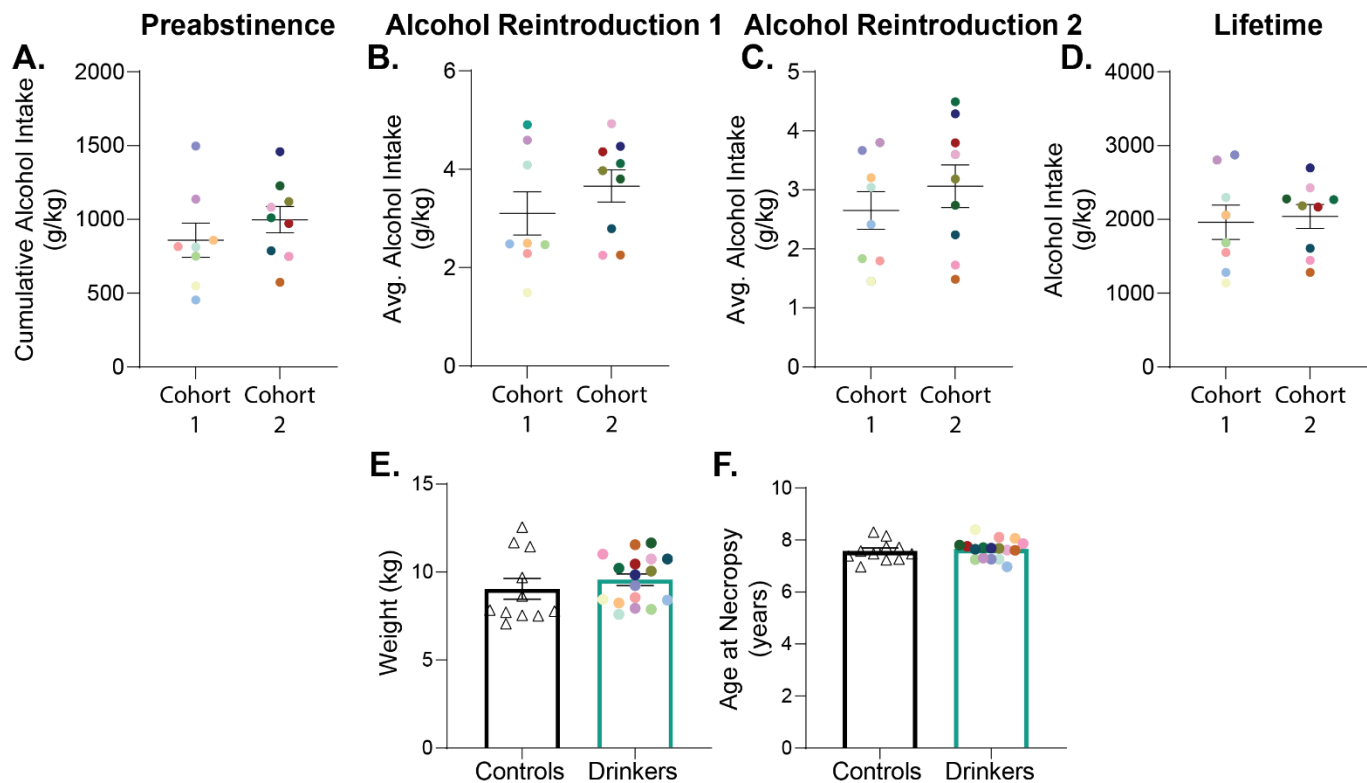

**Supplemental Figure 1. No differences in alcohol consumption between cohorts.** There was no difference between cohort 1 and cohort 2 in **(A)** cumulative alcohol intake during the first 12 months of open access (unpaired t-test;  $t_{15} = 0.96$ ,  $p = 0.35$ ), **(B)** the average daily alcohol consumption during the first alcohol reintroduction period (unpaired t-test;  $t_{15} = 1.03$ ,  $p = 0.32$ ), **(C)** the average daily alcohol consumption during the second alcohol reintroduction period (unpaired t-test;  $t_{15} = 0.84$ ,  $p = 0.41$ ), **(D)** or in the lifetime alcohol intake (unpaired t-test;  $t_{15} = 0.28$ ,  $p = 0.78$ ). **(E)** There was no difference in the weight of controls compared to drinkers at the time of necropsy (unpaired t-test;  $t_{26} = 0.8255$ ,  $p = 0.4166$ ). **(F)** There was no difference in age at necropsy between the controls and drinkers (unpaired t-test;  $t_{26} = 0.4867$ ,  $p = 0.6306$ ). (controls:  $n = 11$ ; drinkers:  $n = 17$ ; cohort 1:  $n = 8$ ; cohort 2:  $n = 9$ ) Values indicate mean  $\pm$  SEM, with colors indicating individual subjects matched through the figure. All statistical tests were two-tailed.

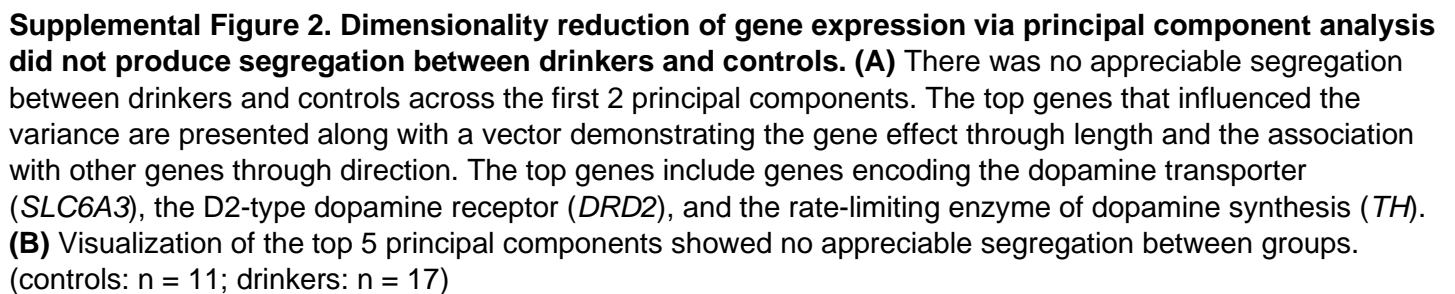

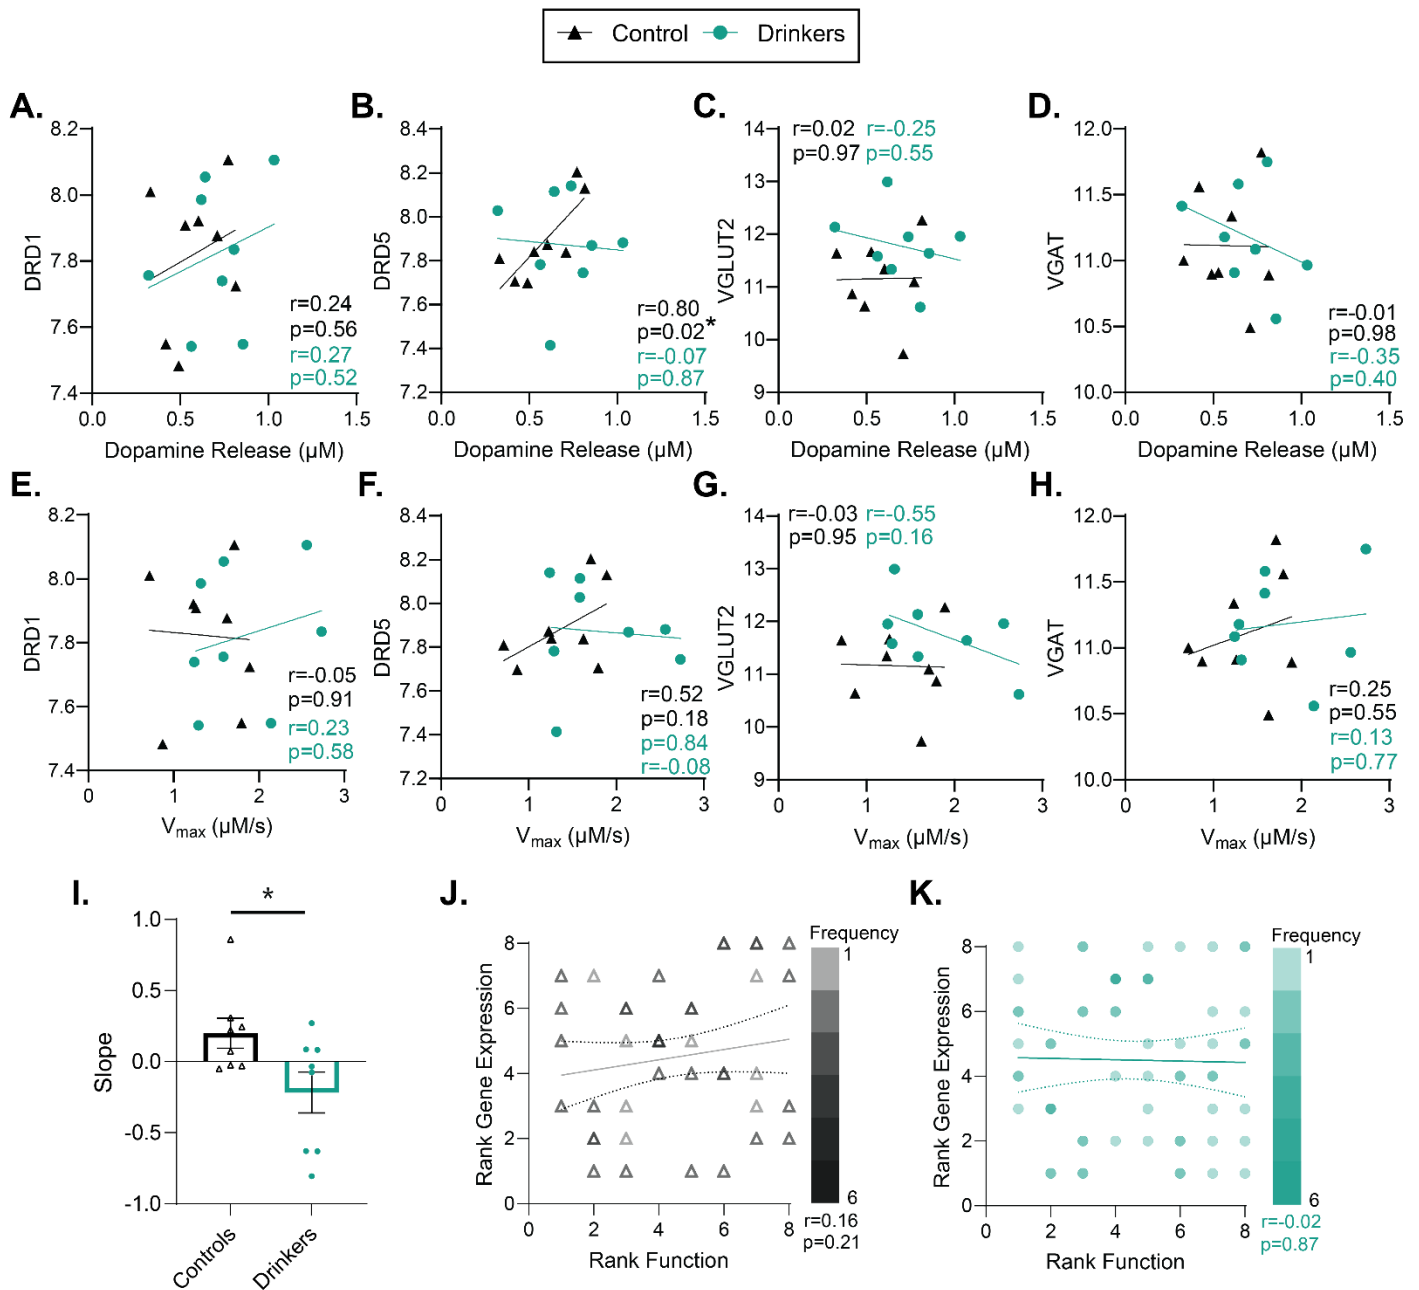

**Supplemental Figure 3. Synchrony between upstream transcription with downstream dopamine terminal function was specific to homosynaptic regulators of the dopamine system. (A-H)** Expression of genes encoding for receptors and transporters in the VTA which are enriched in non-dopaminergic cells was compared to terminal dopamine release and reuptake in the NAc of the same subjects. The best-fit linear regression is plotted for each group and Pearson's correlation coefficient  $r$  and associated  $p$  values are reported as an inset. **(A)** There was no correlation between dopamine receptor 1 (*DRD1*) gene expression and dopamine release in either group. **(B)** Dopamine receptor 5 (*DRD5*) gene expression was positively correlated with dopamine release in controls, but not drinkers. **(C)** Expression of vesicular glutamate transporter 2 (*VGLUT2*) did not correlate with dopamine release. **(D)** Vesicular GABA transporter (*VGAT*) did not correlate with dopamine release. **(E-H)** There were no correlations found between  $V_{\text{max}}$  and expression of *DRD1*, *DRD5*, *VGLUT2*, or *VGAT*. **(I)** The mean slope was greater in controls (unpaired t-test;  $t_{14} = 2.332$ ,  $p = 0.0351$ ), but neither group differed from 0 (one sample t-test; controls:  $t_7 = 1.884$ ,  $p = 0.1016$ ; drinkers:  $t_7 = 1.509$ ,  $p = 0.1751$ ). **(J-K)** Values are presented for each group with the color of the icon indicating the frequency of that

coordinate, and the best-fit linear regression is shown with a 95% confidence band and Spearman's correlation  $r$  and  $p$  values are indicated. **(J)** There is no correlation between upstream expression of non-dopamine neuron specific receptors and transporters and downstream terminal release dynamics in control subjects. **(K)** There is also no correlation between expression of these genes and accumbal dopamine dynamics after voluntary ethanol consumption and abstinence. Unless otherwise indicated, values indicate mean  $\pm$  SEM. All statistical tests were two-tailed. (controls:  $n = 8$ ; drinkers:  $n = 8$ ) (\* =  $p \leq 0.05$ , \*\* =  $p \leq 0.01$ , \*\*\* =  $p \leq 0.001$ , \*\*\*\* =  $p \leq 0.0001$ )

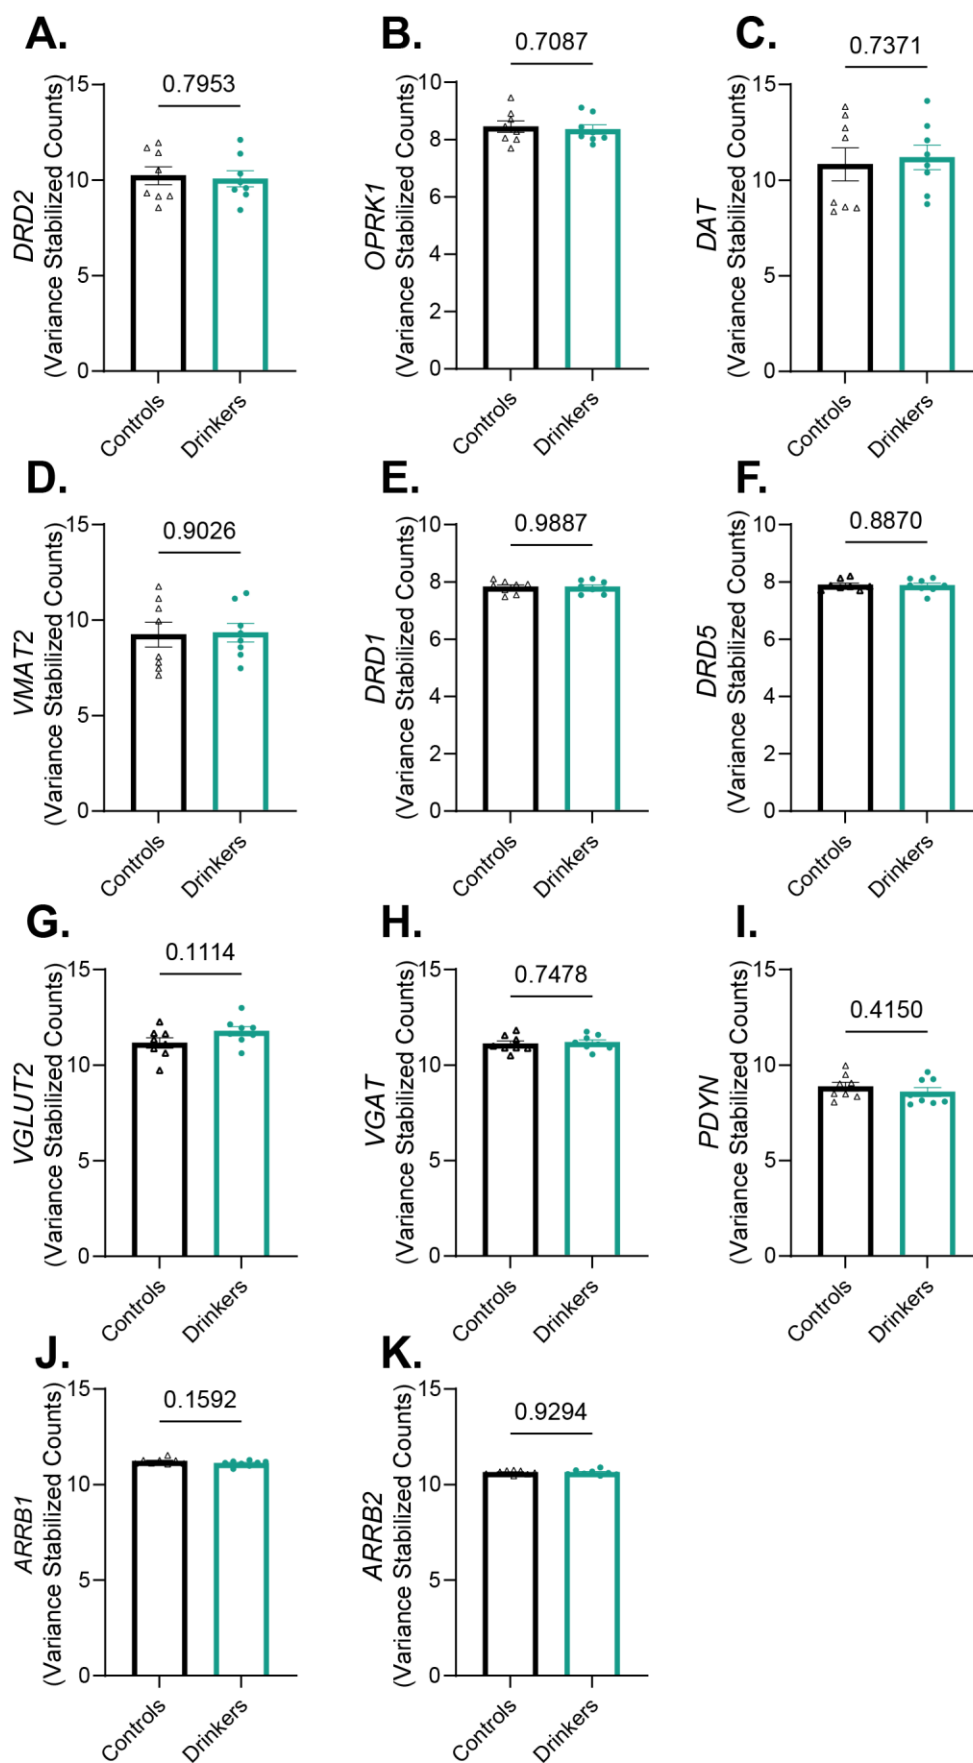

**Supplemental Figure 4. Long-lasting functional changes and changes in transcriptional synchrony occur without significant differences in gene expression between groups.** Drinkers and controls did not differ in VTA gene expression of **(A)** the dopamine receptor 2 (*DRD2*) (unpaired t-test;  $t_{14} = 0.2644$ ,  $p = 0.7953$ ), **(B)** the kappa opioid receptor (*OPRK1*) (unpaired t-test;  $t_{14} = 0.3813$ ,  $p = 0.7087$ ), **(C)** the dopamine transporter (*DAT*) (unpaired t-test;  $t_{14} = 0.3425$ ,  $p = 0.7371$ ), **(D)** the vesicular monoamine transporter 2 (*VMAT2*) (unpaired t-test;  $t_{14} = 0.1246$ ,  $p = 0.9026$ ), **(E)** the dopamine receptor 1 (*DRD1*) (unpaired t-test;  $t_{14} = 0.01468$ ,  $p = 0.9887$ ), **(F)** the dopamine receptor 5 (*DRD5*) (unpaired t-test;  $t_{14} = 0.1447$ ,  $p = 0.8870$ ), **(G)** the vesicular glutamate transporter 2 (*VGLUT2*) (unpaired t-test;  $t_{14} = 1.699$ ,  $p = 0.1114$ ), **(H)** the vesicular GABA transporter (*VGAT*) (unpaired t-test;  $t_{14} = 0.3280$ ,  $p = 0.7478$ ), **(I)** prodynorphin (*PDYN*) (unpaired t-test;  $t_{14} = 0.8400$ ,  $p = 0.4150$ ), **(J)**  $\beta$ -arrestin 1 (*ARRB1*) (unpaired t-test;  $t_{14} = 1.49$ ,  $p = 0.16$ ), **(K)** or  $\beta$ -arrestin 2 (*ARRB2*) (unpaired t-test;  $t_{14} = 0.09$ ,  $p = 0.93$ ). (controls:  $n = 8$ ; drinkers:  $n = 8$ ) Values indicate mean  $\pm$  SEM. All statistical tests were two-tailed.

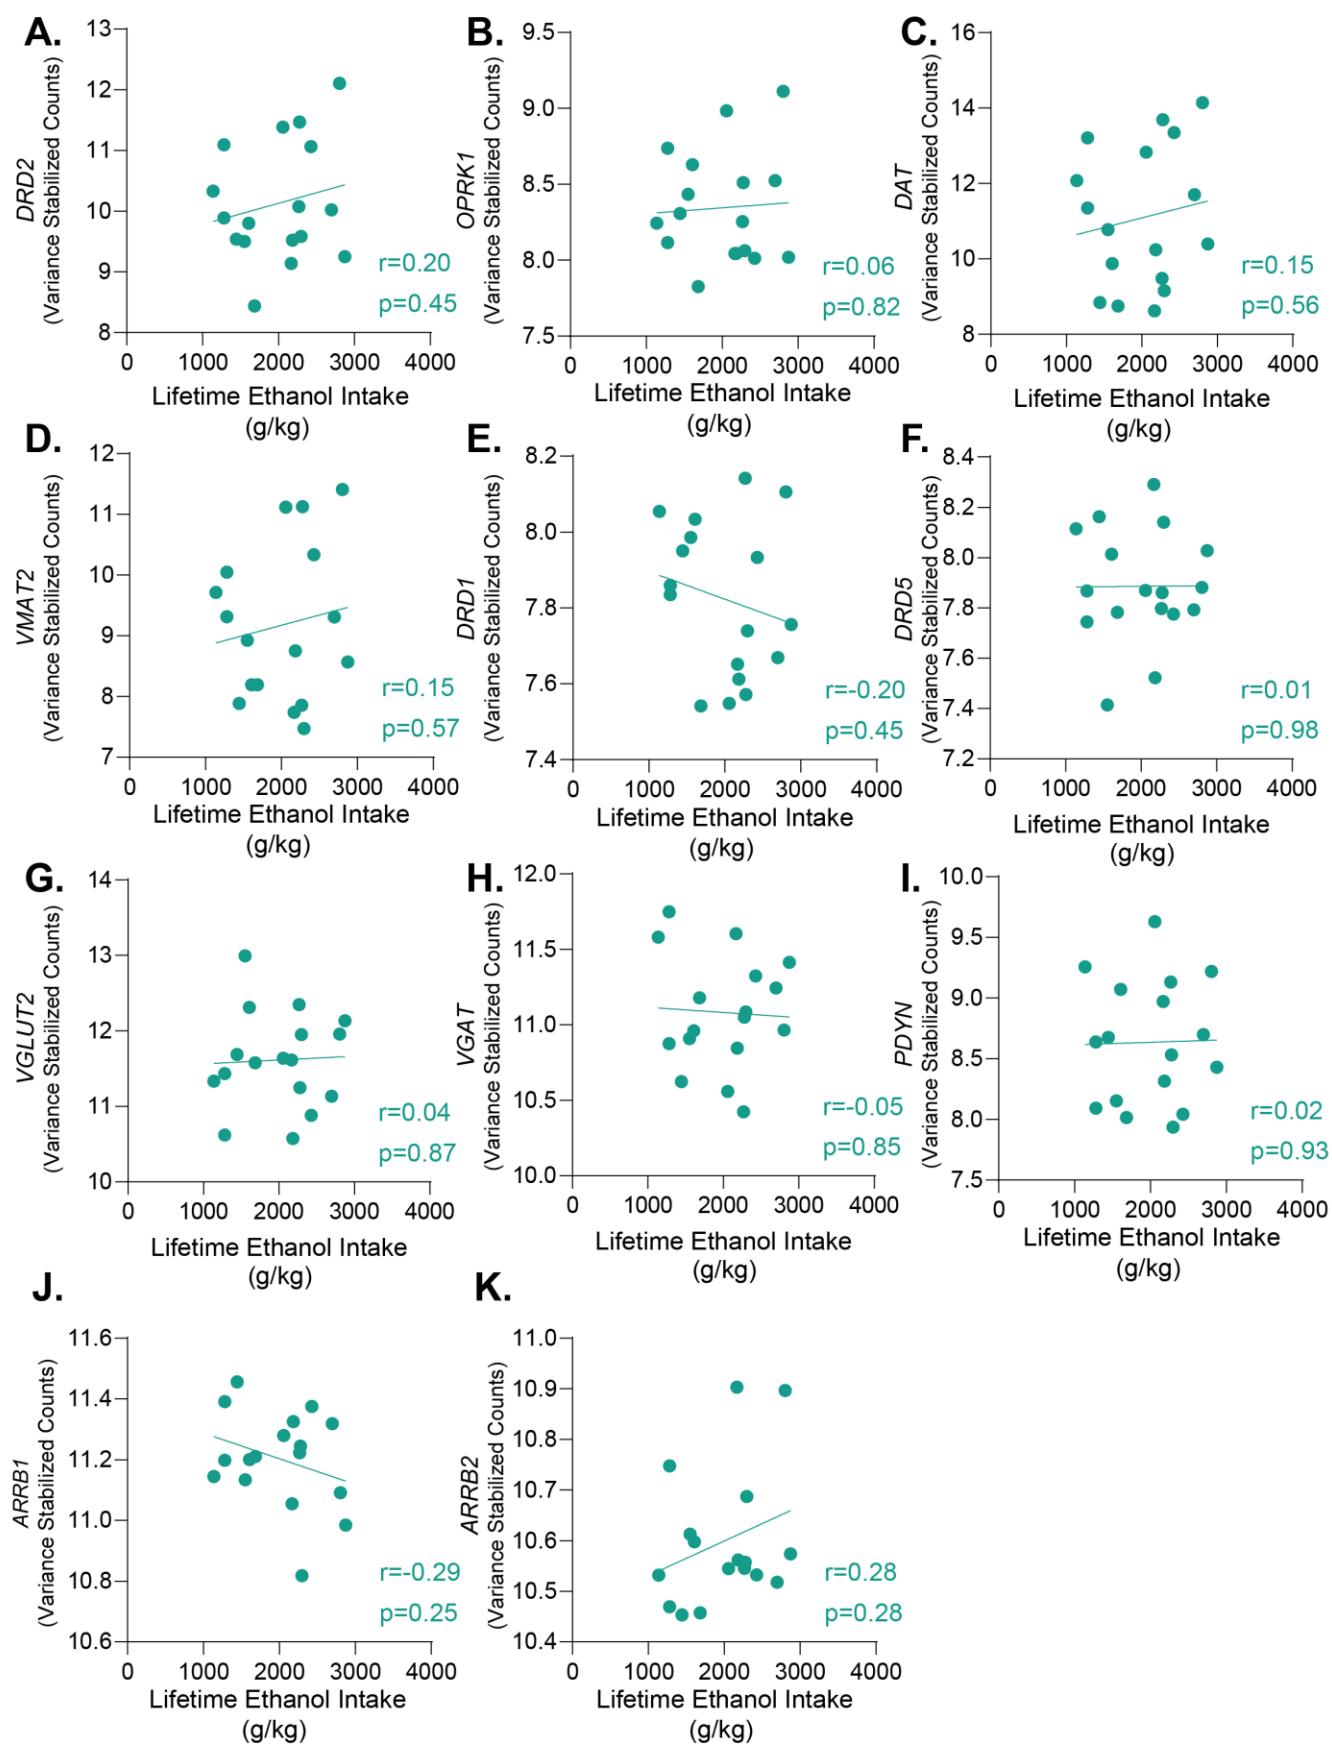

**Supplemental Figure 5. Expression of genes associated with functional changes did not correlate with lifetime ethanol intake.** Lifetime ethanol intake of drinkers did not correlate with gene expression of **(A)** the dopamine receptor 2 (*DRD2*), **(B)** the kappa opioid receptor (*OPRK1*), **(C)** the dopamine transporter (*DAT*), **(D)** the vesicular monoamine transporter 2 (*VMAT2*), **(E)** the dopamine receptor 1 (*DRD1*), **(F)** the dopamine receptor 5 (*DRD5*), **(G)** the vesicular glutamate transporter 2 (*VGLUT2*), **(H)** the vesicular GABA transporter (*VGAT*), **(I)** or prodynorphin (*PDYN*), **(J)**  $\beta$ -arrestin 1 (*ARRB1*), **(K)** or  $\beta$ -arrestin 2 (*ARRB2*). The best-fit linear regression is plotted for each group and Pearson's correlation coefficient  $r$  and associated  $p$  values are reported as an inset. All statistical tests were two-tailed. ( $n = 17$ )

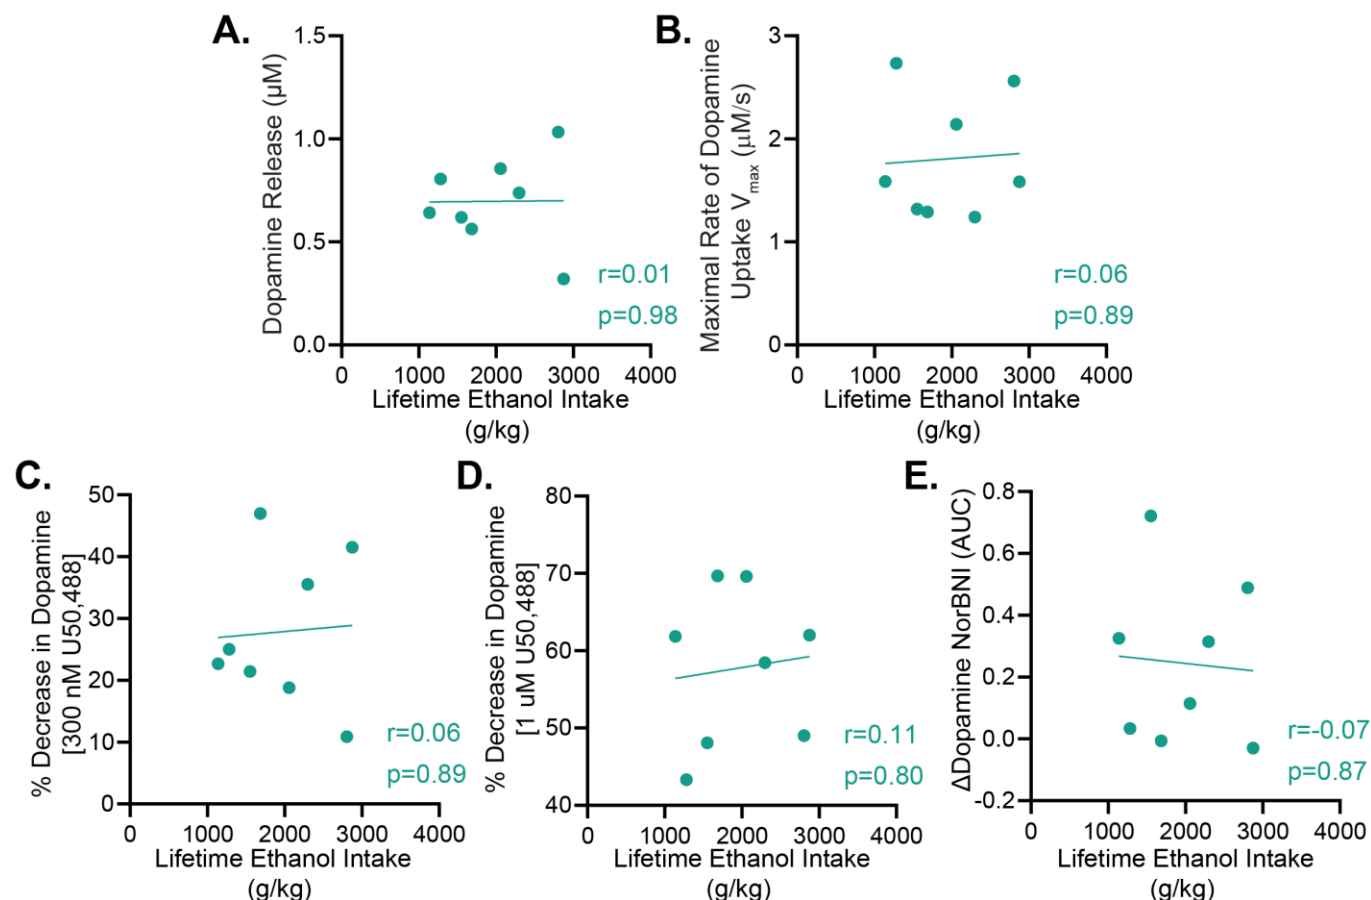

**Supplemental Figure 6. Functional changes at the dopamine terminal did not correlate with lifetime ethanol intake.** Lifetime ethanol intake did not correlate with **(A)** one pulse dopamine release, **(B)** the maximal rate of dopamine reuptake ( $V_{\text{max}}$ ) **(C)** the percent decrease in dopamine release with bath application of 300 nM U50,488, **(D)** the percent decrease in dopamine release with bath application of 1  $\mu\text{M}$  U50,488, **(E)** or the percent change in the area under the curve (AUC) of dopamine release with bath application of norbinaltorphimine (NorBNI). The best-fit linear regression is plotted for each group and Pearson's correlation coefficient  $r$  and associated  $p$  values are reported as an inset. All statistical tests were two-tailed. ( $n = 8$ )

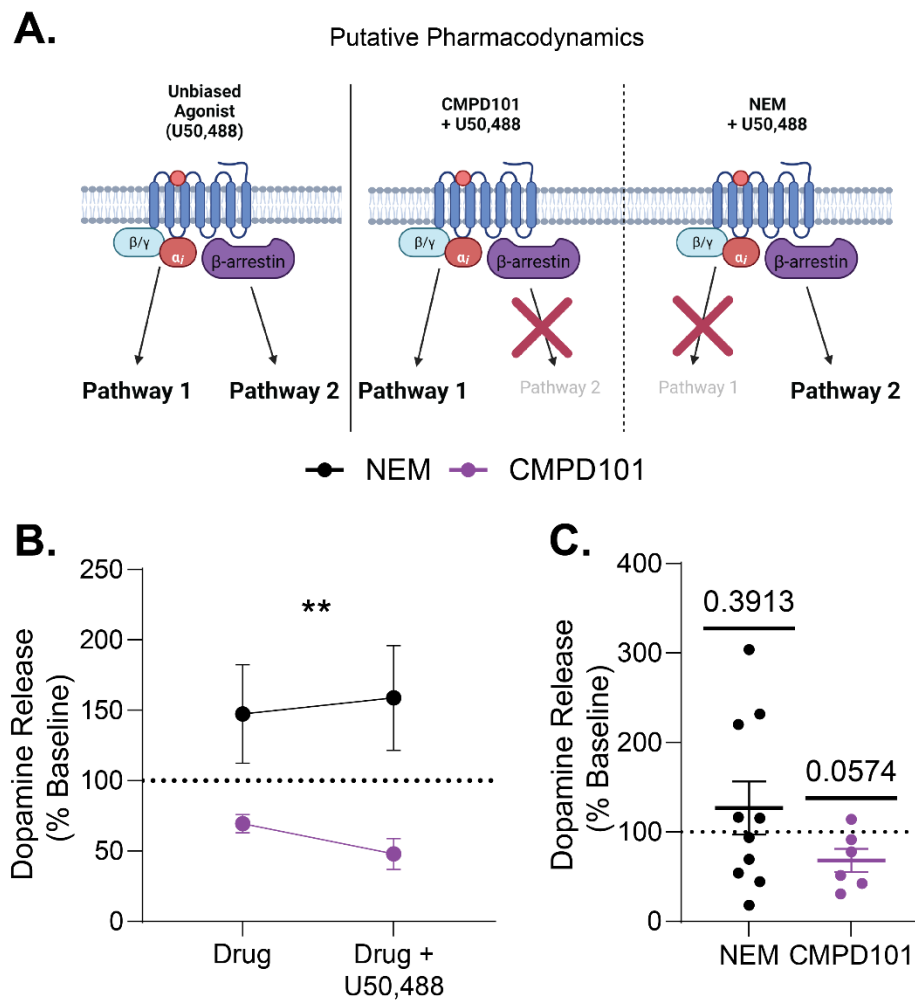

**Supplemental Figure 7. KOR inhibition of terminal dopamine release may be G protein pathway mediated. (A)** Experimental rationale for assessing whether KOR control over dopamine release is mediated by the G protein or  $\beta$ -arrestin pathway. An unbiased agonist, like U50,488, will activate both pathways similarly. Compound 101 (CMPD101) inhibits the  $\beta$ -arrestin pathway, thus, in its presence, application of an agonist would only activate the G protein pathway. N-ethylmaleimide (NEM), in contrast, inhibits G protein signaling, therefore in the presence of an agonist, only the  $\beta$ -arrestin pathway would be activated **(B)** CMPD101 or NEM and U50,488 (a KOR agonist) were applied consecutively and demonstrated differential effects on dopamine release normalized to pre-drug levels (two way ANOVA; wash-on:  $F_{1,26} = 0.02505$ ,  $p = 0.8755$ ; drug:  $F_{1,26} = 8.645$ ,  $p = 0.0068$ ; wash-on  $\times$  drug:  $F_{1,26} = 0.2644$ ,  $p = 0.6114$ ). **(C)** To account for their different effects, dopamine release after cumulative U50,488 bath application was then normalized to values seen with each of the drugs alone. Application of U50,488 had no effect when NEM was present (one sample t-test;  $t_9 = 0.9005$ ,  $p = 0.3913$ ), but had a trending decrease in dopamine release in the presence of CMPD101 (one sample t-test;  $t_5 = 2.458$ ,  $p = 0.0574$ ) suggesting that G protein activity is necessary to KOR-mediated inhibition of dopamine release. Values indicate mean  $\pm$  SEM. All statistical tests were two-tailed. (\*  $p \leq 0.05$ , \*\*  $p \leq 0.01$ , \*\*\*  $p \leq 0.001$ , \*\*\*\*  $p \leq 0.0001$ ) (NEM:  $n = 10$ ; CMPD101:  $n = 6$ ) Created in BioRender. Lab, S. (2024) <https://BioRender.com/a101505>

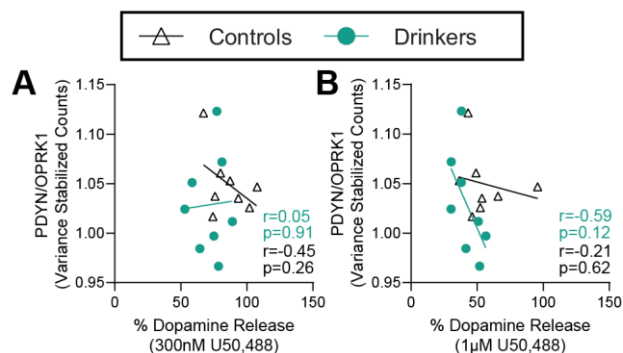

**Supplemental Figure 8. NAc KOR sensitivity is not associated with the ratio of ligand to receptor gene expression in the VTA.** The relationship between the potency (300 nM) and efficacy (1 µM) of U50,488 in inhibiting dopamine release in the NAc and ligand/receptor ratio of *PDYN* and *OPRK1* expression in the VTA. The best-fit linear regression is plotted for each group and Pearson's correlation coefficient *r* and associated *p* values are reported as an inset. **(A)** There was no relationship between *PDYN/OPRK1* expression and the amount of dopamine released in the presence of 300 nM U50,488. **(B)** There was no relationship between *PDYN/OPRK1* expression and the amount of dopamine released in the presence of 1 µM U50,488. All statistical tests were two-tailed. (controls: *n* = 8; drinkers: *n* = 8)

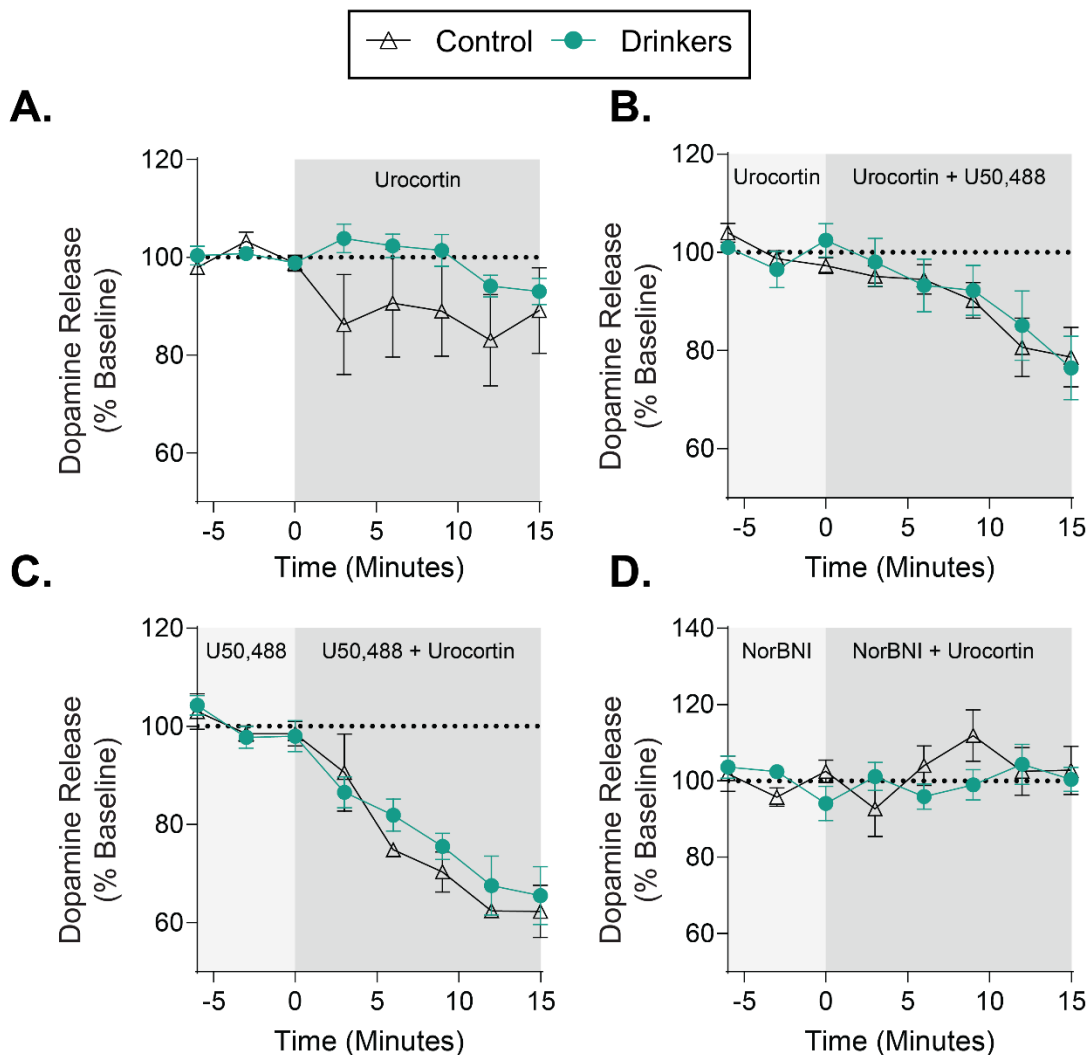

**Supplemental Figure 9. Corticotrophin releasing factor (CRF) receptor-mediated inhibition of dopamine release requires kappa opioid receptor co-activation.** (A) Urocortin, a CRF receptor agonist, had no effect on accumbal dopamine release in drinkers or controls. (two way ANOVA; time:  $F_{1,572, 22.01} = 2.340$ ,  $p = 0.1290$ ; group:  $F_{1, 14} = 1.358$ ,  $p = 0.2633$ ; time x group:  $F_{7, 98} = 1.525$ ,  $p = 0.1678$ ). (B) Consecutive bath application of U50,488, a kappa opioid receptor agonist, decreased dopamine release in both groups similarly, demonstrating a loss of supersensitization of the receptor in the presence of CRF receptor activation (two way ANOVA; time:  $F_{2,266, 31.72} = 11.67$ ,  $p < 0.0001$ ; group:  $F_{1, 14} = 0.03315$ ,  $p = 0.8581$ ; time x group:  $F_{7, 98} = 0.4261$ ,  $p = 0.8838$ ). (C) When a kappa opioid receptor agonist was present, the addition of urocortin further decreased dopamine release in drinkers and controls (mixed effects analysis; time:  $F_{2,923, 28.39} = 35.53$ ,  $p < 0.0001$ ; group:  $F_{1, 10} = 0.4990$ ,  $p = 0.4961$ ; time x group:  $F_{7, 68} = 0.5462$ ,  $p = 0.7964$ ). (D) Urocortin had no effect on dopamine release when applied in the presence of a kappa opioid receptor antagonist, norbinaltorphimine (NorBNI) (mixed effects analysis; time:  $F_{7, 72} = 0.8132$ ,  $p = 0.5793$ ; group:  $F_{1, 11} = 0.2384$ ,  $p = 0.6349$ ; time x group:  $F_{7, 72} = 1.438$ ,  $p = 0.2037$ ). Values indicate mean  $\pm$  SEM. All statistical tests were two-tailed. (controls:  $n = 8$ ; drinkers:  $n = 8$ )

# Supplementary material for: Synchrony between midbrain gene transcription and dopamine terminal regulation is modulated by chronic alcohol drinking
**Source:** Nat Commun. 2025 Feb 25;16:1944. doi: 10.1038/s41467-025-56715-y
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                      | Confirmed                                                                                                                                                                                                                                                                                      |
|--------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | For acquisition of fast-scan cyclic voltammetry data, Demon Voltammetry and Analysis software was used. Behavioral measures of subjects were recorded using custom hardware and programming with a National Instruments interface and Labview software, as previously described.                                                                                                                                              |
| Data analysis   | For analysis of fast-scan cyclic voltammetry data, Demon Voltammetry and Analysis software was used. Statistical analysis of voltammetry and behavioral measures was done in GraphPad Prism (V10). Gene expression analysis was conducted using the Biojupies analysis package, Trimgalore v0.6.7, Salmon v1.9.0, DESeq2 v1.36.0, the WGCNA R package, and the R package cytoHubba. No custom software was used for analysis. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The sequencing data generated in this study have been deposited in the GEO database under accession code GSE244557 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE244557>]. The voltammetry data generated in this study are provided in the Source Data file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Due to the scarcity of the rhesus macaque model species, a power calculation was not conducted; instead, all subjects available to us were used.

Data exclusions

If evoked dopamine release was below detection thresholds or failed to stabilize (three consecutive collections with <10% variance) that slice was excluded from analysis. These criteria were predetermined.

Replication

Behavioral measures were replicated between the two cohorts included in this study. All replication attempts were successful.

Randomization

Subjects were randomly assigned to one of three groups: drinkers, caloric controls, and housing controls. Housing controls were kept in identical housing conditions to drinkers but no drinking procedure was performed. Each caloric control was yoked to a randomly assigned drinker subject such that they were allowed to self-administer a maltodextrin solution isocaloric to the amount of ethanol consumed by their yoked counterpart.

Blinding

Investigators were blind to group assignment during data collection and analysis of voltammetry data and sequencing. Behavioral experiments were performed and analyzed by separate experimenters blinded to both other outcome measures.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

- n/a
- Involvement in the study
- ☒ ☐ Antibodies
- ☒ ☐ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern
- ☒ ☐ Plants

- n/a
- Involvement in the study
- ☒ ☐ ChIP-seq
- ☒ ☐ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

- Laboratory animals
- Wild animals
- Reporting on sex
- Field-collected samples
- Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

- Seed stocks
- Novel plant genotypes
- Authentication

How the deposited data were processed for this re-analysis (not part of the article)

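RNA from the ventral tegmental area (VTA) of 28 rhesus macaques, 17 drinkers and 11 controls, had been sequenced with 1 library per animal, and dopamine release in the nucleus accumbens had been measured by voltammetry in the 16 animals of cohort 1. The authors trimmed the reads with Trimgalore, quantified them with Salmon against Mmul_10 and deposited a table of estimated counts without normalization, 1 column per animal. The table has 16886 entries with a transcript identifier each, and the 1 entry without a gene symbol, which held 1.16e-05 percent of the counts, was left out. Each gene symbol appears once, so counts that Salmon assigned to other transcripts of a gene are not part of its value. All columns of the table were assigned to an animal by name, and groups, cohorts and intake were taken from the sample labels and the paper's Source Data. Within cohort 1, drinkers and controls are each numbered 1 to 8 in ascending order of their animal numbers. The voltammetry values and lifetime intake came from the same Source Data and were not recomputed from traces. Pairs of libraries were compared for repeats, and the most similar pair, a drinker and a control of cohort 2, had identical counts for 7.34% of transcripts. The 3 pairs with the lowest correlation, all between cohort 1 drinkers, had identical counts for 12.9% to 14.4%. No pair had a correlation of log2 CPM above 0.9292, so each library was counted as its own animal.

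Estimated counts were rounded to whole numbers. Transcripts with at least 5 counts in at least 3 animals were kept, which left 13769, and 1309 transcripts had no count in any animal. Total counts per animal lay between 12303977 and 27338712. Drinkers and controls were compared with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment at 0.05), and the standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Variance stabilized counts came from DESeq2 1.42.0 over all 28 animals without regard to group. The alternatives used DESeq2's Wald test, limma 3.58.1 (voom) and sva 3.50.0. R was version 4.3.3, and correlations, permutations and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Gene coordinates and GC content came from the RefSeq annotation of Mmul_10.

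The edgeR test was run on simulated counts in which 200 transcripts, none of them rare, had known changes of the same large size. It recovered 165 of them over 28 animals and 141 (70.5%) over cohort 1, with 29 and 11 other calls. DESeq2 recovered 174 over 28 animals with 40 other calls, and limma-voom 162 with 9. Smaller changes were not simulated.

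Modules were the gene lists of Supplemental Dataset 1, and the network was not rebuilt. Eigengenes were correlated with group by 100000 permutations, for which the smallest p is 1e-05. Correlations of expression with function used 8 animals per group and all pairings, and differences in expression between groups all 12870 splits of 16 animals. For partial correlations given the dopamine neuron score the residuals were permuted, so those p-values are approximate. Mean correlations and rank coefficients were tested by permuting whole animals, since the values of an animal are not independent. DAT is listed as SLC6A3, VMAT2 as SLC18A2, VGLUT2 as SLC17A6 and VGAT as SLC32A1. ARRB2 did not pass the count filter and is left out of correlations except under the alternatives without a filter and with the paper's Source Data expression values. The correlations of DAT in controls are not given on their own because its values form separate clusters, but they enter the mean correlations and rank coefficients.

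Genes named in the text are those the paper names in its text or marks in Fig. 2A, the genes correlated with function, and the 5 transcripts with the lowest p. TATDN1, RHEB, KMT2B, ZSWIM8 and ZC3H15 were named after their values were seen. Marker lists were fixed for dopamine, GABA, glutamate and serotonin neurons, oligodendrocytes, astrocytes, microglia, endothelial cells, immediate early genes and blood. The dopamine neuron score is the first principal component of 13 markers, and a gene correlated with function is left out of its own score. Alternatives for expression were another test, other size factors, no filter or at least 10 counts in every animal, covariates (cohort, the dopamine neuron score, surrogate variables), each cohort alone and only heavier drinkers. For correlations they were log2 CPM with a prior count of 2, variance stabilization of cohort 1 alone, log2 of normalized counts plus 1, no filter, Spearman's rho, leaving out single animals or the 2 farthest from the median, and partial correlation given the score. These were chosen before the data were examined. Corrections for GC content, further fits within cohort 1, tests of the cohorts' difference and the use of the paper's Source Data expression values were added later. The GC correction subtracted from each library a smooth trend of counts on transcript GC content.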

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

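The tests of GC content were chosen only after the results were seen.

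Control 5 lay far from the other controls in its response to NorBNI, with a change in dopamine of 0.627 against −0.109 to 0.155 in the others. Its gap to the nearest control was 0.641 of the group's range, above Dixon's critical value for 8 animals. This was 1 of 40 groups examined, and chance alone gives about 5% of groups. Without this animal, r of NorBNI's effect with expression in controls was 0.421 for OPRK1 and 0.62 for PDYN. No technical or biological explanation of the animal's value was tested.

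The correlation of OPRK1 expression with the effect of 300 nM U50488 differed between drinkers and controls (permutation test, adjusted p = 0.0396 over 6 differences, unadjusted p = 0.0066). The dopamine neuron content of the tissue is a candidate explanation for the correlation in drinkers, since the marker score correlated with this effect there at r = −0.813 (exact permutation p = 0.0138) and with OPRK1 at r = 0.959. Given the score, r of OPRK1 was −0.481 in drinkers (exact permutation p = 0.228) and −0.338 in controls (exact permutation p = 0.405). In controls the score had r = 0.601 with the effect (exact permutation p = 0.118), so the score itself went in opposite directions in the groups, and tissue content alone leaves that change of direction unexplained. Expression of OPRK1 and of the markers rising together within dopamine neurons would give the same partial correlations and stays open, as does an effect of drinking.

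The group difference depended on cohort for TATDN1 and RHEB, each with an adjusted p of 0.0398 from edgeR's quasi-likelihood test of the interaction, and 1325 transcripts had an unadjusted p under 0.05. TATDN1 was higher in drinkers of cohort 1 (log2 fold change 0.87, standard error 0.13) and lower in cohort 2 (−0.25), and RHEB likewise (0.37, standard error 0.075, and −0.26). Among 100 splits that permuted the groups within cohorts, 1, the real one, gave as many transcripts, and 4 gave any. After a correction for GC content no transcript passed, the lowest adjusted p being 0.253, with 1043 at an unadjusted p under 0.05. GC bias that differs between the libraries of the cohorts is therefore a candidate explanation of these interactions. Within cohort 1, TATDN1 stayed past the threshold after the correction (log2 fold change 0.69, adjusted p = 0.0347), so GC content leaves part of its difference there unexplained, while RHEB did not pass before it (adjusted p = 0.118). The cohorts also differ in their animals and may differ in time of study, and neither was tested.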

How the results depend on the processing

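The comparisons with the paper's Source Data expression values, the GC content corrections, and the fits within cohort 1 with DESeq2, the stricter filter or the marker score were chosen only after the results were seen. Single correlations were judged at an unadjusted exact p of 0.05.

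Over 62 results, 1078 values were computed under alternatives. Of these 927 kept their direction and side of the threshold, 45 became weaker, 40 stronger and 36 reversed, and 30 counts moved. Among named genes and modules 207 were the same, 22 stronger, 12 reversed and 0 weaker. No paired analysis was possible because the paper's text does not name which drinker each yoked control was matched to, and the groups share no replicate numbers. Unless stated, the cause of a change was not tested.

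The count of 0 transcripts stayed at 0 with limma-voom (733 at an unadjusted p under 0.05), DESeq2's size factors in edgeR (643), no filter (1316), at least 10 counts in every animal (417), cohort (972), the marker score (674) or surrogate variables (967) as covariates, cohort 2 alone (481), heavier drinkers (600) and the GC correction (449). It was 11 with DESeq2 and 5 in cohort 1 alone. In cohort 1 it was 236 with DESeq2, 2 with the GC correction, 3 with at least 10 counts in every animal and 2 with the marker score. The log2 fold change of HYOU1 was −0.037 with surrogate variables, that of PDCD2 −0.0899 in cohort 2, and that of COPS3 0.22 with limma-voom and 0.31 in cohort 2. No component separated the groups past an adjusted p of 0.05 in any of the alternatives.

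Of the modules, 6 passed in cohort 1 alone and 1 given cohort. Modules lower in drinkers at an unadjusted p numbered 5 in cohort 1 and 4 there after the GC correction, with lightcyan among the 4 but not the 5, and from 1 to 3 over the 28 fits that each left out 1 animal, with 1 in 12 of them. The sienna3 correlation was 0.109 with mean z-scores and 0.0141 in cohort 1 after the GC correction.

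With Spearman's rho, log2 CPM or log2 normalized counts, 1 of the kappa opioid correlations passed adjustment and 0 of those with NorBNI did, and the latter was 0 also without the 2 farthest animals and given the marker score. Spearman's rho was 0.833 for VMAT2 with Vmax in drinkers and 0.69 for OPRK1 and PDYN with NorBNI in controls. The mean became 0.633 for the homosynaptic genes in drinkers and 0.575 for the kappa opioid genes in controls. The kappa opioid rank coefficient in controls was 0.56 both with log2 CPM and with variance stabilization of cohort 1 alone.

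Without the 2 animals farthest from the median expression, r in drinkers was 0.231 for OPRK1 and −0.476 for DRD2 with release, and −0.419 for DRD2 and 0.516 for DAT with Vmax. In controls it was 0.478 for DRD5 with release, −0.0865 for OPRK1 with 1 µM U50488, and 0.535 for OPRK1 and 0.271 for PDYN with NorBNI. For the homosynaptic genes, with the 2 animals chosen for each gene, the mean in controls was −0.363 and the rank coefficients 0.285 in drinkers and −0.191 in controls. For DRD1, DRD5, VGLUT2 and VGAT in controls the mean was −0.176 and the rank coefficient −0.242, and the kappa opioid rank coefficient in controls was 0.51.

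Given the marker score, r in drinkers was 0.437 for OPRK1 and −0.213 for DRD2 with release, −0.54 for DRD2, −0.471 for OPRK1 and 0.389 for DAT with Vmax, −0.481 for OPRK1 and 0.123 for PDYN with 300 nM U50488 and −0.195 for PDYN with NorBNI. Of the correlations that rose, VGAT with Vmax in drinkers went to 0.701 (exact permutation p = 0.0238) from 0.146. PDYN with 1 µM U50488 in drinkers went to 0.698 (exact permutation p = 0.0494) from 0.288. In controls, r with NorBNI was 0.694 for OPRK1 and 0.715 for PDYN (exact permutation p = 0.0407 for PDYN). The homosynaptic difference was −0.263 and the rank coefficient in drinkers 0.0952, while in controls the mean rose to 0.322 (exact permutation p = 0.0457) and the rank coefficient to 0.366 (exact permutation p = 0.0357). The rank coefficient of DRD1, DRD5, VGLUT2 and VGAT in drinkers was 0.0595. For the kappa opioid genes the difference was −0.102 (permutation p = 0.692), the mean in drinkers 0.0192 and the rank coefficients 0.0794 in drinkers and 0.202 in controls.

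With the paper's Source Data expression values, r of DRD2 with release in drinkers was 0.793. The homosynaptic mean in drinkers was 0.689 (exact permutation p = 0.0255) and the rank coefficient 0.753 (exact permutation p = 0.00898). The homosynaptic mean still did not differ between the groups past the spread (permutation p = 0.158). With ARRB2 included, the kappa opioid mean in controls was 0.529 (exact permutation p = 0.0299). The kappa opioid rank coefficient was −0.36 in drinkers (exact permutation p = 0.0454) and 0.53 in controls (exact permutation p = 0.0396).

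With 1 animal left out in turn, r in drinkers ran from 0.542 to 0.812 for OPRK1 with release, from −0.0174 to 0.772 for DRD2, 0.595 to 0.941 for DAT and 0.569 to 0.949 for VMAT2 with Vmax, and from −0.0578 to 0.413 for PDYN with NorBNI. Leaving out drinker 8 gave the lowest of each. In controls it ran from 0.421 to 0.891 for OPRK1 and 0.62 to 0.895 for PDYN with NorBNI, the lowest without control 5. The homosynaptic mean ran from 0.379 (without drinker 8) to 0.796 (without drinker 6) in drinkers and from −0.283 (without control 1) to 0.192 in controls, and the rank coefficients from 0.519 to 0.749 and from −0.348 (without control 1) to 0.214. For DRD1, DRD5, VGLUT2 and VGAT in drinkers, the mean ran from −0.175 to 0.022 (without drinker 2) and the rank coefficient from −0.143 to 0.0848 (without drinker 2). The kappa opioid difference ran from −0.834 to −0.568, the mean in controls from 0.357 to 0.613 and the rank coefficient there from 0.435 to 0.673, each lowest in size without control 1.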

Differences from the paper's values

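Use of the paper's Source Data expression values was chosen only after the results were seen. The paper's correlations were read by eye.

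For DRD2 with dopamine release in drinkers, r was 0.417 against the paper's about 0.79 in Fig. 4D, read by eye. The paper's value lies within the jackknife standard error (0.443) but is over 1.5 times the value here, so for DRD2 in drinkers, part of the paper's leading result, a value within 1.5 times was taken as closing the gap. None of the alternatives set before the data were examined did so over all 8 drinkers or without the 2 farthest, with values from −0.476 to 0.439, but leaving out drinker 7 (0.695) or drinker 6 (0.564) did. With the paper's Source Data expression values, an alternative chosen after seeing the values, r was 0.793. For DRD2 with Vmax in drinkers, r was 0.284 against the paper's about 0.68 in Fig. 4H, read by eye. By the same measure (standard error 0.56), none of the alternatives set beforehand closed it except leaving out drinker 6, with which it was 0.772, and with the Source Data values, chosen after seeing the values, it was 0.675.

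For ARRB1 with 300 nM U50488 in drinkers, r was 0.00153 against the paper's about −0.3 in Fig. 5G, read by eye. The alternatives log2 CPM (−0.0272), variance stabilization of cohort 1 alone (−0.00205), log2 normalized counts (−0.00977) and the partial correlation given the marker score (−0.144) share the paper's sign and lie within the error. Without a filter (0.00205), with Spearman's rho (0.119) and without the 2 farthest animals (0.452) they do not. With 1 animal left out it ran from −0.387 (without drinker 4) to 0.361. With the Source Data values, chosen after seeing the values, r was −0.304. For ARRB1 with 1 µM in controls, r was 0.227 against the paper's about 0.56 in Fig. 5K, read by eye. Spearman's rho (0.31) and leaving out the 2 farthest animals (0.673) gave values within the jackknife standard error (0.307) of the paper's, as did leaving out control 7 (0.402), control 8 (0.348) or control 2 (0.292), the others set beforehand did not, and the Source Data values, chosen after seeing the values, gave 0.559.

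For VGAT with release in controls, r was 0.00546 against the paper's about −0.01 in Fig. S3D, read by eye. All alternatives set beforehand but the one without a filter (0.00928) gave a negative value, from −0.308 to −0.00278, and with 1 animal left out the value ran from −0.46 to 0.217. The Source Data values, chosen after seeing the values, gave −0.0118. Across 17 drinkers, r of DRD2 with lifetime intake was 0.439 against the paper's about 0.2 in Fig. S5, read by eye, and of the alternatives set beforehand only Spearman's rho (0.383) lay within the error. For DRD5 with lifetime intake, r was −0.0037 against the paper's about 0.01 in Fig. S5, read by eye. Log2 CPM (0.0301), Spearman's rho (0.0098) and leaving out the 2 farthest animals (0.126) gave a positive value, and the partial correlation given cohort (−0.00813) did not.

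The paper reports 4 modules correlated with controls, and 2 were higher in controls here at an unadjusted p under 0.05. In cohort 1 alone there were 5, which closed the gap, and leaving out drinker 4 or a control of cohort 2 gave 3. Log2 CPM, mean z-scores and the partial correlation given cohort each gave 2. After the GC correction within cohort 1, chosen after seeing the values, there were 4, but 1 of them was lightcyan, whose sign depends on the scale of expression.

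The paper describes the sienna module as the one most correlated with drinkers, and here its eigengene was lower in drinkers (r = −0.305). The mean z-score, with r = 0.109, gave the paper's direction, as did cohort 1 alone after the GC correction, chosen after seeing the values, with r = 0.0141. The paper gives KIF1C as an example from its dark grey module and marks KDM3A in Fig. 2A, and both were listed at a count of 0 in all 28 animals. The transcripts marked in Fig. 2A were not among those with the lowest p here. The paper reports a relation of ARRB2 with 1 µM U50488 in drinkers. Here ARRB2 did not pass the filter, and without a filter r was −0.392 (exact permutation p = 0.5). With the Source Data values, chosen after seeing the values, r was −0.768 (exact permutation p = 0.0238, adjusted p = 0.19). The paper reports a higher mean slope of expression against function in drinkers for DRD2, OPRK1, DAT and VMAT2. With whole animals permuted, the difference in mean correlation was 0.581 (permutation p = 0.219). The paper reports no differentially expressed genes. DESeq2 called 11 here, and cohort 1 alone 5 with edgeR.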

Other observations

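The tests of GC content, library size, transcripts at 0 in most animals, the marker score between the groups and the covariation of markers were chosen only after the results were seen.

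The 629 transcripts with an unadjusted p under 0.05 between 17 drinkers and 11 controls were not more than other splits gave. Of 100 splits of the 28 animals, the real one included, 41 gave as many. DESeq2's 11 calls were also common, with 46 of 100 splits giving as many, a median of 10 and a maximum of 161. Of the 11, 8 were listed at 0 in at least 22 animals, and the other 3 (CADM2, STMN1, VAPB) were above 0 in every animal. The 8 are consistent with calls that rest on a few animals.

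Within cohort 1, edgeR called 5 transcripts between drinkers and controls: STMN1, TATDN1 and ZC3H15 were higher in drinkers, KMT2B and ZSWIM8 lower. Of 100 splits of the 16 animals only the real one (1) gave as many, and 6 gave any call. Total counts argued against library size, as the groups did not differ (exact permutation p = 0.882). The marker score argued against dopamine neuron content, with −0.0112 ± 1.01 (SD, n = 8) in drinkers and 0.0643 ± 1.28 (SD, n = 8) in controls (exact permutation p = 0.901). With the score as a covariate, 2 of the 5 calls stayed past the threshold (STMN1 and TATDN1). That fit was also chosen after the results were seen. All 5 fold changes moved by less than their standard errors. GC content stays open for the other 3: log2 fold changes in cohort 1 fell with GC content (Spearman's rho = −0.425 across transcripts, which are not independent replicates), against 0.0791 in cohort 2. The slope of counts on GC content per 10 points was −0.0586 ± 0.0461 (SD, n = 8) in drinkers and 0.0659 ± 0.0671 (SD, n = 8) in controls (exact permutation p = 0.0014). After the correction the log2 fold change of KMT2B went from −0.52 to −0.32 (adjusted p = 0.444), of ZSWIM8 from −0.31 to −0.15 (adjusted p = 0.515) and of ZC3H15 from 0.39 to 0.25 (adjusted p = 0.444). A bias from library preparation and a true difference tied to GC content are both possible, since the correction removes either.

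STMN1 was higher in all 8 drinkers of cohort 1 than in any control of that cohort (log2 fold change 2.61, standard error 0.278, adjusted p = 0.000565 from edgeR's quasi-likelihood test). In cohort 2 the log2 fold change was 0.54, and the interaction had an adjusted p of 0.279, so a difference between the cohorts is not established. GC content and dopamine neuron content leave it unexplained, as the adjusted p was 0.00061 after the GC correction and 0.000608 with the marker score. The table holds 1 STMN1 transcript, so a rise of the gene and a shift of counts between its transcripts cannot be told apart. An effect of drinking in cohort 1 is a hypothesis that was not tested further.

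Module eigengenes behaved in a similar way in cohort 1. Across the 39 lists, r with group followed mean GC content (Spearman's rho = −0.728, permutation p = 1e-05, the smallest the permutations can give), and after the GC correction 0 of the 6 called modules passed (7 had an unadjusted p under 0.05). With the correction, r stayed negative for darkgrey (−0.715 to −0.627), green (−0.68 to −0.526) and skyblue3 (−0.65 to −0.552). It stayed positive for darkred (0.751 to 0.57) and turquoise (0.765 to 0.65). The lightcyan eigengene went from r = 0.757 to −0.659 with the correction. Its sign also changed without it, to −0.759 on log2 CPM, and no other module called in cohort 1 changed sign on that scale. The relation with GC content weakened but stayed, at −0.5 (permutation p = 0.00136), so GC bias is a candidate explanation for these calls.

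Of 9057 transcripts with a mean count of at least 50, 1353 were at 0 in at least 1 animal. The share was 7.13% for genes with 1 RefSeq transcript, 13.5% for 2 to 4 and 25.0% for 5 or more (Fisher's exact test of the first against the last, p = 4.04e-66). Counts split between alternative transcripts of a gene may explain part of this. These classes count RefSeq transcripts, while the counts were made on Ensembl transcripts, whose number per gene was not used here. For DRD2, at 0 in 5 animals and with 1 RefSeq transcript, the explanation therefore stays open.

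Expression of the 13 dopamine neuron markers rose and fell together between animals. Their first component held 67.5% of the variance, against a maximum of 30.8% in 1000 random lists matched on mean expression (median 21.1%), and 63% with log2 CPM. Tissue samples that differ in dopamine neuron content would give this, and coordinated expression within those neurons would too. The score followed DAT (r = 0.957), VMAT2 (r = 0.975), OPRK1 (r = 0.795) and DRD2 (r = 0.782) over 28 animals. In drinkers its r was 0.672 with release (exact permutation p = 0.0683) and 0.675 with Vmax (exact permutation p = 0.0625), neither past 0.05, and in controls −0.12 (exact permutation p = 0.764) and −0.0307 (exact permutation p = 0.945). No test compared the 2 groups in this. Given the score, the mean correlation of DRD2, OPRK1, DAT and VMAT2 with function in drinkers was 0.0596 (exact permutation p = 0.728), from 0.601. In controls it went the other way, to 0.322 (exact permutation p = 0.0457) from 0.0209, and the difference between the groups given the score had a permutation p of 0.229. The score holds nearly the same information as these genes, so the test does not separate tissue content from expression of the genes themselves, and it does not say why the controls' correlations rose.

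Across all animals, median log2 fold changes of the marker lists were −0.26 for dopamine neurons (13 of 13 genes tested), −0.03 for GABA neurons (3 of 3), 0.26 for glutamate neurons (2 of 2), 0.69 for serotonin neurons (1 of 3), −0.22 for oligodendrocytes (4 of 5), 0.21 for astrocytes (3 of 5), −0.06 for microglia (4 of 5), 0.07 for endothelial cells (4 of 4) and −0.02 for immediate early genes (3 of 4). No blood gene could be tested (0 of 3). No marker reached an adjusted p under 0.05 from edgeR's test.

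DESeq2 called 236 transcripts in cohort 1, where splits of the 16 animals gave a median of 16 and only the real one (1 of 100) as many. It held 4 of the 5 edgeR calls, and for the other, STMN1, DESeq2 left the adjusted p undefined. Comparing cohorts, 105 transcripts differed between the drinkers of cohort 2 and cohort 1, and 0 between their controls (493 at an unadjusted p under 0.05, with 3 controls in cohort 2). No explanation of this was tested.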
